# Gene expression identifies metabolic and functional differences between intramuscular and subcutaneous adipocytes in cattle

**DOI:** 10.1186/s12864-020-6505-4

**Published:** 2020-01-28

**Authors:** Nicholas J. Hudson, Antonio Reverter, William J. Griffiths, Eylan Yutuc, Yuqin Wang, Angela Jeanes, Sean McWilliam, David W. Pethick, Paul L. Greenwood

**Keywords:** Bovine fat depots, Kidney, Omental, Intermuscular

## Abstract

**Background:**

This study used a genome-wide screen of gene expression to better understand the metabolic and functional differences between commercially valuable intramuscular fat (IMF) and commercially wasteful subcutaneous (SC) fat depots in *Bos taurus* beef cattle.

**Results:**

We confirmed many findings previously made at the biochemical level and made new discoveries. The fundamental lipogenic machinery, such as *ACACA* and *FASN* encoding the rate limiting Acetyl CoA carboxylase and Fatty Acid synthase were expressed at 1.6–1.8 fold lower levels in IMF, consistent with previous findings. The FA elongation pathway including the rate limiting *ELOVL6* was also coordinately downregulated in IMF compared to SC as expected. A 2-fold lower expression in IMF of *ACSS2* encoding Acetyl Coenzyme A synthetase is consistent with utilisation of less acetate for lipogenesis in IMF compared to SC as previously determined using radioisotope incorporation. Reduced saturation of fat in the SC depot is reflected by 2.4 fold higher expression of the *SCD* gene encoding the Δ9 desaturase enzyme. Surprisingly, *CH25H* encoding the cholesterol 25 hydroxylase enzyme was ~ 36 fold upregulated in IMF compared to SC. Moreover, its expression in whole muscle tissue appears representative of the proportional representation of bovine marbling adipocytes. This suite of observations prompted quantification of a set of oxysterols (oxidised forms of cholesterol) in the plasma of 8 cattle exhibiting varying IMF. Using Liquid Chromatography-Mass Spectrometry (LC-MS) we found the levels of several oxysterols were significantly associated with multiple marbling measurements across the musculature, but (with just one exception) no other carcass phenotypes.

**Conclusions:**

These data build on our molecular understanding of ruminant fat depot biology and suggest oxysterols represent a promising circulating biomarker for cattle marbling.

## Background

Deposition of marbling (IMF) fat in cattle is commercially valuable. It has a positive impact on organoleptic properties of meat such as flavour, juiciness and tenderness [1]. On the other hand, the other fat depots including subcutaneous and organ fats do not add value to meat cuts. Excessive amounts of these undesirable depots are often associated with carcasses expressing high levels of IMF. Therefore, there is a continued interest in developing our understanding of the metabolic and functional differences between the various fat depots with a view to better uncouple IMF and SC deposition.

Marbling has been considered a late maturing trait only becoming visible after the other depots, this despite relative rates of increase in IMF being similar to other fat depots [2–4]. Furthermore, while breeds of cattle like Wagyu and Hanwoo are pre-disposed to precociously and selectively develop IMF, the underlying genetic, cellular, biochemical and physiological mechanisms have not been well established [5]. We know from previous work that marbling adipocytes tend to be relatively small [6] and comprising more saturated fatty acids [7] compared to those in the SC depot. Developmentally, marbling adipocytes are thought to arise from differentiation and lipid filling of fibroblasts within perimysial connective tissue [8].

In terms of differential metabolism between depots, previous biochemical evidence points to IMF having relatively slow rates of lipogenesis in both cattle [9] and pigs [10] and under certain nutritional circumstances a substrate preference for glucose carbon over acetate when compared to SC [6, 11]. Post-weaning diets tailored to these specific metabolic properties of IMF, such as strategic feeding with high energy concentrate, have had mixed success [12] for reasons not certain but which probably include net energy available for tissue deposition. A recent review emphasises castration, digestion and absorption of feed, glucose availability and vitamin A, D and C levels as important factors in marbling development [13]. However, overall it is clear that there is scope for a deeper understanding of ruminant fat depot metabolism and biology that may inform new animal management strategies.

The emergence of genome-wide transcriptome screening technologies provides an opportunity to assess entire biochemical pathways in quantitative detail not yet possible at other levels of biological organisation. Here, we analyse data from 5 bovine fat depots (IMF, SC, intermuscular, kidney and omental), with a particular focus on the IMF versus SC depot comparison. These functional genomic data are one component of a much larger animal experiment exploring cattle genotype by nutritional effects on fat depot biology [12]. Tissue samples for the present study were taken from 26 month-old steers of 3 genotypes, Angus, Hereford and Wagyu x Angus following high energy nutrition in a feedlot for 259 days. The Herefords had relatively low IMF and high SC whereas the Angus and Wagyu x Angus were higher IMF and lower SC.

We explored two analytical approaches both focussing on differential fat depot biology, but with one hypothesis-driven and one hypothesis-free. The former tested the mRNA expression of canonical ruminant fatty acid synthesis and degradation pathways and compared the output against prior biochemical expectation. The latter explored genome-wide patterns of gene expression with an aim of making new metabolic and functional discoveries in an unbiased manner. The across depot genome-wide transcriptome data submitted with this research article represents a uniquely powerful data resource within the field of ruminant fat biology.

## Results

### Hypothesis-free screen

#### Data driven hierarchical clustering

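Total RNA from 96 samples was hybridised to the 4x44K one colour Agilent bovine array, on which each slide carries 4 arrays and each sample is read on an array of its own. The samples comprised 12 each of intramuscular fat (IMF), subcutaneous rump fat (SC), intermuscular fat (Inter), kidney fat (Kid) and omental fat (Omen), with 4 of each depot from Angus, Hereford and Wagyu x Angus steers, and 36 of longissimus dorsi muscle (LD). Of the LD samples, 24 came from animals on pasture and 12 from animals that received supplement after weaning. The sample labels give 259 feedlot days for all 96 samples, whereas the paper gives 259 days for the steers that supplied the fat depots and an earlier kill for part of the LD samples. The authors deposited the scanner output of each array, in which the processed signal of a spot is an intensity on a linear scale with the background already subtracted, and a table of log2 values for 34227 probes. That table equals, to within 0.0001 in all 3285792 of its values, log2 of the median spot signal minus the median local background, with results under 1 set to 1. It carries no normalisation between arrays, whose 75th percentiles range from 9.07 to 11.22, so the mixed model normalisation of the methods is a step that is not in these values and that was not repeated. Here the expression of a probe is log2 of the processed signal minus the 75th percentile of its array, with spots the scanner marked as outliers left out and spots of one probe averaged, so that 0 is the 75th percentile of an array. No spot was saturated. Groups were compared over those 34227 probes with limma (lmFit and eBayes) on the arrays of the groups concerned, with Benjamini-Hochberg adjustment and a threshold of 0.05. Differences between groups come out larger on this scale than in the tables of the paper. Over 99 probes of those tables the IMF minus SC difference here follows the paper's with a slope of 3.19 (r = 0.994 across probes, which are not independent replicates). The slope for LD minus SC is 3.22 over the same probes, and those for Inter, Kid and Omen minus SC, over 41 probes, are 3.26, 3.20 and 3.34.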

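The share of probes well above background, as the scanner judged it, had a median of 82.8% on the IMF arrays (range 76.6 to 91.5%), 76.9% on SC (72.4 to 82.1%), 82.8% on Inter (78.4 to 86.4%), 83.4% on Kid (78.9 to 85.5%), 83.8% on Omen (77.6 to 96.0%) and 75.1% on LD (66.3 to 81.1%). The SC and LD arrays were also dimmer, with a median 75th percentile of 9.05 and 9.14 on the log2 scale against 9.82 on the IMF arrays. A probe that was not well above background on any array of a group has only a bound there. Its fold is then given as at least the mean of the brighter group over the mean of, per array, the lowest signal among probes well above background or the probe's own signal if that was higher. Where only some arrays of a group measured a probe, their number is given. Arrays of one breed, depot and diet correlated with r from 0.927 to 0.992, and no arrays held identical values (0 identical pairs). The number of arrays limits the precision. In simulated arrays with 200 of 34227 probes changed by 1 on the log2 scale, 157 were recovered with 12 arrays against 12, and 36 with 4 against 4. The arrays were scanned on 3 days with 32 arrays on each. All 12 IMF arrays share one day, 11 of the 12 SC arrays were scanned on another, and 1 SC array shares the day of the IMF arrays. All 12 Inter arrays were scanned on the remaining day, and the Kid, Omen and LD arrays were spread over 3, 2 and 3 days.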

Each fat depot could be clearly discriminated by gene expression as the data from each breed clustered at the depot level (Fig. 1). Put another way, the gene expression differences between fat depots clearly overwhelm any breed differences within a depot. Moreover, IMF was separated from the other 4 fat depots. 

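In one limma fit of depot and breed over the 60 fat arrays, 29838 of 34227 probes differed between the 5 depots and 1094 differed between the 3 breeds after adjustment, against 30065 and 5665 at an unadjusted p under 0.05. The paper draws the fat samples from 15 steers, so arrays of different depots share animals. The labels do not say which, and the fit treats the arrays as independent, which bears on the count for breed, as breed varies only between steers. The count for breed moved most with the authors' series matrix values, to 304, and the count for depot stayed between 26232 and 36193 in the settings that were run. The IMF minus SC difference was also fitted with a term for its dependence on breed, which was past the threshold at 2 of 34227 probes (2082 at an unadjusted p under 0.05, n = 4 arrays per breed and depot).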

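Distances were computed between breed by depot means over 10000 probes drawn at random, as the root mean square difference on the log2 scale. The mean distance from IMF was 1.19 to SC, 1.08 to Inter, 1.14 to Kid and 1.15 to Omen. Breeds of one fat depot lay 0.32 to 0.43 apart, and no distance between IMF and another fat depot was below 0.86. IMF lay as far from LD (1.09, range 0.88 to 1.23 over pairs of means) as from the other fat depots, but without the muscle probes it was 0.72 to 0.78 from the other fat depots and 1.03 from LD. SC was 1.83 from LD.

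**Figure D1:**
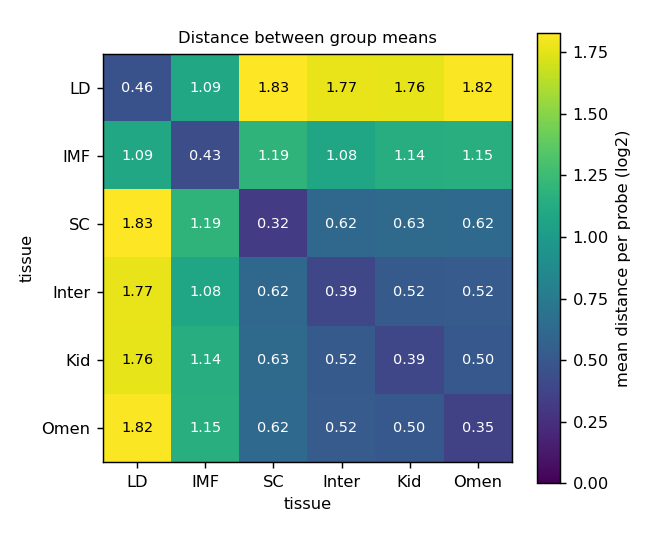
Mean distance between breed by depot means on the log2 scale, for each pair of tissues. Cells on the diagonal give the distance between breeds of one tissue. IMF lies 1.08 to 1.19 from the other fat depots and 1.09 from LD with the muscle probes included.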

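The distances among Inter, Kid, Omen and SC were smaller than those from IMF. Kid and Omen were 0.505 apart, Inter and Kid 0.519 and Inter and Omen 0.523, and these differ by less than the range over breeds, which for Inter and Omen ran from 0.414 to 0.637. SC was 0.619 from Inter, 0.621 from Omen and 0.634 from Kid. In the dendrogram by average linkage, Inter and Omen joined before Kid with the authors' series matrix values and with the muscle probes left out, and in none of the other settings.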

Of the remaining 4 depots, Inter and Omen were most closely related, followed by Kid then SC. Given SC appears the most functionally divergent of the ‘pure’ (i.e. we can make a confident assertion of no muscle contamination) fat depot samples, we elected to compare all depots to SC in turn.

**Fig. 1:**
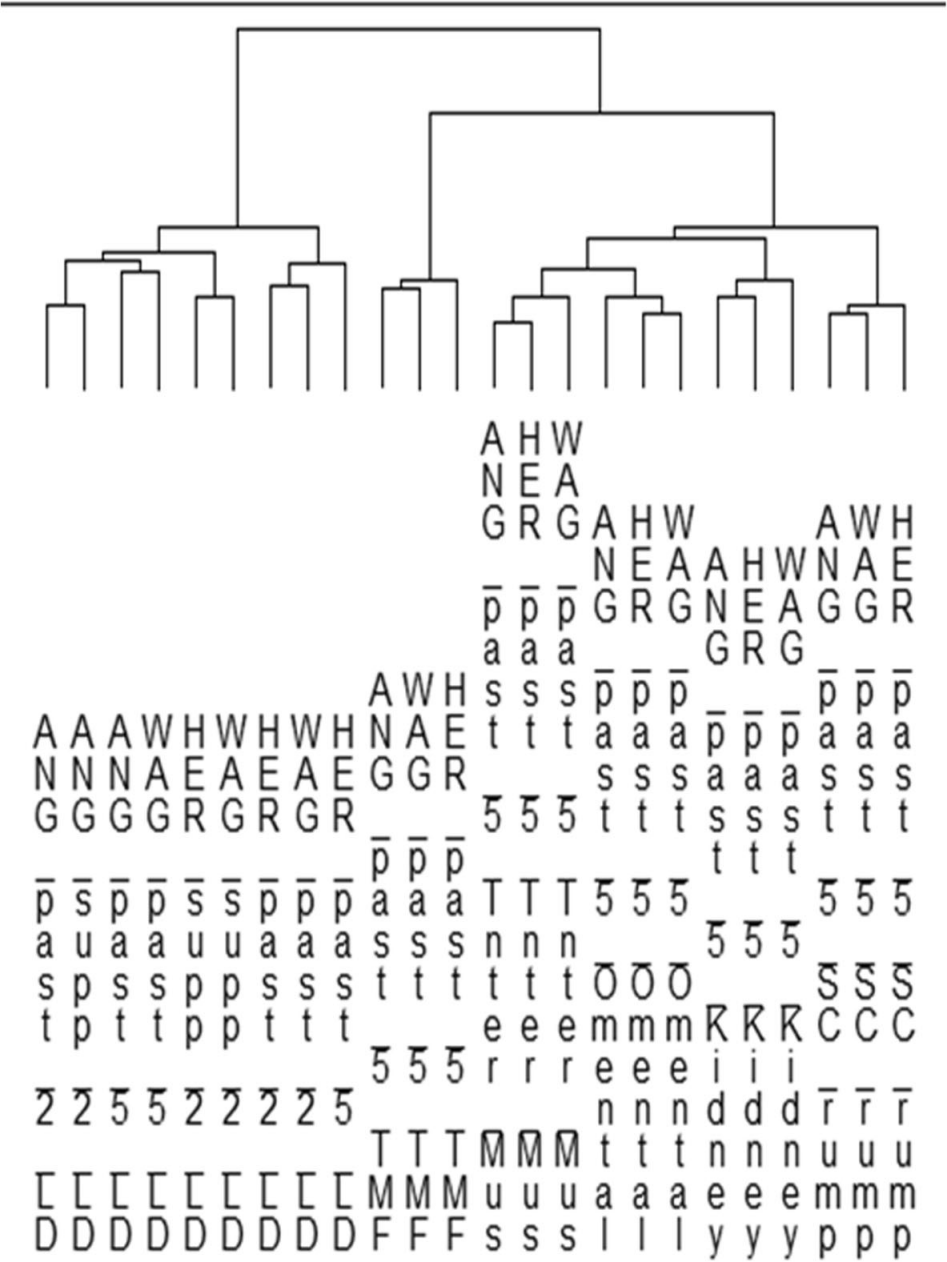
A dendrogram of relationships between the various fat depots based on the expression profiles of 10,000 genes selected at random. The treatment labels are breed (Ang = Angus, Her = Hereford, Wag = Wagyu x Angus), diet (past = pasture, supp = supplement), Kill number (2 or 5) and finally tissue (LD = longissimus dorsi muscle, IMF = intramuscular fat, Inter Mus – intermuscular fat, Omental = omental fat, Kidney = kidney fat, SC rump = subcutaneous rump fat). The first major split shows that the LD muscle is discriminated from all fat depots, reflecting muscle-specific patterns of gene expression. All fat depots are clearly resolved i.e. the three breeds form fat depot specific clusters in all cases which shows the various depots all possess diagnostic genome-wide expression signatures. IMF was awarded a unique branch within the fat tree, but this is presumably influenced by muscle derived gene expression arising from small amounts of LD muscle contamination

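With 10000 probes drawn at random and the means of 21 groups of breed, tissue and diet, all 5 fat depots formed a cluster of their 3 breeds. This held for all probes, for 100 other draws, for correlation distance, for Ward linkage, without LD, without the muscle probes and with the authors' series matrix values. The first split parted IMF and LD from the other 4 depots. LD split off alone with the series matrix values, without the muscle probes and in 1 of the 100 draws. On the 96 single arrays in place of means, a setting chosen after the data were seen, 2 of the 5 fat depots formed one cluster, although 89 of the 96 arrays had an array of their own tissue as nearest neighbour. From the clustering of the breeds by depot, the paper concludes that the depots possess diagnostic genome-wide expression signatures.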

#### Differential expression (DE) analysis

##### SC versus all other fat depots

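Against SC, 21957 of 34227 probes were past the threshold in IMF (10676 higher and 11281 lower), 16698 in Inter (7376 higher), 14263 in Kid (6648 higher) and 15654 in Omen (7023 higher), with 12 arrays per depot. The split between higher and lower depends on the scaling. With normexp background correction 6175 of 23385 IMF probes were higher than in SC, 4487 of 23345 in Inter, 4317 of 21431 in Kid and 3648 of 22267 in Omen, and the median difference over all probes in IMF was -0.23. On the authors' series matrix values 21723 of 23612 IMF probes were higher, 30925 of 31054 in Inter, 26216 of 26643 in Kid and 28729 of 29014 in Omen, with a median in IMF of 0.63. With each array centred on its mean, 10207 of 16456 probes were higher in Inter and 8114 of 14131 in Kid. The IMF count moved most with scan day as a block, to 6847, in a fit where the contrast rests on the 1 SC array that shares the day of the IMF arrays. Over all 96 arrays, where each day holds several tissues, the block left 17556 probes, of which 15863 were also past the threshold without it. This fit was chosen after the data were seen. No SC array shares the day of the Inter arrays, so for Inter the day cannot be separated from the depot on the 24 Inter and SC arrays. With the block on the arrays of 2 depots the Kid count was 11257 and the Omen count 1511, and over all 96 arrays the Inter, Kid and Omen counts were 13118, 13360 and 11024. Of 139 probes for genes named here or in the paper, 134 were past the threshold, 80 kept that with the scan day block on 24 arrays and 124 with it on 96. The counts within breed were 14235 in Angus, 13329 in Hereford and 11385 in Wagyu x Angus, each with 4 arrays per depot.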

We plotted all fat depots minus SC and annotated the extreme differentially expressed (DE) genes (Fig. 2). 

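The probe of HOXA10, a homeobox transcription factor gene, had a mean of 1.36 ± 0.40 (SD, n = 12 arrays) in SC, -2.36 ± 0.60 in IMF, -5.10 ± 2.21 in Inter, -1.03 ± 2.19 in Kid and -8.08 ± 0.92 in Omen. It was well above background on 12 of 12 arrays in SC and IMF, 11 in Kid, 8 in Inter and 1 in Omen, so the Omen value is close to background. The difference from SC was -3.72 in IMF (SE 0.20, adjusted p = 7.7e-14), -6.46 in Inter (SE 0.62, adjusted p = 3.32e-08), -2.39 in Kid (SE 0.61, adjusted p = 0.00294) and -9.44 in Omen (SE 0.27, adjusted p = 8.1e-18) by limma. DLK1, a gene expressed in pre-adipocytes, went the other way, with -4.63 ± 1.83 in SC, where 8 of 12 arrays were above background, 0.65 ± 1.11 in IMF, 0.15 ± 2.12 in Inter, 2.98 ± 1.49 in Kid and -1.84 ± 2.98 in Omen. Its differences from SC were 5.28 in IMF (SE 0.59, adjusted p = 3.36e-08), 4.78 in Inter (SE 0.77, adjusted p = 2.02e-05), 7.61 in Kid (SE 0.65, adjusted p = 4.4e-09) and 2.79 in Omen (SE 0.95, adjusted p = 0.0194). LD held 2.99 ± 0.67 of DLK1 (n = 36), and IMF minus LD was -2.34 (adjusted p = 2.12e-11).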

Two consistent outlier genes by expression profile in SC are *HOXA10* and *DLK1* (*P* < 0.01). The log2 normalised mean expression of these two genes in each fat depot is compared in Table 1. Other genes of interest for their extreme expression in at least one depot are *TDH*, *TMEFF2* and *CLDN10,* also tabulated in Table 1.

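TDH, the gene of threonine dehydrogenase, fell from 0.71 ± 1.12 (SD, n = 12) in SC to -4.88 ± 1.87 in IMF, where 9 of 12 arrays were above background, a difference of -5.59 (SE 0.60, adjusted p = 1.77e-08, limma). All 12 IMF arrays were below all 12 SC arrays, and Inter, Kid and Omen differed from SC by -2.04, -2.72 and -2.11. TMEFF2 was 2.45 higher in IMF than SC (SE 0.35, adjusted p = 1.74e-06) and 4.71 higher in Omen (SE 0.37, adjusted p = 7.98e-10), while its difference of 0.85 in Kid was not past the threshold (adjusted p = 0.141) and its IMF and LD means were alike (IMF minus LD -0.23, adjusted p = 0.0987). CLDN10, a tight junction gene, had the reverse pattern, at -4.03 in IMF (SE 0.51, adjusted p = 2.42e-07), -3.39 in Inter, -6.17 in Kid and -4.68 in Omen relative to SC, with a spread of 2.27 to 2.37 (SD) in the last 3 depots.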

**Fig. 2:**
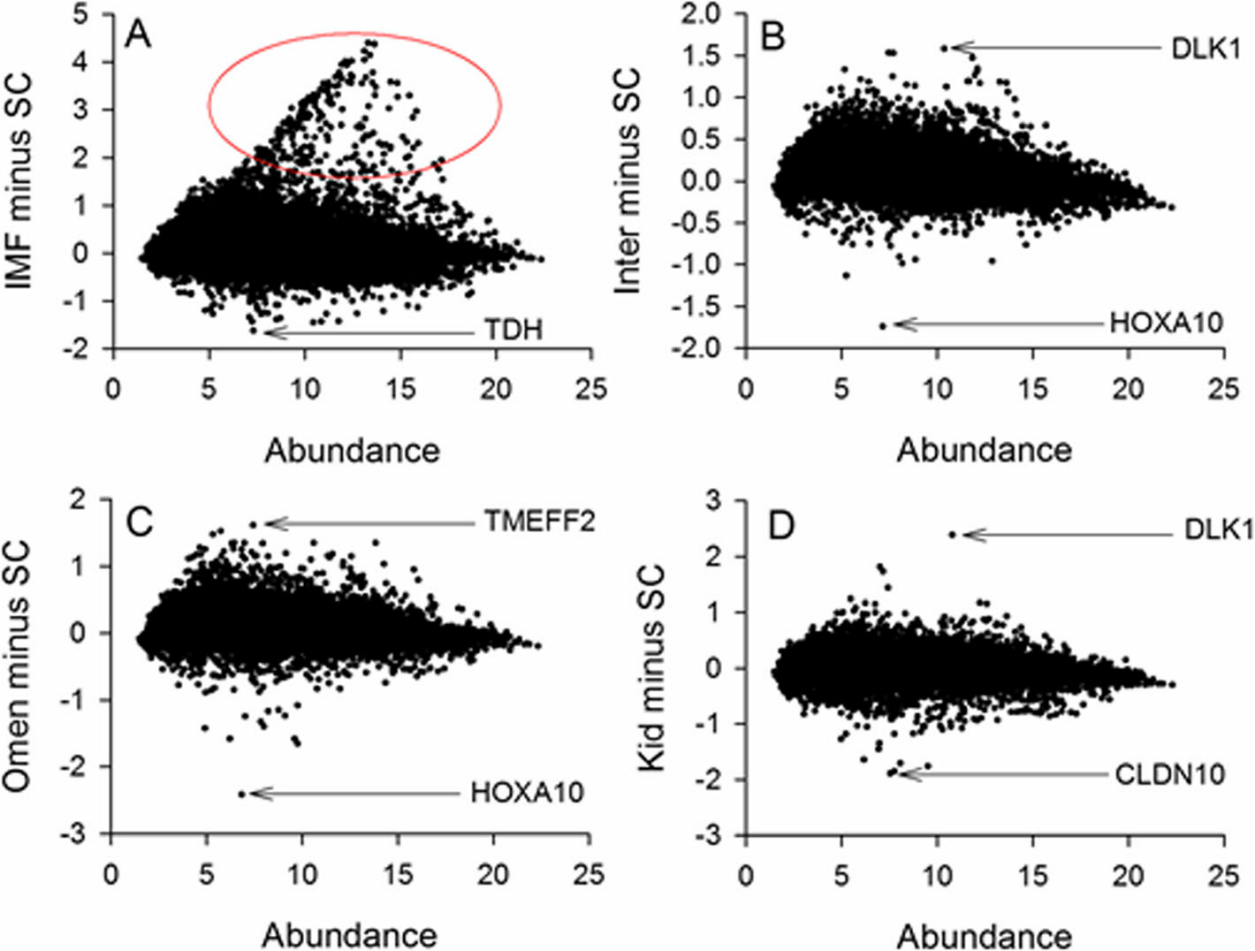
The Minus Average (MA) plots of SC versus all other depots (**a**) IMF (**b**) Inter (**c**) Omen and (**d**) Kid. It is clear that SC tends to have relatively high expression of *HOXA10* and relatively low expression of *DLK1*. The red circle in (**a**) denotes an unusual triangular shaped protuberance atypical of MA plots and whose functional characteristics were subsequently explored

**Table 1:** Genes highly divergently expressed in SC versus all depots (log2 normalised mean expression). *P* values are reported for both DE and PIF (based on the SC versus IMF comparison)

Gene	Probe	LD	IMF	SC	Inter	Kid	Omen	Function	*P* value (DE / PIF)
*HOXA10*	A_73_104882	6.99	6.94	8.03	6.29	7.34	5.61	Differs among undifferentiated pre-adipocytes between depots	0.000265 / 0.013
*DLK1*	A_73_P069591	11.84	11.27	9.58	11.16	11.97	10.54	Pre-adipocyte factor	0.00000185 / 0.0000225
*TDH*	A_73_P042901	5.99	6.49	8.11	7.61	7.29	7.53	Catalyses the conversion of threonine to pyruvate	0.000000276 / 0.000919
*TMEFF2*	A_73_109150	7.43	7.48	6.61	7.58	6.96	8.22	Membrane protein associated with neurons	0.0125 / 0.101
*CLDN10*	A_73_106401	6.23	7.42	8.68	7.69	6.82	7.28	Claudin membrane protein associated with adhesion and ion transport	0.0000376 / 0.00343

We next focussed on the particular IMF versus SC comparison in more detail.

##### IMF versus SC

In the IMF versus SC comparison the most extreme 1% (145 out of 14, 476) downregulated genes in IMF enriched for ‘humoral immune response’ (Hypergeometric statistic, FDR q-value = 0.00017) based on the presence of genes including *CFB*, *CXCL3, CD163, CD36* and *CD163L1*). 

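The 5 genes named for this enrichment were all lower in IMF, with a median of -4.02, and the 12 IMF arrays lay below the 12 SC arrays for 4 of them. CFB had a mean of 1.58 ± 1.24 (SD, n = 12) in IMF and 4.79 ± 0.97 in SC, a difference of -3.21 (SE 0.43, adjusted p = 6.77e-07, limma), with 11 IMF arrays below every SC array. CD163, a macrophage receptor gene, differed by -4.53 (SE 0.32, adjusted p = 2.01e-11), CD163L1 by -4.49 (SE 0.31, adjusted p = 1.03e-11) and CD36 by -2.81 (SE 0.17, adjusted p = 8.13e-13). CD163L1 was above background on 22 of 36 LD arrays and on all arrays of both fat depots. The 5 genes were also 1.57 to 3.10 higher in IMF than in LD. All 5 passed the threshold when adjusted over the list alone, which is not independent evidence as the paper chose them on these samples. The enrichment itself was computed by the authors with a web tool on gene annotations and was not repeated.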

To generate this ranked list we used a modified DE metric called Phenotypic Impact Factor (PIF), which is a product of DE and average abundance across the treatments of interest. The extreme 20 most downregulated genes are shown in Table 2.

**Table 2:** The 20 most downregulated genes in IMF versus SC (log2 normalised mean expression). *P* values are reported for both DE and PIF (based on the SC versus IMF comparison)

Gene	Probe	LD	IMF	SC	Function	*P* value (DE / PIF)
*SCD*	A_73_P252739	14.46	15.33	16.47	Desaturation, fatty acid synthesis (oleic acid)	0.000153 / 0.00000163
*TF*	A_73_109609	9.57	11.04	12.47	Iron transport	0.00000421 / 0.00000731
*CXCL3*	A_73_108688	11.34	12.09	13.36	Secreted growth factor, inflammation	0.0000332 / 0.0000151
*DGAT2*	A_73_118582	14.51	15.86	16.72	Final reaction in TAG synthesis	0.00259 / 0.000132
*PCK2*	A_73_P102501	12.44	13.49	14.44	Adipogenesis, mitochondrial	0.00112 / 0.0003
*RAB9B*	A_73_104413	12.83	14.19	15.09	Endosome to golgi transport, membrane trafficking	0.00180 / 0.000326
*CFB*	A_73_118840	10.91	11.98	12.98	Complement factor B	0.000681 / 0.000528
*FASN*	A_73_P174332	16.08	17.23	17.94	Synthesis of long chain saturated fatty acids	0.00918 / 0.000528
*ACSS2*	A_73_P037091	12.58	13.11	14.01	Activation of acetate for lipid synthesis	0.00180 / 0.000670
*TDH*	A_73_P042901	5.99	6.49	8.11	Catalyses l-threonine degradation	0.00117 / 0.000919
*CD163*	A_73_P091466	7.18	7.81	9.20	Inflammation, strongly expressed by macrophages	0.00000719 / 0.000928
*G0S2*	A_73_100624	13.72	15.16	15.91	FA, TAG and ketone metabolism	0.00666 / 0.00106
*TIMP4*	A_73_112376	14.43	14.97	15.73	Inhibitor of matrix metalloproteinases	0.00614 / 0.00105
*AGPAT2*	A_73_118412	17.80	18.26	18.89	De novo phospholipid synthesis, endoplasmic reticulum	0.0168 / 0.00102
*CCDC80*	A_73_P035251	15.24	16.08	16.79	Extracellular matrix	0.00918 / 0.00119
*QPRT*	A_73_P039661	11.69	12.80	13.62	NAD de novo biosynthesis	0.00370 / 0.00204
*SPARC*	A_73_P300606	17.10	17.85	18.43	Extracellular matrix organisation	0.0239 / 0.00258
*CIDEA*	A_73_100290	12.16	12.84	13.64	Regulation of lipolysis	0.00439 / 0.00245

From Table 2 it can be seen that various aspects of fat metabolism (*SCD, DGAT2, FASN, ACSS2, AGPAT2, CIDEA, G0S2*), extracellular matrix biology (*TIMP4, SPARC, CCDC80*) and some inflammation related genes (CXCL3, CD163) are prominently featured in those transcripts whose expression is lower in IMF than SC. 

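Table 2 lists 18 probes, and all 18 were lower in IMF than SC and past the threshold, with the smallest difference for SPARC (-1.76). For 16 of the 18 all 12 IMF arrays lay below all 12 SC arrays, on which the paper had picked them. Among the genes of fat metabolism AGPAT2 differed by -1.88 (SE 0.19, adjusted p = 5.81e-09), CIDEA by -2.52 (SE 0.24) and G0S2 by -2.32 (SE 0.23). Among those of the extracellular matrix TIMP4 went from 5.53 ± 0.25 (SD, n = 12) in SC to 3.17 ± 0.51 in IMF, a difference of -2.36 (SE 0.16, adjusted p = 7.71e-12), and CCDC80 differed by -2.17 (SE 0.20, adjusted p = 1.53e-09). The 5 largest decreases without overlap between the depots, 1 probe per gene, were those of TDH, WC1.3 (-4.79, SE 0.33), TF (-4.59, SE 0.45), CD163 and CD163L1. The chemokine gene CXCL3 differed by -4.02 (SE 0.35, adjusted p = 8.08e-10). All 18 were higher in IMF than in LD, so their level in IMF lay between those of SC and LD. With scan day as a block on the 24 arrays, the differences of RAB9B, FASN, G0S2, AGPAT2 and CIDEA kept their sign and were not past the threshold.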

The extreme 5% downregulated genes (PIF) in IMF enriched for ‘lipid metabolic process’ (FDR q*-*value = 1.04 e-16) and ‘defense response’ (FDR q*-*value 1.88 e-15) in line with those observations, but these functional enrichments were not as extreme as the top hit ‘regulated exocytosis’ (FDR q*-*value = 5.11 e-27).

On the other hand, the upregulated 1% in IMF enriched very significantly for ‘muscle system process’ (FDR q-value = 3.54 e-46) based on 44 genes generally regarded as either muscle-specific (e.g. myoglobin) or very highly expressed in muscle cells (such as numerous specialised myosin light and heavy chain isoforms as illustrated by *MYL2* and *MYH2*). 

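The probes with the largest differences past the threshold and no overlap between the 12 IMF and 12 SC arrays were those of MYH2, MYL2, MYL1, CKM and MYH1, all genes of the muscle sarcomere or of muscle energy supply. Their SC values lie near background, which bears on their order and on which genes are among the 5. Myoglobin (MB) had a mean of 8.78 ± 0.43 (SD, n = 12) in IMF and -1.19 ± 0.60 in SC, a difference of 9.97 (SE 0.20, adjusted p = 5.55e-22, limma). MYL2 differed by 14.02 (SE 0.40) with 7 of 12 SC arrays above background, MYL1 by 13.84 with 2 of 12 and CKM by 13.05 with 5 of 12. No SC array had the leading MYH2 probe or MYH1 well above background, so these were at least 11064-fold and at least 2786-fold higher in IMF. In a list of skeletal myofibre marker genes, of which 13 have a probe, all 13 were higher in IMF than SC and lower in IMF than LD, with a median of 10.82 and -1.40 respectively, and all 13 were past the threshold when adjusted over the list alone.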

A more lenient 5% extreme upregulated PIF (or 724 genes) marginally lessens the impact of the muscle specific detection (FDR q-value = 3.44 e-44).

It is clear from these functional enrichments that the dissected IMF must have contained a very small amount of longissimus dorsi (LD) muscle contamination not present in the other fat depots. 

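How much muscle transcript each IMF array holds was estimated from the 2726 probes that were over 4-fold higher in LD than SC. For each probe the IMF signal was placed between the SC and LD means on the linear scale, and the median over probes was taken as the muscle share of the array. The share was 27.3% ± 14.8 (SD, n = 12 IMF arrays), with a median of 23.5% and a range of 8.25 to 46.8%. It was 36.0% ± 15.4 in Angus, 23.2% ± 13.6 in Hereford and 22.5% ± 15.1 in Wagyu x Angus (SD, n = 4 each), so the breeds differ by less than the spread within a breed. The mean was 0.641% in Inter, 0.662% in Kid and 0.148% in Omen, with single arrays of up to 5.12, 2.62 and 1.29%. The estimate is relative to LD, which itself contains some IMF, and stayed between 25.1 and 29.4% under 8 other settings. On the authors' series matrix values, which are not scaled between arrays, it was 52.3%. Of the 13 skeletal myofibre markers 10 lay above the value that SC and LD signal mixed at the estimated share gives, and 3 below. The median of observed minus expected was 0.71, so the share may be too low for these markers. From the enrichments for muscle genes the paper concludes that the dissected IMF contained a very small amount of LD muscle that the other fat depots did not. That is a statement on tissue, whereas the share here is of transcript and does not measure how much tissue was carried over.

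**Figure D2:**
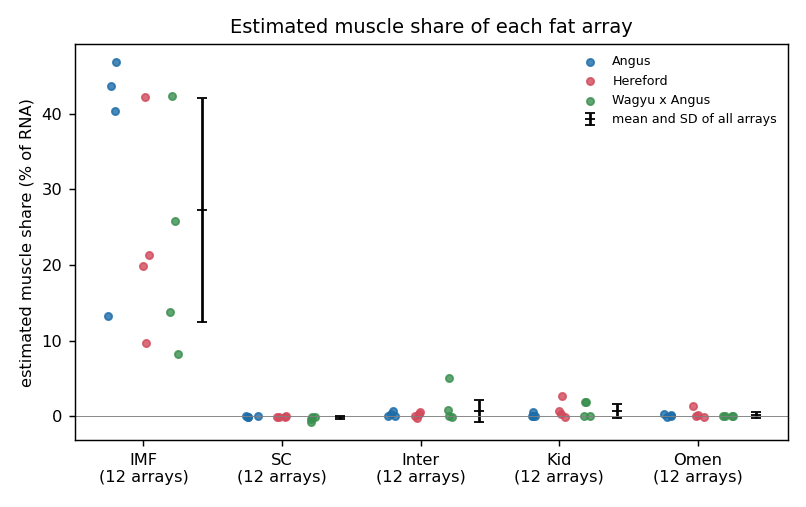
Estimated muscle share of each fat array in percent, by depot, with 1 point per array coloured by breed and bars for the mean and SD of 12 arrays. The IMF arrays lie between 8.25 and 46.8%, and no array of another depot is above 5.12%.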

Genes strongly expressed by the muscle cells in the IMF sample therefore appear to make up the majority of the atypical triangle shaped protuberance in the IMF versus SC MA plot (as highlighted by the red circle on Fig. 2a). We have elected not to tabulate the extreme upregulated genes in IMF versus SC, as this would simply return a list of genes dominated by mRNA encoding muscle structural and muscle metabolic proteins.

To better determine the cellular origin (marbling adipocyte versus myocyte) of many of the upregulated genes in the dissected IMF we first computed Differential Expression (DE) between pure LD (nearly all muscle, small amount of IMF) and SC (all fat, no muscle contamination). We then identified genes which had nominally > 4 fold higher expression in LD than SC as likely being transcribed predominantly from muscle cells, not fat cells. This yielded a list of 171 genes (hypergeometric FDR q value of 2.04e-39 for “muscle system process”), which we have then highlighted on the IMF versus SC plot (Fig. 3 panel a**;** Additional file 1). 

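All 171 probes that the paper lists in Additional file 1 as over 4-fold higher in LD than SC met that criterion here, with a median LD minus SC difference of 8.82. The paper chose them on these samples, and LD minus SC differences here follow the paper's with a slope of 3.22. Meeting the criterion was therefore close to certain in advance. All 171 were also higher in IMF than SC and past the threshold, by 4.18 to 14.65 (median 6.80).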

The highlighted genes, which have been identified using a numerical strategy, all clearly fall in the triangular shaped protuberance distorting the overall IMF versus SC MA distribution, indicating that this atypical data distribution is indeed a consequence of muscle contamination.

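Of the 2726 probes over 4-fold higher in LD than SC on the present scale, 2725 were higher in IMF than SC, against 49.8% of all 34227 probes. Their median IMF minus SC difference was 1.61, with quartiles of 1.09 and 2.76. Treated as a set, they were higher by fry (p = 2.53e-12) and by camera with an inter-gene correlation preset to 0.01 (p = 3.8e-78), and with the correlation estimated from the data (0.472) camera's unadjusted p was 0.0108. The set was chosen on LD and the same SC arrays, so part of the shift is shared through SC. Across the 13 gene lists tested in this way all were past the threshold by fry and by preset camera, while with the estimated correlation 5 of 13 had an unadjusted p under 0.05 and 1 of 13 was past the threshold after adjustment. From the position of these genes in the plot of IMF minus SC, the paper concludes that the protuberance is a consequence of muscle contamination.

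**Figure D3:**
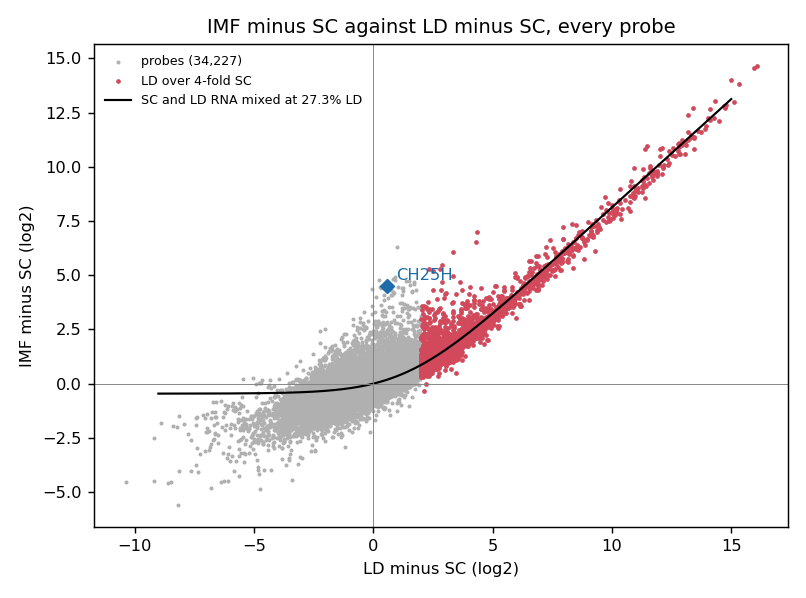
IMF minus SC difference (log2) of each probe against its LD minus SC difference (log2), with the probes over 4-fold higher in LD than SC in red. The line is SC and LD signal mixed at the mean muscle share of the IMF arrays. Of these 2726 probes, 2725 lie above 0.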

**Fig. 3:**
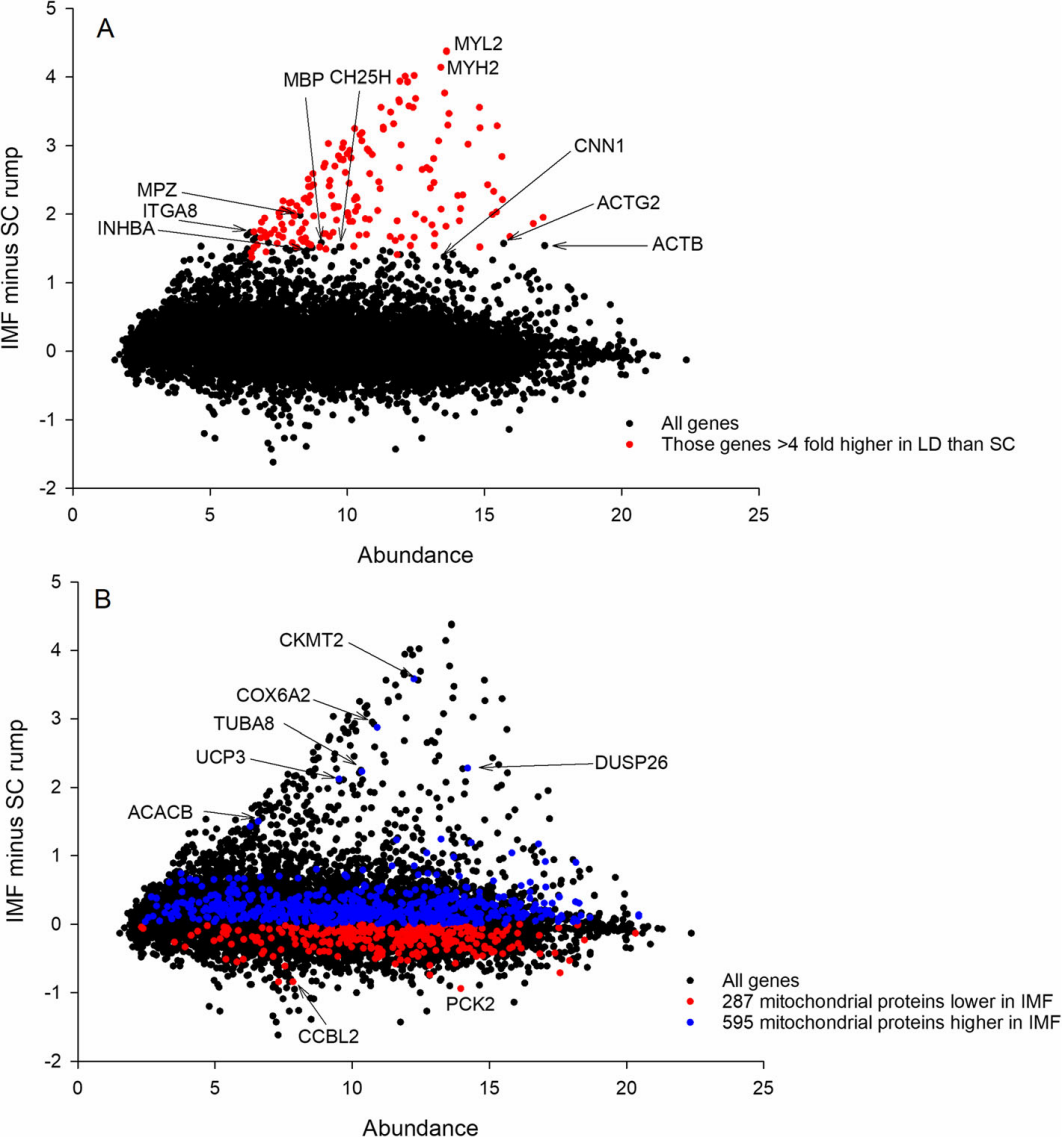
Minus Average (MA) plots of IMF minus SC. **a** Red dots are those 168 mRNA 4 fold higher in LD than SC indicating the atypical triangular protuberance comes from contaminating LD (**b**) the 886 mRNA encoding mitochondrial proteins for which we detected matches in our data, blue above 0, red below 0. There is a significant skew upwards (595 above the 0 line) from the null expectation of equilibrium (data centred on 0, with 443 falling on either side of the line)

This set of analyses reinforces the conclusion that prima facie those outlier genes in the IMF versus SC are almost certainly driven by the presence of some LD muscle in the ‘pure’ IMF sample and therefore need to be interpreted cautiously. The impact of the ‘contaminating’ muscle derived RNA on the expression of most of the remaining genes is harder to foresee, as there will be a continuum of shared expression between the myocytes and adipocytes, depending on the particular gene being investigated. In this submission, we have provided the normalised mean expression for LD in addition to all the fat depots for the 34,227 probes (Additional file 2) so the interested reader can assess the possible impact of contaminating LD on a case by case basis. This is also the reason why we have included the LD normalised mean expressions in each table for comparison. The outcome of a multiple criteria thresholding process is described below (*“Structural differences between marbling adipocytes and the other fat depot adipocytes”*). This multiple thresholding does allow us to define lists of genes whose expression likely arises from the IMF adipocytes themselves and therefore can be considered biologically informative of the IMF depot.

##### Mitoproteome

In an effort to explore the behaviour of the mitochondria in our understanding of the metabolism of IMF versus SC metabolism we quantitated the collective expression of those mRNA known to encode mitochondrial proteins. Using the downloaded mitochondrial protein database we matched 886 of these in our data, 595 of which were higher in IMF than SC, but only 287 of which were lower (Fig. 3 panel b). This is a significant deviation (*P* = 2.29 e-26) from the null expectation of equilibrium (i.e. symmetrically distributed around 0, with 443 above and 443 below) assessed by binomial distance. This upward skew is consistent with IMF having a higher mitochondrial content and / or mitochondrial activity than SC, but the presence of some high mitochondrial content LD muscle in the IMF depot is presumably influencing the result. 

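The protein database of the paper was not used here. Mitochondrial genes were taken by symbol from the families of respiratory complexes (NDUF, SDH, UQCR, COX, ATP5), mitochondrial ribosomal proteins (MRPL, MRPS) and import (TIMM, TOMM), 1 probe per gene by the largest product of difference and abundance, as the methods do. Of 194 such genes 146 were higher in IMF than SC, or 75.3% (95% exact binomial interval 68.6 to 81.2%), against 46.4% of all 10788 genes. The interval treats genes as independent, which they are not. After adjustment 116 were past the threshold upwards and 30 downwards. As a set they were higher by fry (p = 0.00236), and by camera with the preset correlation (p = 8e-06) but not with the estimated correlation of 0.518 (p = 0.454). With the authors' series matrix values 95.4% were above 0, against 79.9% of all genes. In LD, 178 of the 194 were higher than in SC, and 145 of these 178 were also higher in IMF. Of the 16 genes not higher in LD, 1 was higher in IMF (6.25%), against 13.6% of other genes not higher in LD. On the series matrix values these were 7 of 16 (43.8%) and 60.2%. The paper takes the skew as compatible with a higher mitochondrial content or activity in IMF, and presumes that the LD muscle present influences it.

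**Figure D4:**
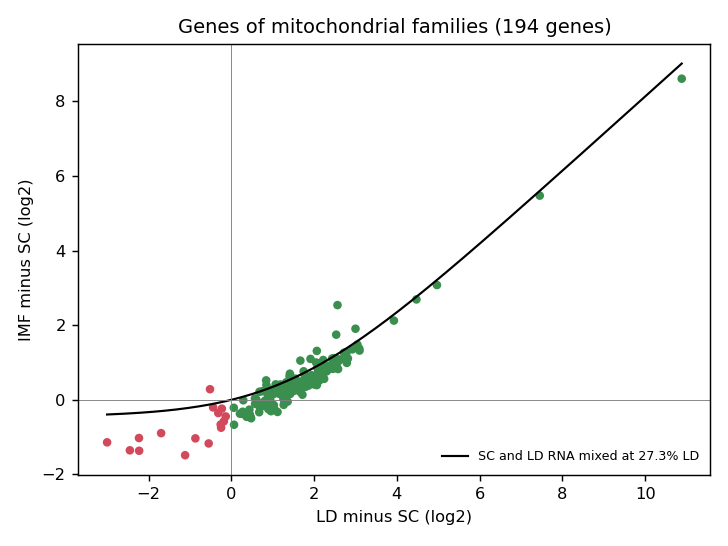
IMF minus SC difference (log2) of 194 mitochondrial genes against their LD minus SC difference (log2), 1 point per gene, with the 178 higher in LD in green, and a line for SC and LD signal mixed at the mean muscle share. Of the 178 genes, 145 lie above 0, and of the 16 others 1 does.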

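PCK2, the gene of mitochondrial phosphoenolpyruvate carboxykinase, had a mean of 2.61 ± 1.05 (SD, n = 12) in IMF and 5.53 ± 0.34 in SC, a difference of -2.92 (SE 0.30, adjusted p = 1.28e-08, limma), and every IMF array lay below every SC array. In LD the probe was lower again, with an LD minus SC difference of -6.05. Mixing SC and LD signal at the muscle share of each IMF array would give a difference of -0.48.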

Notable among the mitochondrial genes strongly downregulated in IMF compared to SC (despite the probable impact of the contaminating muscle) is *PCK2*.

##### Structural differences between marbling adipocytes and the other fat depot adipocytes

To better account for and visualise the effect of the contaminating LD on the IMF gene expression we colour coded the Minus Average (MA) plot comparing IMF to SC based on a formal numerical analysis that accounts for the presence of contaminating LD in the IMF sample (Fig. 4). Colour coding each gene individually in this manner visually highlights those genes (such as *CH25H*) that are most likely higher in IMF than SC because of particularly high expression from the IMF adipocytes per se and not because of the contaminating LD muscle. Yellow / orange dots above 0 on the y axis are colour coded in this manner because they have a higher expression in IMF than LD which implies their observed higher expression in IMF than SC is a true feature of the marbling adipocytes. This logic also applies to the purple dots below 0 on the y axis.

**Fig. 4:**
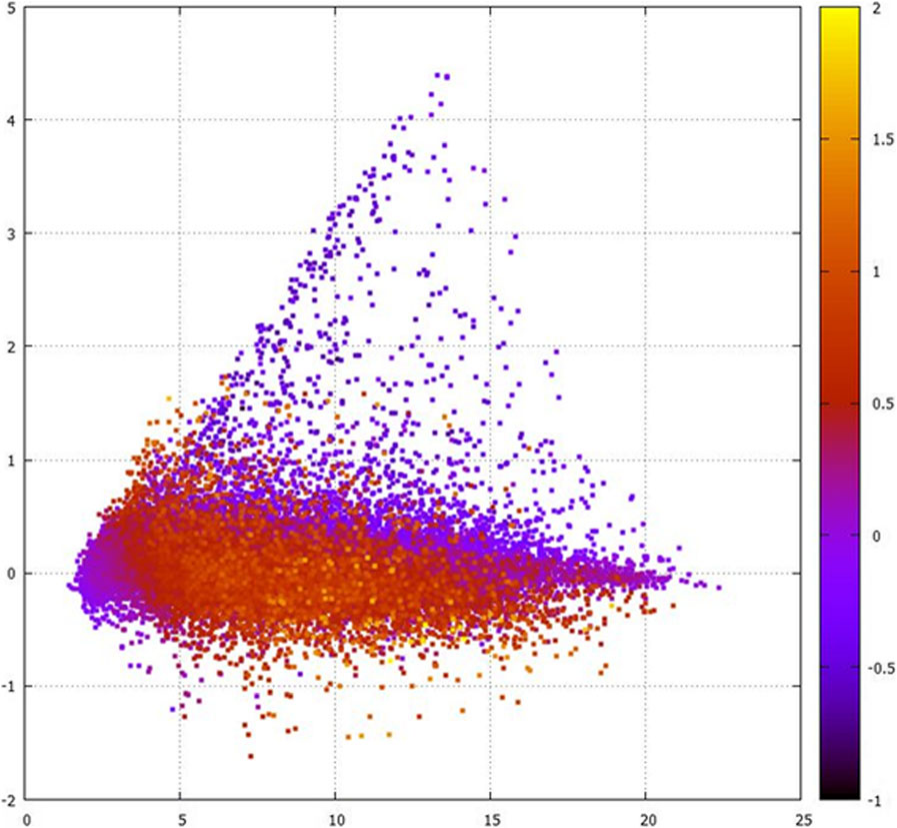
Modified Minus Average (MA) plot of IMF versus SC to allow the visualisation of the real IMF signal, independent of the LD contamination. Here, we have colour coded each mRNA using a formal numerical approach such that the expression of those highlighted in red and yellow tones (above 0) and purple (below 0) are most likely derived from the IMF adipocytes themselves and not from contaminating LD muscle. To achieve the colour coding we exploited the difference in expression detected between the ‘pure’ IMF and ‘pure’ LD muscle samples. For example, if an mRNA has higher expression in IMF than in LD then we conclude it likely derives from the marbling adipocytes. The mRNA encoding *CH25H* exemplifies this logic. In addition to being higher in IMF than SC, it is also higher in IMF than LD. In terms of exact position on the plot, the mRNA encoding *CH25H* has an A value of 9.77 and an M value of 1.52

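The CH25H probe had a mean of 2.62 ± 0.70 (SD, n = 12) in IMF, -1.89 ± 0.59 in SC, 0.25 ± 0.63 in Inter, 0.11 ± 0.78 in Kid, 0.37 ± 1.08 in Omen and -1.32 ± 0.79 in LD (n = 36), and was well above background on all 96 arrays. IMF minus SC was 4.52 (SE 0.25, adjusted p = 1.61e-13, limma) and IMF minus LD was 3.95 (adjusted p = 2.51e-19). All 12 IMF arrays were above all 12 SC arrays. The difference from SC stayed between 3.68 and 5.05 in 13 other settings, lowest with scan day as a block on the 24 arrays, and was past the threshold in each (highest adjusted p 0.000276). SC and LD signal mixed at the muscle share of each array would give 0.18. From the higher expression in IMF than in both SC and LD, the paper concludes that this mRNA likely derives from the marbling adipocytes.

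**Figure D5:**
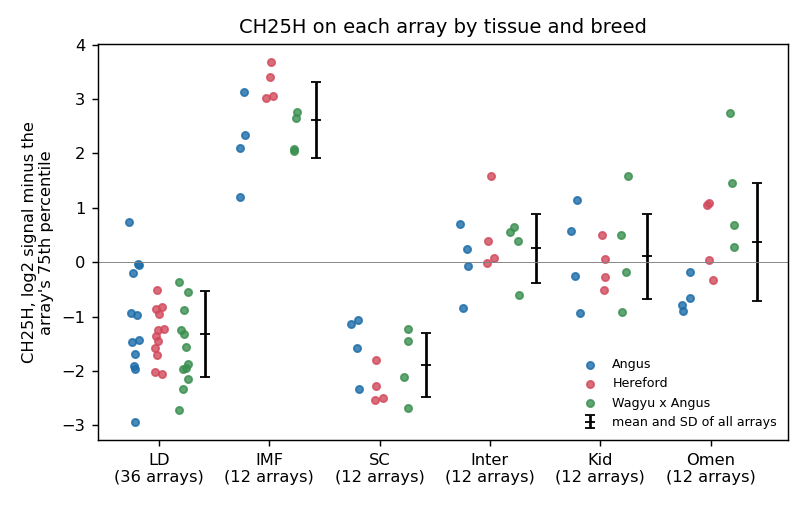
Normalised log2 expression of CH25H on each array by tissue, with 0 at the 75th percentile of the array, 1 point per array coloured by breed and bars for the mean and SD of each tissue. The 12 IMF arrays lie above all 12 SC arrays and all 36 LD arrays.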

To identify a short list of these genes whose high expression is confidently ascribed to the marbling adipocytes and not contaminating skeletal muscle we used a multiple criteria thresholding approach. To begin with, we asked the question, “which mRNA are more highly expressed in IMF than the average of all other fat depots by <1.32 fold (a difference of 0.4 on the log2 scale) and also much more highly expressed in IMF than LD (>2 fold).” This analysis returns a list of 49 genes whose expression is more confidently derived from marbling adipocytes (Additional file 1). 

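All 49 probes of this list in Additional file 1 met both criteria here. Differences are larger on this scale and the list was chosen on these samples, so this was likely in advance. For 48 of them IMF was above SC and past the threshold, and for 49 IMF was above LD and past it (limma). Their IMF minus SC differences had a median of 2.81, and their LD minus SC differences a median of -0.31.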

There is no functional enrichment for ‘muscle systems process.’ Tabulating the top 20 of these ranked on IMF SC Phenotypic Impact Factor (PIF) yields the gene list in Table 3.

**Table 3:** Genes more highly expressed in IMF than all other fat depots by at least 1.32 fold whose expression appears driven by marbling adipocytes (IMF expression greater than 2 fold higher than LD). Normalised expression data expressed as log2 values. *P* values are reported for both DE and PIF (based on the SC versus IMF comparison)

Gene	Probe	LD	IMF	SC	Inter	Kid	Omen	Function	*P* value (DE / PIF)
*CNN1*	A_73_116127	12.93	14.22	12.84	13.20	12.98	12.88	Calponin 1, cytoskeleton	0.0000974 / 0.00000727
*ACTA2*	A_73_102355	15.75	16.79	15.69	15.96	15.88	15.78	Actin alpha 2, cytoskeleton	0.00180 / 0.0000175
*MYH11*	A_73_103577	13.12	14.33	13.03	13.31	13.16	13.06	Myosin heavy chain 11, cytoskeleton	0.000239 / 0.0000191
*ACTB*	A_73_P082186	10.63	12.12	10.64	11.09	10.85	10.68	Actin beta, cytoskeleton	0.0000295 / 0.000000000212
*CH25H*	A_73_113925	9.18	10.53	9.01	9.83	9.69	9.82	Cholesterol 25 hydroxylase, inflammation, lipid metabolism	0.0000179 / 0.000334
*ACTRT2*	A_73_107737	7.99	9.25	7.78	8.26	8.04	8.40	Actin related protein T2	0.0000334 / 0.00230
*INHBA*	A_73_108840	8.04	9.18	7.72	8.27	7.94	8.32	Inhibin A, Growth and Differentiation Factor, Hormone, binds ACVR2A	0.0000377 / 0.00283
*SORBS2*	A_73_P046131	10.85	12.12	11.06	11.27	11.15	11.27	Sorbin and SH3 domain containing. Cytoskeleton, lipid raft interaction	0.0026 / 0.00301
*NDRG4*	A_73_109411	9.76	10.80	9.63	9.92	9.91	9.82	Many developmental processes, ERK signalling, plasma membrane	0.000922 / 0.00352
*TNC*	A_73_108252	8.03	9.22	7.83	8.67	8.09	7.87	Tenascin, extracellular matrix	0.0000867 / 0.00379
*RAMP3*	A_73_P043356	6.56	7.92	6.34	7.03	6.69	6.81	Trans-membrane, transports calcitonin receptor-like protein	0.00000824 / 0.00577
*TNMD*	A_73_110381	6.16	7.19	5.51	6.45	5.34	5.33	Tenomodulin, genetic variants associated with type II diabetes	0.00000212 / 0.00829
*KRT18*	A_73_118812	5.99	7.39	5.77	6.04	5.83	6.68	Keratin 18, cytoskeleton	0.00000484 / 0.0087
*CTPS2*	A_73_113928	13.04	14.25	13.55	13.63	13.46	13.50	CTP synthase 2, rate limiting enzyme for CTP production from UTP.	0.0404 / 0.0157
*TAGLN*	A_73_P291026	9.36	10.43	9.51	9.90	9.67	9.72	Transgelin, actin cross-linking	0.0085 / 0.0186
*GJA5*	A_73_P048871	9.66	10.69	9.80	10.20	10.23	10.23	Connexin gene family, plasma membrane	0.0107 / 0.0147
*DKK3*	A_73_116904	10.33	11.58	10.77	11.13	11.12	10.96	Wnt signalling, many developmental processes	0.0194 / 0.0236
*MKX*	A_73_105199	5.25	6.34	4.97	5.75	4.96	5.11	Collagen biosynthesis	0.000109 / 0.0490
*MIR145*	A_73_105615	12.31	13.61	13.04	13.07	12.96	13.01	microRNA, little known	0.0857 / 0.0515
*COL28A1*	A_73_107519	4.90	6.28	4.93	5.42	5.49	5.05	Extracellular matrix	0.0137 / 0.0540

In this adapted list whose expression signals are derived from marbling adipocytes there is functional enrichment for components of the cytoskeletal architecture (*CNN1*, *ACTA2*, *MYH11*, *ACTB*, *ACTRT2*, *SORBS2*, *KRT18*). 

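The 20 probes of Table 3 were all higher in IMF than in both SC and LD and past the threshold in both comparisons, with IMF minus SC between 1.68 and 7.00, and for 5 of them all IMF arrays were above all SC arrays. Of the cytoskeletal genes, CNN1 (calponin 1) had a mean of 5.69 ± 1.24 (SD, n = 12) in IMF and 1.59 ± 1.45 in SC, a difference of 4.10 (SE 0.52, adjusted p = 2.85e-07, limma). The difference was 3.33 for ACTA2 (SE 0.37), 3.85 for MYH11 (SE 0.55), 4.31 for ACTRT2 (SE 0.41) and 3.01 for SORBS2 (SE 0.47). KRT18 differed by 4.83 (SE 0.70) and varied between IMF arrays with an SD of 2.47. The probe that Table 3 lists as ACTB differed by 4.38 (SE 0.59), but it carries no ACTB accession. Of 4 other probes that do, 2 were lower in IMF (-0.74 and -0.70) and 2 were higher (1.34 and 4.66). MYH11, ACTB and KRT18, with scan day as a block on 24 arrays, kept their direction and were not past the threshold. LD lay within 0.81 of SC for each of these genes, so the differences in IMF are far from what a share of LD signal gives, which for CNN1 is 0.13.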

Other genes of interest include a) *CH25H* which encodes an enzyme that catalyses the production of a particular oxysterol metabolite b) the microRNA *MIR145* and *c) CTPS2* which catalyses the production of CTP, a high energy analog to ATP but whose hydrolysis is coupled to a restricted subset of metabolic reactions including glycerophospholipid synthesis. Similarly, querying the full list for those genes whose expression > 1.68 fold high in IMF than the other fat depots combined and also higher in IMF than LD by any value yields a list of 76 genes (Additional file 1). 

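MIR145, a microRNA gene, was 1.68 higher in IMF than SC (SE 0.28, adjusted p = 1.15e-05) and 3.69 higher than LD. The array measures transcript that holds this locus, not the mature microRNA. CTPS2 was 2.07 higher in IMF than SC (SE 0.37, adjusted p = 3.09e-05, limma) and 3.44 higher than LD, with 4 of 12 IMF arrays above every SC array. The CTPS2 difference was not past the threshold with scan day as a block on the 24 arrays.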

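Of the 76 probes of this list in Additional file 1, 67 met both criteria here. Its fold is passed more easily on this scale and it was chosen on these samples, so the count is not independent evidence. IMF was above SC and past the threshold for 74 and above LD and past it for 62 (limma), with a median IMF minus SC of 3.73.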

There is no functional enrichment for ‘muscle systems process.’

Moreover, in another analysis directed at the specific IMF versus SC comparison, we reported those genes > 2 fold higher expression in IMF than SC (without considering expression in the other fat depots), and higher expression in IMF than LD (by any amount). This produced a list of 73 genes (Additional file 1) including those encoding proteins in extracellular matrix organisation (*GFAP*, *COL28A1*, *COL2A1*, *ITGA8*, *TNC*, *SNCA*, *MYH11*, *MKX*, *COL4A6* and *TNFRSF11B*). 

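Of the 73 probes of the list, 65 met both criteria here, which is not independent evidence. The paper chose them on these samples, and the fold is passed more easily on this scale. All 73 were higher in IMF than SC and past the threshold, by 2.84 to 7.00 (median 3.91), and 63 were higher than LD and past it. In the matrix group TNC (tenascin C) differed by 4.11 from SC (SE 0.44, adjusted p = 1.73e-08, limma). COL28A1 differed by 4.91 (SE 0.77) with 7 of 12 SC arrays above background and an SD of 2.41 among the IMF arrays. COL2A1 was not well above background on any SC array and was at least 14.5-fold higher in IMF, where 11 of 12 arrays measured it. COL28A1, COL2A1, GFAP and COL4A6 were not past the threshold with scan day as a block on the 24 arrays, with the sign unchanged.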

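The 7 probes of Table 4 were higher in IMF than in SC and LD and past the threshold in both comparisons. PMP2, whose product binds fatty acids and cholesterol in myelin, differed by 6.30 from SC (SE 0.99, adjusted p = 5.85e-06, limma), where 3 of 12 arrays were above background, and its SD among the IMF arrays was 3.34. CYP4B1 differed by 3.07 (SE 0.55), with 11 of 12 SC arrays above background and 1 of 12 IMF arrays above every SC array. STRA6 differed by 4.76 (SE 0.78) with 2 of 12 SC arrays above background, and MEST by 3.33 (SE 0.26, adjusted p = 1.05e-10). GRB14 differed by 3.60 (SE 0.30, adjusted p = 2.63e-10) with 6 of 12 SC arrays above background and MOXD1 by 4.10 (SE 0.59) with 4 of 12. PMP2, STRA6 and MOXD1 lost the threshold and kept their sign with scan day as a block on the 24 arrays.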

Manual curation of the gene list highlighted 3 additional functional groups of interest that are relatively upregulated in IMF versus SC: cholesterol metabolism (*PMP2*, *CH25H*, *CYP4B1*), retinoic acid metabolism (*STRA6*, *MEST*) and insulin and carbohydrate metabolism (*GRB14*, *NR4A3* and *MOXD1*). The expression profiles for the genes within these three functional groupings are shown in Table 4.

**Table 4:** Gene expression patterns of those genes identified by multiple criteria (>2 fold higher expression in IMF than SC and also higher expression in IMF than LD) that encode proteins involved in cholesterol metabolism, retinoic acid metabolism and carbohydrate metabolism. *CH25H* not shown here as its expression profile is documented in Table 3 (all values are log2 normalised mean expression). *P* values are reported for both DE and PIF (based on the SC versus IMF comparison)

Gene	Probe	LD	IMF	SC	Inter	Kid	Omen	Function	*P* value (DE / PIF)
*PMP2*	A_73_110378	3.74	5.44	3.90	3.78	3.74	3.72	Alias *FABP8.* Cholesterol binding. Found in cytoplasm, extracellular exosomes and myelin sheath	0.0000138 / 0.0643
*CYP4B1*	A_73_P033761	7.54	8.12	7.05	8.30	7.36	7.89	Member of the cytochrome p450 superfamily that synthesises cholesterol, steroids and other lipids. Found in the endoplasmic reticulum.	0.00238 / 0.0396
*STRA6*	A_73_106763	4.22	5.33	3.99	4.37	4.21	5.27	Membrane protein involved in the metabolism of retinol involved in numerous developmental processes in many tissues.	0.000154 / 0.0969
*MEST*	A_73_100042	7.27	7.79	6.62	7.25	6.87	7.06	Regulation of lipid storage and response to retinoic acid. Found in the endoplasmic reticulum, extracellular exosome and membrane.	0.00092 / 0.0335
*GRB14*	A_73_114416	5.13	5.73	4.61	5.04	5.33	5.46	Interacts with insulin receptors and insulin-like growth factor receptors, having an inhibitory effect.	0.00149 / 0.1172
*NR4A3*	A_73_P494813	5.57	6.19	5.11	6.04	5.85	6.08	Member of the steroid thyroid hormone retinoid receptor superfamily.	0.00217 / 0.102
*MOXD1*	A_73_104693	4.16	5.09	4.06	4.44	4.47	4.87	Monoxygenase, localised to the endoplasmic reticulum and cell membrane	0.0034 / 0.177

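Clustered on the 73 probes of that list, the 6 tissue means split first into IMF and the rest, and so did the means by breed and tissue, in which 5 of the 6 tissues formed one cluster. Over the 96 single arrays the first split set IMF and SC arrays apart from the others. The list was chosen on the same arrays for its level in IMF, so this separation is not independent of the selection.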

Cluster analysis of the normalised mean expression of the 73 genes across the 5 fat depots and LD muscle indicates the expression of this panel of genes is diagnostic of the IMF depot (Fig. 5). This can be contrasted with the original clustering performed on a randomly selected 10,000 genes whose first branch separates the LD muscle, and not IMF, from all the fat depots. The clustering on rows clusters genes who are co-expressed across tissues. Some of the clusters reflect known functional relatedness, with *KRT8* with *KRT18* reflecting keratin biology and *ACTA2* and *MYH11* reflecting cytoskeletal biology.

**Fig. 5:**
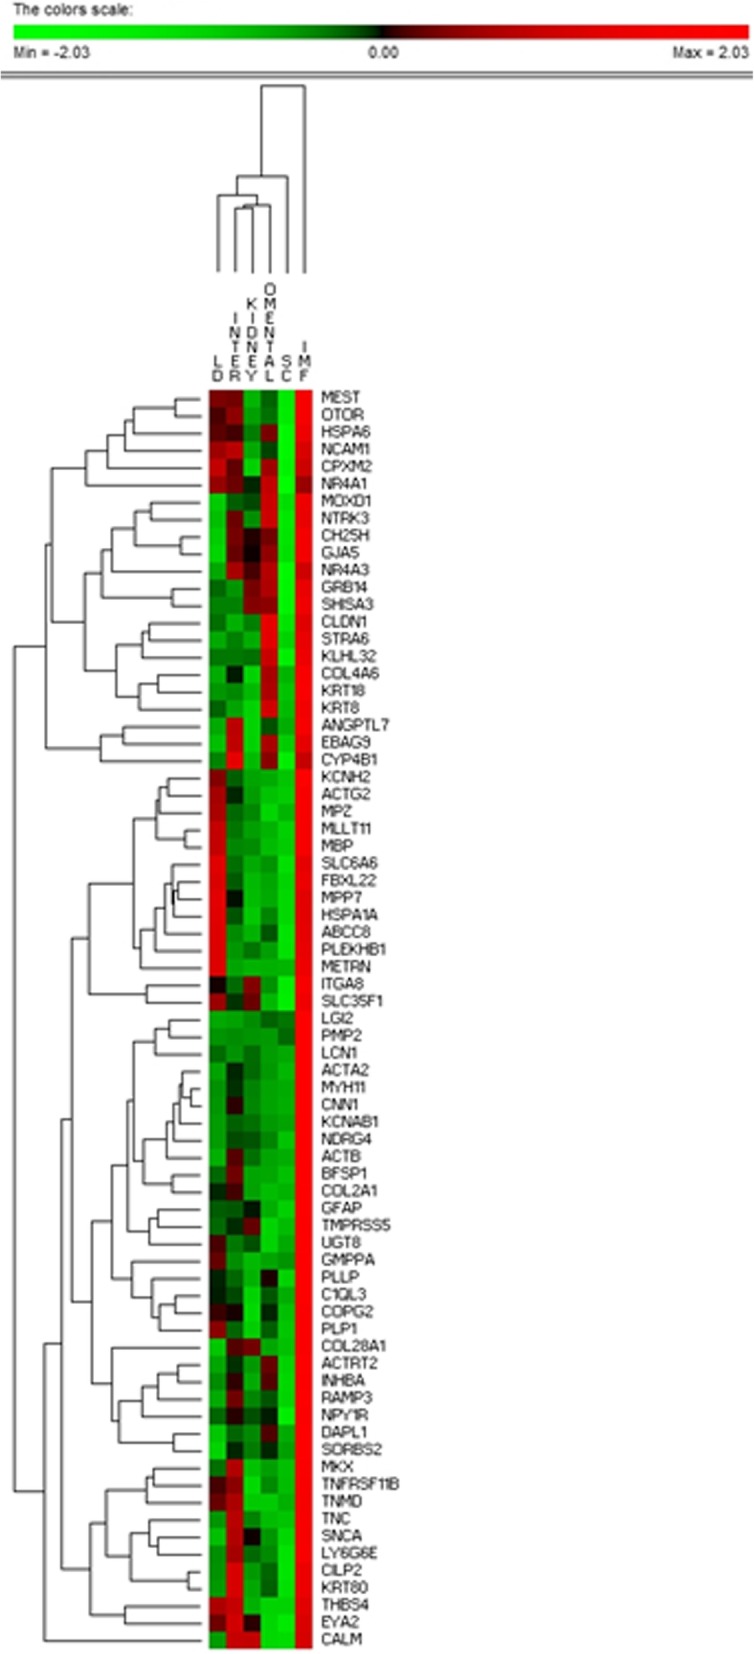
Hierarchical cluster analysis on the 73 genes whose expression suggest particular relevance to the biology of the IMF depot. This list was generated by seeking genes that satisfied two criteria, higher expression in IMF than LD by any amount, and higher expression in IMF than SC by at least 2 fold. The hierarchical clustering on tissues supports the selected gene list as being IMF diagnostic given the first branch in the tree separates the IMF samples from not only the other fat depots but the LD muscle samples too. The clustering on genes identifies positive patterns of co-expression across the treatments

Of those 41 genes we identified as more lowly expressed in IMF than SC (by a minimum of 1.32 fold, but unlikely to be due to low expression in the contaminating LD because IMF expression is lower than LD) (Additional file 1) the most extreme 10 are shown in Table 5. 

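Of the 41 probes of this list in Additional file 1, 38 met both criteria here, 40 were lower in IMF than SC and past the threshold and 27 were lower than LD and past it (limma). These counts are not independent evidence, as the list was chosen on these samples and the fold is passed more easily on this scale. The 10 probes of Table 5 were all lower in IMF than SC and past the threshold. ANGPTL4 differed by -1.99 (SE 0.20, adjusted p = 8.11e-09), IGFBP5 by -1.86 (SE 0.16, adjusted p = 8.18e-10) and GPX4 by -1.51 (SE 0.14, adjusted p = 2.39e-09). Against LD 7 of the 10 were past the threshold, which HOXA10, PRSS23 (-0.25, adjusted p = 0.255) and FAM71A (-0.09, adjusted p = 0.829) were not. FAM71A was above background on 2 of 12 IMF arrays. KLK9 differed by -2.94 (SE 1.01) with an SD of 3.25 among the SC arrays. KLK9 and ZCCHC12 turned to 0.98 and 0.004 with scan day as a block on the 24 arrays, where BRE and C2CD4B were not past the threshold, and with the block on 96 arrays KLK9, BRE and ZCCHC12 were not past the threshold.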

There is no functional enrichment for ‘muscle systems process.’

**Table 5:** Top 10 most downregulated genes in IMF versus SC that are probably not attributable to LD contamination (IMF expression lower than LD). All values are log2 normalised mean expression. *P* values are reported for both DE and PIF (based on the SC versus IMF comparison)

Gene	Probe	LD	IMF	SC	Inter	Kid	Omen	*P* value (DE / PIF)
*ANGPTL4*	A_73_101924	14.49	14.41	15.03	14.77	14.67	14.89	0.0168 / 0.00321
*IGFBP5*	A_73_110179	14.65	14.62	15.20	14.79	14.44	14.71	0.0223 / 0.00595
*HOXA10*	A_73_104882	6.99	6.93	8.03	6.28	7.34	5.61	0.000265 / 0.0133
*KLK9*	A_73_117770	8.93	8.44	9.33	8.39	8.15	8.18	0.00197 / 0.0154
*BRE*	A_73_P052356	15.27	15.07	15.56	14.92	15.00	15.02	0.0456 / 0.0216
*PRSS23*	A_73_111432	14.05	14.03	14.53	14.17	13.75	14.18	0.0403 / 0.0166
*C2CD4B*	A_73_P047791	11.58	11.41	12.00	11.43	11.40	12.65	0.0223 / 0.0278
*GPX4*	A_73_106948	14.42	14.29	14.76	14.52	14.62	14.49	0.0485 / 0.0291
*ZCCHC12*	A_73_112381	14.97	14.57	15.02	14.26	14.30	14.43	0.0515 / 0.0294
*FAM71A*	A_73_P048226	4.36	4.18	5.39	4.65	5.12	5.99	0.0000769 / 0.0515

Importantly, none of these refined gene lists generated from our multiple criteria approach yield a significant hypergeometric enrichment for ‘muscle system process.’ This indicates that the multiple criteria thresholding method we have adopted here has successfully eliminated those genes representative of muscle contamination in the IMF sample. The summaries of the number of genes identified by the various single and multiple criteria approaches, and their respective hypergeometric functional enrichments, are found in Tables 6 and 7**,** respectively.

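The queries of Tables 6 and 7 were repeated on group means over 34227 probes, without a test. With the stated folds taken on the present scale, 8634 probes were over 1.32-fold and 4541 over 1.68-fold higher in IMF than the mean of the other fat depots. There were 3722 probes over 2-fold higher in IMF than SC, 8872 over 1.32-fold lower, 5725 over 2-fold higher in IMF than LD, 16562 above LD by any amount and 17665 below it. With differences divided by their slope on the paper's values, a setting chosen after the data were seen, these counts were 2077, 833, 616, 1395 and 233. The combined queries returned 896, 1330, 1221 and 2348 probes on the present scale and 47, 129, 102 and 194 on the divided one, in the order over 1.32-fold and over 2-fold LD, over 1.68-fold and above LD, over 2-fold SC and above LD, and 1.32-fold below SC and below LD. On the present scale independent criteria would give 1.61, 1.65, 1.48 and 1.95 times the number found, so all 4 held fewer probes than that. On the divided scale the first held 3.32 times the number that independent criteria would give, and for the others independent criteria would give 3.12, 2.92 and 3.71 times the number found. The 2726 probes over 4-fold higher in LD than SC on the present scale made up 24 of the 896, 77 of the 1330, 78 of the 1221 and 0 of the 2348. These same probes made up 0 of the 47, 40 of the 129, 40 of the 102 and 0 of the 194. On the divided scale only 322 probes were over 4-fold higher in LD than SC. How many of those are in the lists of that scale was not counted. The functional enrichments were not repeated. From their absence for muscle genes in these lists, the paper concludes that the thresholds eliminated the genes representative of muscle contamination.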

**Table 6:** The numerical and biological outcomes of the single criteria approach we applied to first diagnose the impact of contaminating LD muscle on the IMF samples. The background list was composed of 34,228 genes including duplicates (14,477 unique). A number of these approaches based on high expression in IMF identify the presence of contaminating LD muscle

Single Query	Number of genes satisfying criteria (in brackets duplicates removed)	Functional enrichment for ‘muscle systems process’ (FDR q value)
LD > 4 fold higher than SC	279 (171)	2.04 e-39
IMF > 1.32 fold higher than the average of all fat depots	1833 (1112)	3.05 e-43
IMF > 1.68 fold higher than the average of all fat depots	741 (452)	4.42 e-44
IMF > 2 fold higher than SC	600 (380)	1.26 e-40
IMF > 1.32 fold lower than SC	890 (581)	None identified. Top hit ‘defense response’ 5.09 e-18
IMF > 2 fold higher than LD	329 (219)	None identified. Top hit ‘lipid metabolic process’ 2.98 e-4
IMF > LD by any amount	22,156 (10,679)	None identified. Top hit ‘cell migration’ 1.51 e-11
IMF < LD by any amount	12,072 (6839)	None identified. Top hit ‘translational termination’ 3.02 e-18

**Table 7:** The numerical and biological outcomes of the multiple criteria approach we applied to resolve the impact of contaminating LD muscle on the IMF samples. The background list was composed of 34,228 genes including duplicates (14,477 unique). This approach eliminates the enrichment for ‘muscle systems process’ indicating the impact of the contaminating LD muscle in the IMF samples has been adequately dealt with

Group Query (in brackets number of genes satisfying individual criteria)	Number of genes satisfying criteria (in brackets duplicates removed) / % of total	Deviation from null expectation	Functional enrichment for ‘muscle systems process’ (FDR q value)
IMF > 1.32 fold higher than the average of all fat depots (1833) AND IMF > 2 fold higher than LD (329)	67 (49) / 0.196	3.82 fold enrichment compared to what would be expected if the two criteria were independent	None identified. No other hits at FDR q < 0.01
IMF > 1.68 fold higher than the average of all fat depots (741) AND IMF > LD by any amount (22,156)	105 (76) / 0.307	4.52 fold depletion compared to what would be expected if the two criteria were independent	None identified. No other hits at FDR q < 0.01
IMF > 2 fold higher than SC (600) AND IMF > LD by any amount (22,156)	93 (73) / 0.271	4.87 fold depletion compared to what would be expected if the two criteria were independent	None identified. No other hits at FDR q < 0.01
IMF > 1.32 fold lower than SC (890) AND IMF < LD by any amount (12,072)	49 (41) / 0.143	6.41 depletion compared to what would be expected if the two criteria were independent	None identified. No other hits at FDR q < 0.01

### Hypothesis-driven analysis

#### Lipogenesis in adipocytes

To formally connect these mRNA data to traditional biochemical knowledge, we identified and tabulated the expression profiles of those genes encoding rate-limiting enzymes and other proteins considered influential in the various lipogenic processes (Table 8). This includes the following biochemical processes: precursor transport into the adipocyte cells (glucose and free FA), aspects of intermediate energy metabolism (glycolysis and pyruvate metabolism), de novo FA synthesis, FA elongation, FA desaturation, FA esterification with glycerol and finally the supply of reducing power equivalents.

**Table 8:** Summary of the gene expression patterns of influential enzymes and other proteins in lipogenesis (all data log2 normalised mean expression). *P* values are reported for both DE and PIF (based on the SC versus IMF comparison). Given no additional criteria have been applied here to de-emphasise the effect of LD contamination the *P* values reported in this table do need to be interpreted cautiously. The muscle isoform of PFK (PFKM) is a case in point, as the extreme *P* value awarded is almost certainly a consequence of LD contamination in the IMF samples

Pathway	Pathway flux control enzymes and proteins	Gene	Probe	Cellular localisation	LD	IMF	SC	IMF vs SC FC	IMF minus SC (log2)	*P* value (DE / PIF)
Glucose transport into cell	Facilitated glucose transporter (not an enzyme, stimulated by insulin)	*SLC2A4 (GLUT4)*	A_73_P102656	Membrane	8.08	8.09	7.83	1.19	0.26	0.32 / 0.38
Glycolytic flux	Hexokinase; EC 2.7.1.1	*HK1*	A_73_115982	Mitochondrion	13.31	13.90	14.05	–1.10	–0.14	0.23 / 0.24
		*HK2*	A_73_P082146		10.66	10.38	10.50	–1.08	–0.12	0.26 / 0.29
		*HK3*	A_73_109966		6.63	7.24	7.85	–1.53	–0.61	0.0194 / 0.0883
		*PFKL*	A_73_109643		12.57	13.24	13.51	–1.19	–0.26	0.14 / 0.14
	Phosphofructokinase; EC 2.7.1.11	*PFKM*	A_73_P050301	Cytosol	14.87	14.45	12.38	4.19	2.07	0.0000000049 / 2.68e-10
		*PFKP*	A_73_P118106		9.65	10.45	10.61	–1.12	–0.16	0.22 / 0.26
		*PFKFB1*	A_73_112668		10.77	10.38	9.77	1.53	0.61	0.0689 / 0.10
		*PFKFB2*	A_73_109539		8.03	7.75	7.55	1.15	0.20	0.38 / 0.44
		*PFKFB3*	A_73_P073546		11.70	11.55	11.84	–1.22	–0.29	0.12 / 0.14
		*PFKFB4*	A_73_P500153		15.22	14.81	13.63	2.27	1.18	0.000835 / 0.0000537
		*PKM*	A_73_P100636		10.65	10.10	8.12	3.94	1.98	0.000000022 / 0.0000145
	Pyruvate kinase; EC 2.7.1.105	*PKLR*	A_73_P030011	Cytoplasm, cytosol, mitochondrion	6.28	6.38	6.17	1.16	0.21	0.37 / 0.46
Pyruvate metabolism	Pyruvate carboxylase; EC 6.4.1.1	*PC*	A_73_P426106	Mitochondrion	12.09	12.46	13.20	–1.67	–0.74	0.00723 / 0.00546
	Pyruvate dehydrogenase kinase; EC 2.7.11.2	*PDK1*	A_73_117436	Mitochondrion	6.34	6.37	6.60	–1.18	–0.24	0.168 / 0.27
		*PDK2*	A_73_117896	Mitochondrion	14.14	13.87	13.76	1.08	0.11	0.48 / 0.44
		*PDK3*	A_73_114206	Mitochondrion	10.00	10.43	10.11	1.25	0.32	0.26 / 0.28
		*PDK4*	A_73_119171	Mitochondrion	15.02	14.88	14.41	1.38	0.47	0.14 / 0.0728
	Pyruvate dehydrogenase phosphatase; EC 3.1.3.43	*PDP1*	A_73_110779	Mitochondrion	6.56	6.34	5.83	1.43	0.52	0.11 / 0.29
	Pyruvate dehydrogenase; EC 1.2.4.1	*PDHA1*	A_73_111180	Mitochondrion	16.42	16.09	15.89	1.15	0.20	0.38 / 0.28
Citrate transport out of mitochondria and subsequent conversion into Acetyl CoA	ATP citrate lyase; EC 2.3.3.8	*ACLY*	A_73_111688	Cytoplasm, cytosol, mitochondrion	11.32	11.89	12.12	–1.18	–0.24	0.16 / 0.17
FA synthesis *de novo*	Acetyl CoA carboxylase; EC 6.4.1.2	*ACACA*	A_73_P038926	Cytoplasm, cytosol, mitochondrion	6.13	6.90	7.74	–1.79	–0.84	0.0031 / 0.042
	Fatty acid synthase; EC 2.3.1.85	*FASN*	A_73_P174332	Golgi, cytoplasm, cytosol, mitochondrion	16.08	17.23	17.94	–1.63	–0.71	0.00918 / 0.000528
FA elongation to C18:0	Fatty acid elongase 6; EC 2.3.1.199	*ELOVL6*	A_73_P404726	Endoplasmic reticuluum	9.33	10.83	11.51	–1.61	–0.69	0.0116 / 0.0175
Desaturation to C18:1	Stearoyl-CoA desaturase (delta-9-desaturase); EC 1.14.19.1	*SCD*	A_73_P252739	Endoplasmic reticuluum	14.46	15.33	16.47	–2.20	–1.14	0.000153 / 0.00000163
Supply of reducing power	NADP malate dehydrogenase (Malic enzyme); EC 1.1.1.82	*ME1*	A_73_118619	Cytosol, mitochondrion	11.23	11.50	12.02	–1.43	–0.52	0.0355 / 0.0427
	Glucose-6-phosphate dehydrogenase; EC 1.1.1.49	*G6PD*	A_73_P168952	Cytoplasm, cytosol	6.28	7.11	7.52	–1.33	–0.41	0.0688 / 0.16
	Phosphogluconate dehydrogenase; EC 1.1.1.44	*PGD*	A_73_113428	Cytosol	14.29	15.04	15.63	–1.51	–0.59	0.0223 / 0.0743
	NADP Isocitrate dehydrogenase; EC1.1.1.42 ^b^	*IDH1*								
Esterification ^c^	Glycerol-3-phosphate acyltransferase^a^; EC 2.3.1.15	*GPAM*	A_73_P396821	Mitochondrion, endoplasmic reticulum	12.97	13.71	14.09	–1.3	–0.38	0.0811 / 0.0647
	Diacylglycerol O-acyltransferase 2; EC 2.3.1.20	*DGAT2*	A_73_118582	Endoplasmic reticulum, cytoplasm	14.51	15.86	16.72	–1.82	–0.86	0.00238 / 0.000132
Preformed FA from blood	Lipoprotein lipase; EC 3.1.1.34	*LPL*	A_73_108260	Cell surface membrane	15.27	16.06	16.35	–1.22	–0.29	0.128 / 0.0847
Lipolysis (triacylglycerides to diacylglycerides to monoglycerides)	Hormone sensitive lipase; EC 3.1.1.79	*LIPE*	A_73_101039	Cytosol	10.23	11.16	11.57	–1.33	–0.41	0.0688 / 0.0861
	Adipose triglyceride lipase; EC 3.1.1.3	*PNPLA2*	A_73_P052461	Cytosol, endoplamic reticulum, lipid particle	15.61	15.91	16.30	–1.31	–0.39	0.0768 / 0.0391
	Monoglyceride lipase; EC 3.1.1.23	*MGLL*	A_73_104056	Cytosol, endoplasmic reticuluum	15.19	15.30	15.78	–1.39	–0.48	0.0456 / 0.0203
	Perilipin	*PLIN2*	A_73_P044606	Cytosol, endoplasmic reticulum, lipid particle	12.33	12.63	13.31	–1.61	-0.69	0.0116 / 0.00793
Carrier proteins	Fatty acid binding protein 4 (not an enzyme, quantitative impact on process not known?)	*FABP4*	A_73_113342	Cytoplasm, cytosol	10.69	12.67	13.13	–1.38	-0.46	0.0515 / 0.0469

^a^*GPAM (alias GPAT1)* a quantitatively influential enzyme of esterification according to [14]

^b^Cytosolic NADP isocitrate dehydrogenase (*IDH1*) is not registered as expressed in our fat depot mRNA data

^c^ While not considered rate-limiting for esterification (and glycerolipid synthesis) we wish to draw attention to the expression profiles for a number of additional genes in these two pathways as some have expression profiles indicating higher activity in the IMF than the SC (that cannot be explained by LD muscle contamination) (Table 9)

We can see that some of these canonical lipogenic pathways show clear, consistent patterns of gene expression based on the key enzymes. For example, de novo FA synthesis (*FASN* and *ACACA* 1.63–1.79 fold), FA elongation (*ELOVL6* 1.61 fold), desaturation (*SCD* 2.2 fold), supply of reducing power equivalents (*G6PD*, *ME1* and *PGD* 1.33, 1.43 and 1.51 fold), esterification (*GPAM* and *DGAT2* 1.3 to 1.82 fold) and lipolysis (*PNPLA2*, *LIPE*, *MGLL* and *PLIN2* 1.31, 1.33, 1.39 to 1.61 fold) are rather consistently downregulated in IMF versus SC. On the other hand, there are patterns of both up and downregulation within other pathways. 

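All 12 genes of a lipogenic list drawn from the tables of the paper (such as FASN, ACACA, SCD, DGAT2, ACSS2 and AGPAT2) were lower in IMF than SC and past the threshold, with a median of -1.97, and all 12 when adjusted over the list alone, which is not independent evidence as the paper tabulated them from these samples. FASN had a mean of 5.95 ± 1.00 (SD, n = 12) in IMF and 8.01 ± 0.33 in SC, a difference of -2.06 (SE 0.29, adjusted p = 1.33e-06, limma), and ACACA differed by -2.87 (SE 0.33, adjusted p = 5.03e-08). The difference was -2.22 for ELOVL6 (SE 0.35), -3.44 for SCD (SE 0.32), -1.75 for ME1 (SE 0.25), -1.83 for PGD (SE 0.21), -1.24 for GPAM (SE 0.25) and -2.58 for DGAT2 (SE 0.26). The 4 lipolysis genes were lower as well (median -1.46), PNPLA2 by -1.23 (SE 0.14), LIPE by -1.40 (SE 0.26), MGLL by -1.51 (SE 0.15) and PLIN2 by -2.26 (SE 0.21). With scan day as a block on the 24 arrays 6 of the 12 lipogenic genes were past the threshold, and with the block on 96 arrays 12. PNPLA2, LIPE and MGLL kept their sign and were not past it with the block on the 24 arrays (adjusted p = 0.0602, 0.12 and 0.0717). A share of muscle RNA lowers all adipocyte transcripts alike, so each array's mean over the lipogenic list was also set against its mean over 15 adipocyte marker genes (such as ADIPOQ, PLIN1 and PPARG), of which 13 were lower in IMF and past the threshold and 2 higher. The adipocyte markers differed by -1.19 between IMF and SC and the lipogenic genes by -2.12, so relative to the markers the lipogenic genes were at -0.93 (permutation test, two-sided, p = 2e-05, the smallest that 100000 resamples give), with 9 of 12 IMF arrays below all SC arrays. This choice of genes favours a negative value, since 5 of the 12 are in Table 2 as most decreased on these samples. Without them the value was -0.60 over the 7 others (permutation test, p = 0.0021, n = 12 arrays per depot), in a test chosen after the data were seen. Both values are taken from the mean of the markers, which the 2 that rose pull up (median of the 15 -1.46). No setting left these 2 markers out. Within breeds the relative difference over all 12 genes was -1.11 in Angus, -1.0 in Hereford and -0.68 in Wagyu x Angus (exact permutation tests, p = 0.0286, 0.0286 and 0.114, n = 4 arrays per depot), and it was not shown to differ between breeds (largest gap 0.43, permutation p = 0.554). The paper finds coordinate downregulation of lipogenesis in IMF compared to SC from these genes.

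**Figure D6:**
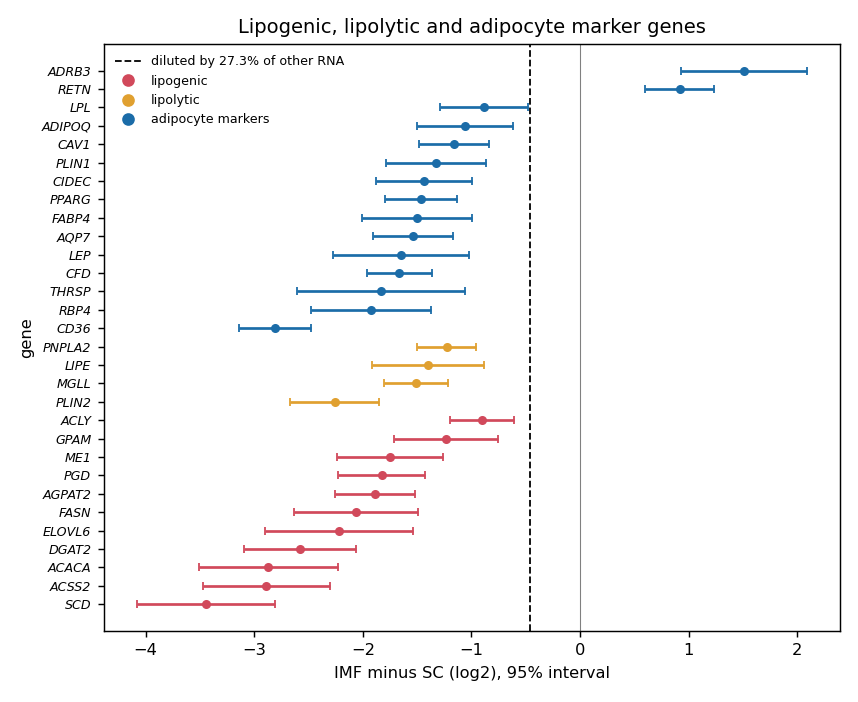
IMF minus SC difference (log2) of lipogenic, lipolytic and adipocyte marker genes, with 95% intervals from limma over 12 arrays per depot. The dashed line is the dilution that a muscle share of 27.3% gives. All lipogenic genes shown lie below that line, and ADRB3 and RETN lie above 0.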

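Among the 36 probes of Table 8, 12 were higher in IMF than SC, 10 of them past the threshold, and 24 were lower and past it. In glycolysis HK1 (-0.54, SE 0.09), HK3 (-2.17, SE 0.33), PFKL (-0.92, SE 0.15) and PFKP (-0.64, SE 0.14) were lower, whereas PFKFB1 (1.67, SE 0.24) and PFKFB4 (3.46, SE 0.26) were higher. HK2 was at -0.55 (SE 0.14, adjusted p = 0.00149, limma). In pyruvate metabolism PC was at -2.38 (SE 0.18, adjusted p = 7.3e-11), PDK1 at -1.10 (SE 0.08), PDK4 at 1.33 (SE 0.18), PDP1 at 1.36 (SE 0.10) and PDHA1 at 0.51 (SE 0.17, adjusted p = 0.00997). PFKFB2 (0.27, adjusted p = 0.186) and PDK2 (0.22, adjusted p = 0.131) were not past the threshold. On the authors' series matrix values HK1 and HK2 turned to 0.09 and 0.07, and PFKL, PFKP, PFKFB3 and PDK1 kept their sign without passing the threshold. PFKP (-0.38), PFKFB3 (-0.54), PKLR (0.19) and PDK3 (0.33) were not past it with scan day as a block on 96 arrays. PKLR was not past it with quantile normalization (0.23) or normexp background correction (0.02) either. With scan day as a block on 24 arrays PKLR went from 0.38 to -0.09, and SLC2A4, HK2, HK3, PFKL, PFKP, PFKFB1, PFKFB3, PDK3 and PDHA1 kept their sign and were not past the threshold.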

Glycolytic flux and pyruvate metabolism are two such pathways, comprising key genes exhibiting both higher and lower expressed in IMF than SC. 

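PFKM was 6.11 higher in IMF than SC (SE 0.24, adjusted p = 6.54e-17, limma) and PKM 5.97 higher (SE 0.28, adjusted p = 4.49e-15), with all 12 IMF arrays above all 12 SC arrays for both. Both were higher still in LD, with IMF minus LD at -1.80 and -2.25. SC and LD signal mixed at the muscle share of each IMF array would give 5.82 for PFKM and 6.13 for PKM.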

The ~ 4 fold upregulation of *PFKM* and *PKM* (i.e. muscle specific isoforms of the enzymes) in IMF versus SC glycolytic flux can most likely be attributed to LD contamination.

We examined a subset of core lipogenic processes in more detail at the whole pathway level. 

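In fatty acid biosynthesis the 4 probes of Table S1 were split, with 2 lower and 2 higher in IMF than SC and all past the threshold. Among the 11 probes of fatty acid elongation in Table S2, 8 were lower and past the threshold, 1 was higher and past it, and 2 were not past it (limma, n = 12 arrays per depot).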

The normalised mean expression data for the FA biosynthesis and FA elongation pathways are shown in Additional file 3. We next manually explored the gene lists, detecting a number of particular isoforms as being upregulated in IMF for esterification and glycerolipid synthesis. These have been tabulated (Table 9) and are contrary to the pathway output (based on *GPAM*, *DGAT*) outlined in Table 8. 

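All 8 probes of Table 9 were higher in IMF than SC, and 7 were past the threshold. AGPAT9 had a mean of 1.67 ± 0.58 (SD, n = 12) in IMF and 0.24 ± 0.70 in SC, a difference of 1.43 (SE 0.25, adjusted p = 2.61e-05, limma), and IMF minus LD was 1.34 (adjusted p = 3.34e-05). MBOAT2 had a mean of -2.78 ± 0.53 in IMF and -4.24 ± 0.73 in SC, a difference of 1.46 (SE 0.25, adjusted p = 1.88e-05), and IMF minus LD was 0.89 (adjusted p = 3.13e-05). LD and SC signal mixed at the muscle share of each array would give 0.03 and 0.18. With scan day as a block on the 24 arrays AGPAT9 was at 1.66 and, like GK5, AGPAT1, MBOAT1 and AGK, not past the threshold. AGPAT4 (0.49, adjusted p = 0.107) was not past the threshold, and turned to -0.33 with that block. GK2 (0.70, adjusted p = 0.0239) turned to -0.11 with it and to -0.19 with the block on 96 arrays. AGK, at 0.70, turned to -0.09 with normexp background correction. The probe listed as AGPAT1 (1.11, adjusted p = 0.00963) carries the accession of EGFL8, and both probes with an AGPAT1 accession were lower in IMF (-0.41 and -0.34).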

The expression of *AGPAT9* (esterification) and *MBOAT2* (glycerolipid synthesis) are potentially noteworthy, with a DE in excess of 1.4 fold higher in IMF compared to SC that is not attributable to LD contamination.

**Table 9:** Expression profiles of particular isoforms in esterification and glycerolipid synthesis where IMF shows higher expression than SC that is not attributable to LD contamination. Normalised mean expression values (log2) for LD muscle, dissected IMF and SC. *P* values are reported for both DE and PIF (based on the SC versus IMF comparison). These non significant *P* values need to be interpreted cautiously as these genes do satisfy the independent requirement of higher expression in IMF than LD which we argue makes them potentially noteworthy

Pathway	Enzyme	Gene	Probe	Cellular localisation	LD	IMF	SC	IMF vs SC FC	IMF minus SC (log2)	*P* value (DE / PIF)
Esterification	Glycerol kinase 2; EC 2.7.1.30	*GK2*	A_73_113526	Cytoplasm, mitochondrion	5.83	6.20	5.90	1.23	0.30	0.28 / 0.41
Esterification	Glycerol kinase 5; EC 2.7.1.30	*GK5*	A_73_113437	As above	5.32	5.81	5.47	1.27	0.35	0.24 / 0.39
Esterification	1-acylglycerol-3-phosphate O-acyltransferase 1; EC 2.3.1.51	*AGPAT1*	A_73_110232	Endoplasmic reticuluum	9.67	10.44	10.03	1.33	0.42	0.18 / 0.20
Esterification	1-acylglycerol-3-phosphate O-acyltransferase 4; EC 2.3.1.51	*AGPAT4*	A_73_115012	Endoplasmic reticuluum, membrane	8.07	8.70	8.47	1.17	0.23	0.35 / 0.39
Esterification	1-acylglycerol-3-phosphate O-acyltransferase 9; EC 2.3.1.51	*AGPAT9*	A_73_P272036	Endoplasmic reticuluum, membrane	11.55	12.14	11.63	1.43	0.51	0.11 / 0.10
Glycerolipid synthesis	membrane bound O-acyltransferase domain containing 1; EC 2.3.1.n6	*MBOAT1*	A_73_108662	Endoplasmic reticuluum, membrane	8.57	9.56	9.20	1.28	0.36	0.22 / 0.27
Glycerolipid synthesis	membrane bound O-acyltransferase domain containing 2 EC 2.3.1.n7, 2.3.1.51	*MBOAT2*	A_73_118887	Endoplasmic reticuluum, membrane	5.23	5.68	5.14	1.46	0.55	0.10 / 0.30
Glycerolipid synthesis	Acylglycerol kinase; EC 2.7.1.107, 2.7.1.94	*AGK*	A_73_102007	Mitochondrion	4.28	4.58	4.26	1.25	0.32	0.26 / 0.45

### qRT-PCR

*CH25H* was found to be significantly (*P* < 0.0001; 2 Tailed Mann Whitney U Test) more highly expressed in dissected IMF than SC by ~ 34-fold using the first primer pair (Fig. 6) and 38-fold using the second primer pair, yielding a 36 fold average. 

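On the arrays the fold change of CH25H between IMF and SC was 22.9 (n = 12 arrays of each depot). Its mean on the log2 scale was 2.20 ± 0.79 in Angus, 3.29 ± 0.32 in Hereford and 2.39 ± 0.38 in Wagyu x Angus IMF (SD, n = 4), and -1.53 ± 0.58, -2.28 ± 0.34 and -1.87 ± 0.66 in SC of the same breeds, so that all IMF arrays lay above all SC arrays within each breed. The fold is on the scale of the processed signal, on which differences exceed those in the paper's tables.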

The direction of change is the same as for the microarray probe but the absolute difference is ~ 10 fold higher.

**Fig. 6:**
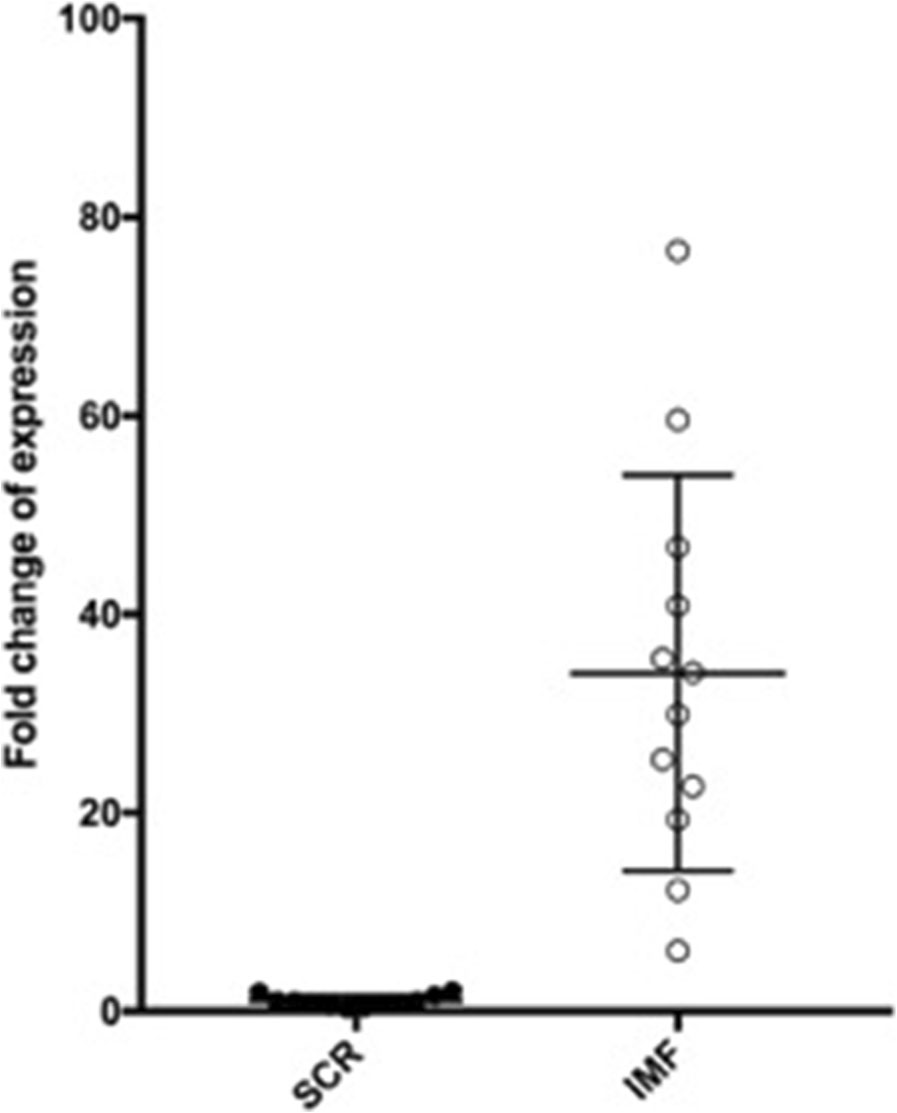
qRT-PCR estimation of *CH25H* mRNA indicates a ~ 36 fold elevation in IMF versus SC fat depots when normalised using RPL as the housekeeping gene

### Analysis of LD muscle in Wagyu x Hereford crosses versus Piedmontese x Hereford crosses

The microarray based expression profile for *CH25H* in intact mature postnatal LD muscle is higher in Wagyu x Hereford crosses than Piedmontese x Hereford crosses by 20 months of age, the difference in expression increases with increasing developmental time and by 30 months of age is 2 fold higher (Fig. 7). This 2 fold difference very closely approximates the close to 2 fold difference in carcass IMF previously reported (8.8% IMF in Wagyu x Hereford and 5.1% IMF in Piedmontese x Hereford animals). The increasing significance of the observed differences at 20 m, 25 m and 30 m are reflected by *P* values of 0.478, 0.158 and 0.003 respectively.

**Fig. 7:**
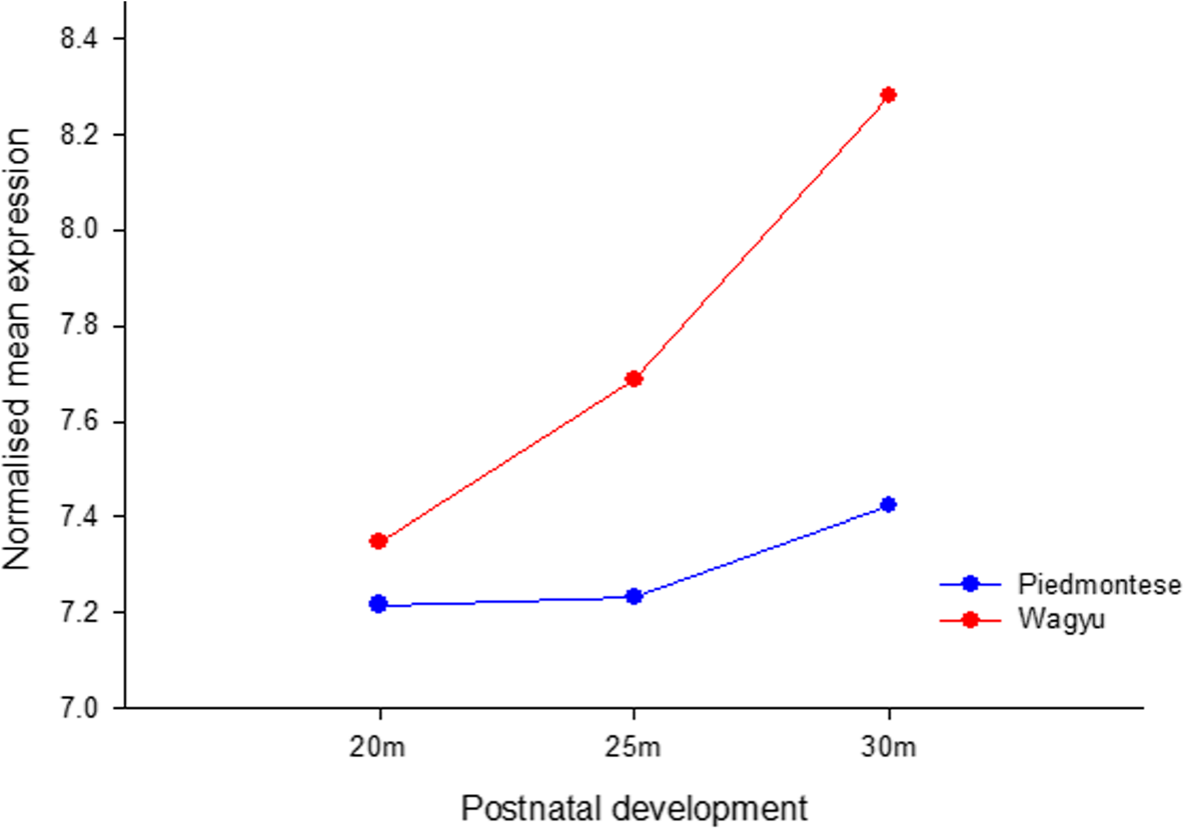
Microarray expression of *CH25H* in postnatal LD muscle increases more rapidly in Wagyu x Hereford animals than Piedmontese x Hereford animals and culminates in a ~ 2 fold difference at 30 months. This ~ 2 fold difference mirrors the observed ~ 2 fold difference in final IMF observed at the anatomical level

### Oxysterol metabolite quantitation

The relationships of the oxysterols to the IMF phenotypes are documented below in Table 10 and Fig. 8. The Full SAS output to all 15 phenotypes can be found in Additional file 4.

**Table 10:** Significant correlations at the *P* < 0.05 threshold. Metabolite 7 is also significantly correlated with eye muscle area (0.72, 0.04), the only non-marbling fat association we could detect in comparing all oxysterol metabolites to all carcass phenotypes

ID	Oxysterol systematic name (abbreviation, systematic name)	Biceps IMF	Chuck IMF	Eye Round IMF	Loin IMF	Oyster IMF	MSA MB	AUS MB
Metabolite 1	24S-Hydroxycholesterol (24S-HC, Cholest-5-ene-3β,24S-diol)			0.91, 0.001		0.84, 0.008		
Metabolite 2	25-Hydroxycholesterol (25-HC, Cholest-5-ene-3β,25-diol)							
Metabolite 3	(25R)26-Hydroxycholesterol (26-HC, Cholest-5-en-3β,(25R)26-diol)		−0.83, 0.010					
Metabolite 4	7-Oxocholesterol (7-OC, 3β-Hydroxycholest-5-en-7-one)		−0.73, 0.039					
Metabolite 5	7α-Hydroxycholest-4-en-3-one (7α-HCO)						0.71, 0.049	
Metabolite 6	7α-Hydroxycholesterol (7α-HC, Cholest-5-en-3β,7α-diol)							
Metabolite 7	7α,25-Dihydroxycholest-4-en-3-one (7α,25-diHCO)							−0.74, 0.032
Metabolite 8	7α,25-Dihydroxycholesterol (7α,25-diHC, Cholest-5-ene-3β,7α,25-triol)	0.71, 0.049						
Metabolite 9	7α,26-Dihydroxycholest-4-en-3-one (7α,26-diHCO)							
Metabolite 10	7α,26-Dihydroxycholesterol (7α,26-diHC, Cholest-5-ene-3β,7α,26-triol)

**Fig. 8:**
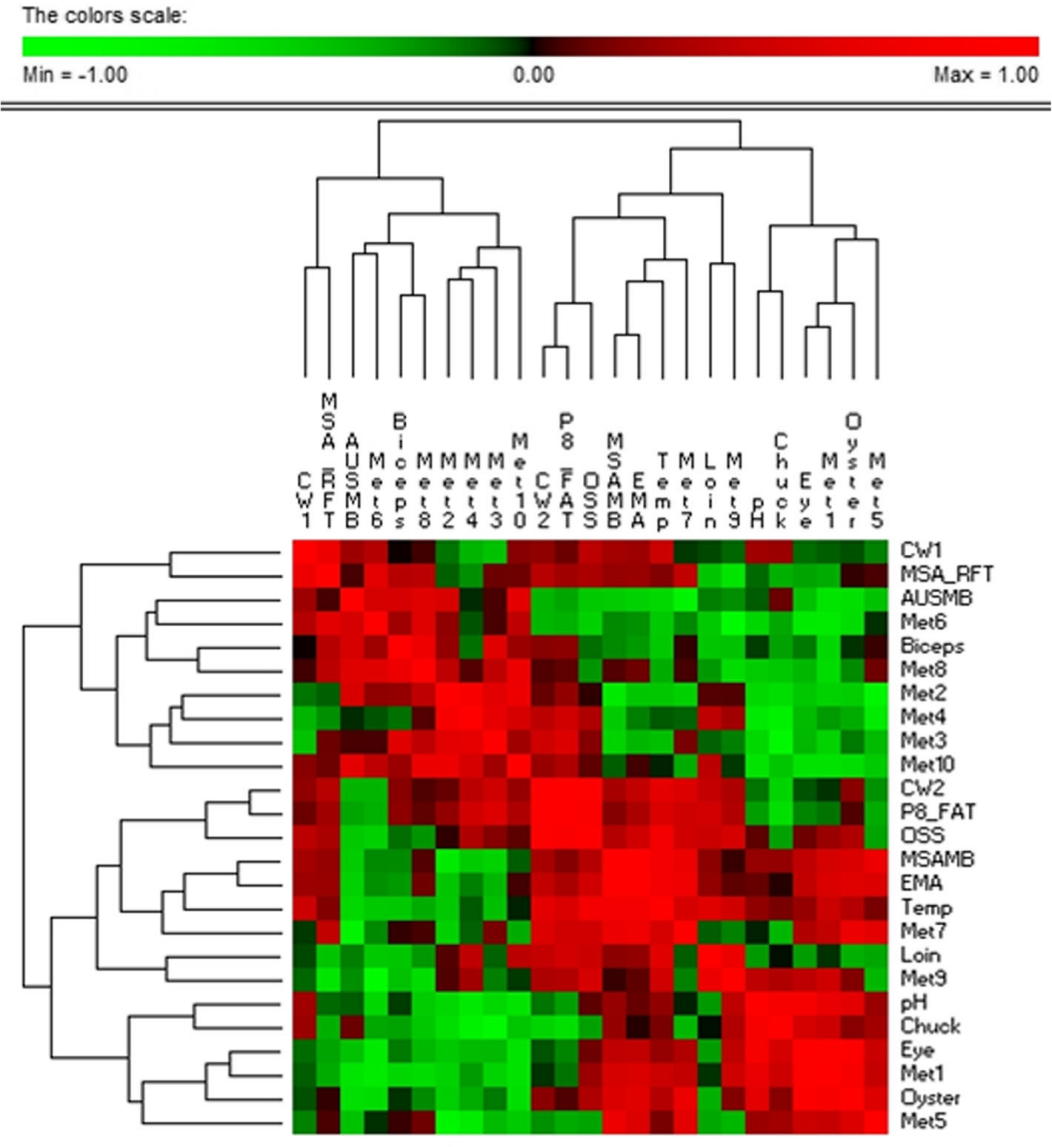
Hierarchical clustering of phenotypes and oxysterol metabolites. This approach clusters (correlations of correlations) on positive relationships only. The metabolite with the tightest positive cluster to a phenotype is metabolite 1 (24S-HC) and eye round IMF (0.91; *P* < 0.001). While 25-HC is not significantly associated with any phenotype, 25-HC does cluster with the metabolites 26-HC and 7-OC which are in turn both correlated with chuck IMF. The key connecting metabolite number to metabolite name is documented in Table 10

Despite most of the phenotypes provided (8/15) being non-marbling related, at the *P* < 0.05 threshold, the only phenotypes significantly associated with the various oxysterols are marbling related phenotypes (the one exception being 7α,25-dihydroxycholesterol and Eye Muscle Area with r = 0.72, *P* = 0.04)**.** This means the non-IMF fat depot phenotypes did not reach significance with any of the quantitated oxysterols.

We have detected 4 positive correlations and 3 negative correlations. In terms of absolute correlations to IMF phenotypes, 24S-hydroxycholesterol’s relationship to Eye Round IMF is the top performer (r = 0.91; *P* < 0.001) (Additional file 4). No significant relationship to loin IMF was detected for any of the oxysterols although 7α,26-diHCO approached significance (r = 0.67; *P* = 0.0646). Finally, 25-hydroxycholesterol is detected at much higher levels in cattle plasma than in human plasma, consistent with our prediction that the metabolite is largely derived from IMF and humans are essentially a zero IMF species.

## Discussion

### Ruminant fat metabolism

In ruminants the adipocytes are the primary lipogenic site. Consequently, we have focussed our study on the metabolic properties of the various fat depots. Within a ruminant adipocyte, a number of biochemical processes play a role in taking the basic metabolic building blocks (namely pre-formed FA, acetate, D-3 hydroxybutyrate and glucose) from the circulation and converting them into mature TAG. Using a genome-wide transcriptome approach we find evidence for coordinate downregulation of lipogenesis in IMF compared to SC in line with expectation. For example, de novo FA synthesis (*FASN* and *ACACA* 1.63–1.79 fold), FA elongation (*ELOVL6* 1.61 fold), desaturation (*SCD* 2.2 fold), supply of reducing power (*G6PD*, *ME1* and *PGD* 1.33, 1.43 and 1.51 fold) and esterification (*GPAM* and *DGAT2* 1.3 to 1.82 fold) are rather consistently downregulated in IMF versus SC. However, elevated expression of *MBOAT2* and *AGPAT9* does complicate the picture for our understanding of esterification and glycerolipid synthesis in IMF.

In a given pathway we find that the rate limiting enzyme is sometimes among the member(s) of the pathway subject to the highest DE (e.g. *FASN* and *ACACA* in FA synthesis and *ELOVL6* in elongation). Intriguingly, a number of metabolic pathways (lipolysis, pyruvate metabolism, pentose phosphate pathway) have complex patterns of up and down regulated genes between IMF and SC which are challenging to interpret. The major intracellular organelles involved in regulating this collection of lipogenic processes include the endoplasmic reticulum, the peroxisome and the mitochondria and we observe patterns of differential expression associated with all 3 organelles. For example, mitochondrial *TDH* is strongly downregulated in IMF versus SC despite most mitochondrial mRNA for which we have data tending to be elevated in the IMF depot. *TDH* encodes the enzyme threonine dehydrogenase which converts the amino acid threonine into pyruvate during catabolism.

### All fat depots gene expression comparison

All 5 fat depots could be clearly discriminated by the genome-wide gene expression patterns, with the fat depot variation substantially greater than any breed variation within a depot. This analysis clearly shows that at the molecular level all 5 *bovine* fat depots are biologically quite distinct from each other. However, it is beyond the scope of this article to discuss all depots in detail. Nevertheless, the clustering output does represent a robust quality checking metric, implying the various tissue samples have been dissected, RNA extracted, microarray hybridised and statistically normalised without any major mix-up or substantive analytic error.

IMF was awarded a separate branch from the other 4 fat depots suggesting it is by some margin the most functionally divergent. However, the presence of a small amount of LD muscle in the IMF sample but not the other fat depots cannot be ruled out as the major cause of this clustering. On this note, the muscle contamination in IMF had to be formally accounted for in subsequent analyses aimed at understanding the particular biology of IMF. Of the other 4 fat depots that we are confident contain no muscle contamination at all, SC appears to be the most functionally divergent. Plotting the MA plots of SC versus all the other depots in turn consistently points to high expression of *HOXA10* and low expression of *DLK1* in SC. Analogous gene expression observations have been made previously in the SC depots of humans and rodents and have been attributed to variable proportions of populations of pre-adipocytes [15, 16].

#### IMF versus SC PART 1Basic structural differences

It has been previously established that marbling adipocytes are substantially smaller than SC adipocytes with peak diameters of 104 ± 2 μm and 141 ± 5 μm respectively [6]. For geometric reasons IMF samples will possess more cell membrane per cytoplasmic volume on a per unit tissue basis. This will be reflected in the total RNA used as input for transcriptomes analyses and may explain the presence of a set of membrane proteins (*MPZ, NDRG4, RAMP3, PLP1, KCNH2*) in the list of relatively upregulated genes in IMF versus SC. 

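NDRG4, RAMP3 and KCNH2 were higher in IMF than in SC and LD and past the threshold in both comparisons. From SC, NDRG4 differed by 3.35 (SE 0.49), RAMP3 by 4.77 (SE 0.32, adjusted p = 5.03e-12, limma) and KCNH2 by 3.46 (SE 0.39).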

Adipose tissue in general is well innervated [17]. The presence of several genes highly expressed in nervous tissue (*MPZ, MBP, METRN, PMP2, GFAP*) as upregulated in IMF is consistent with the notion that the IMF depot has a modified and/or denser innervation than the SC depot. 

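MBP was 4.67 higher in IMF than SC (SE 0.55, adjusted p = 8.95e-08, limma) and 1.03 higher than LD (adjusted p = 0.00547). METRN was 3.27 higher than SC (SE 0.27, adjusted p = 3.64e-10) but its difference from LD, 0.33, was not past the threshold (adjusted p = 0.2). GFAP was 3.51 higher than SC (SE 0.64), where 10 of 12 arrays were above background, and 2.29 higher than LD. LD itself was above SC by 2.94 for METRN and 3.64 for MBP, and by 1.22 for GFAP. The paper proposes from these genes that IMF has a modified or denser innervation than SC.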

Because these findings have accounted for LD contamination, we suggest the result is unlikely to be attributed to the simple presence of motor nerves.

Furthermore, IMF appears to possess a unique cytoskeletal architecture, with the marbling adipocytes expressing substantially higher levels of a subset of cytoskeletal genes (*CNN1, ACTA2, MYH11, ACTG2, ACTB, ACTRT2, SORBS2*). It has been known for some time that cytoskeletal architecture changes substantially during adipocyte differentiation from a structured to disorganised state [18]. 

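All 7 probes of this subset were higher in IMF than SC and past the threshold, and 6 were also higher than LD. The exception is ACTG2, whose probe with the larger phenotypic impact factor was 4.73 higher than SC (SE 0.26, adjusted p = 1.49e-13, limma) and -1.81 from LD, while the other ACTG2 probe was 4.67 higher than SC and 1.78 higher than LD. For CNN1, MYH11, ACTB and SORBS2, 3 or 4 of the 12 IMF arrays were above every SC array, so for those genes the depots overlap.

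**Figure D7:**
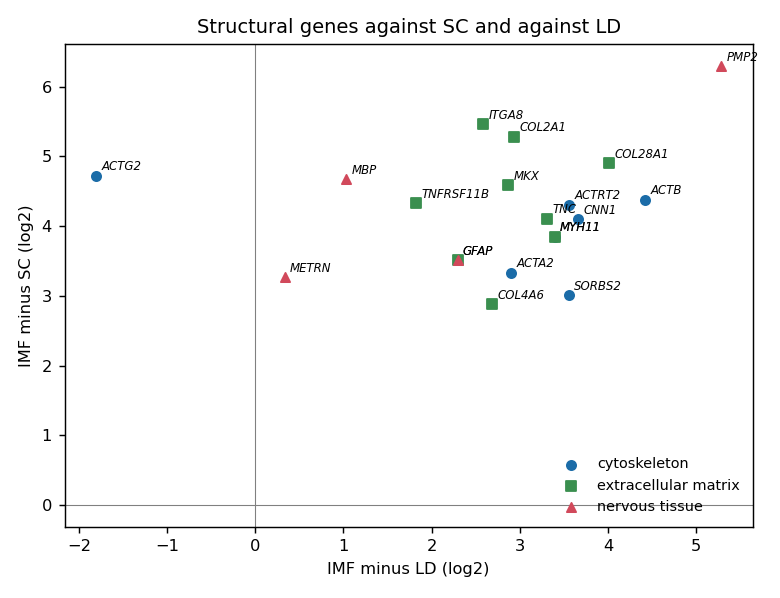
IMF minus SC difference (log2) against IMF minus LD difference (log2) for cytoskeletal, extracellular matrix and nervous tissue genes, 1 point per gene. All points lie above 0 against SC, and ACTG2 alone lies below 0 against LD.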

In line with our data, *CNN1* encoding calponin 1 was found to be upregulated in the muscle transcriptomes of high IMF Meishan compared to low IMF Landrace pigs [19], and also to be more than 2 fold upregulated in 20 month Wagyu by Hereford crosses compared to Piedmontese by Hereford crosses (data from [20]). Our analysis also suggests that IMF adipocytes are embedded in an extracellular matrix environment that is either structurally distinct (or overall more pronounced) when compared to SC, given elevated expression of these genes encoding various extracellular matrix (ECM) components (*GFAP*, *COL28A1*, *COL2A1*, *ITGA8*, *TNC*, *SNCA*, *MYH11*, *MKX*, *COL4A6* and *TNFRSF11B*).

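ITGA8, MKX, TNFRSF11B and COL4A6 were higher in IMF than in SC and LD and past the threshold in both comparisons. ITGA8 differed from SC by 5.46 (SE 0.52, adjusted p = 3.14e-09, limma) with 7 of 12 SC arrays above background, and MKX by 4.59 (SE 0.43, adjusted p = 2.11e-09) with 8 of 12. TNFRSF11B differed by 4.33 (SE 0.46) with 2 of 12 SC arrays above background, and COL4A6 by 2.88 (SE 0.39) with 12 of 12. The IMF minus LD differences of these 4 genes were 2.59, 2.87, 1.83 and 2.68.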

An additional functional group that appears diagnostic of the IMF depot includes a subset of solute transporters (*SLC6A6* and *SLC3SF1*). 

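The SLC6A6 probe that the supplement of the paper names was 3.24 higher in IMF than SC (SE 0.39, adjusted p = 1.1e-07, limma), and its IMF and LD means did not differ (IMF minus LD -0.11, adjusted p = 0.647). A second SLC6A6 probe was lower in IMF than SC (-1.41, adjusted p = 9.41e-07). SLC35F1 was 3.07 higher than SC (SE 0.31, adjusted p = 8.42e-09), with 11 of 12 IMF arrays above background, and 0.79 higher than LD (adjusted p = 0.000176).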

From a biomarker perspective we have also identified several genes elevated in IMF that encode proteins that have been connected to human obesity and potentially could be detectable in the plasma; these include *INHBA* and *ANGPTL7*.

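INHBA, the gene of the inhibin beta A subunit, had a mean of 1.62 ± 1.03 (SD, n = 12) in IMF and -2.64 ± 1.00 in SC, a difference of 4.25 (SE 0.39, adjusted p = 1.8e-09, limma), and was 3.01 higher in IMF than LD. ANGPTL7 differed by 4.45 from SC (SE 0.49, adjusted p = 3.33e-08), where 4 of 12 arrays were above background, and by 4.00 from LD, where 9 of 36 were.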

#### IMF versus SC part II metabolic biochemistry

It is believed SC adipocytes contain lower levels of saturated fats, such as stearic acid (C18:0), than do IMF adipocytes [7]. Prior work profiling *bovine* fatty acids by gas chromatography and corresponding calculations of desaturase indices are broadly consistent with IMF expressing 2.4 fold less *SCD* (encoding the Δ9 desaturase enzyme) in the present data. Furthermore, marbling fat has been shown in vitro to have a relative preference for glucose versus acetate carbon for de novo FA synthesis compared to SC as measured by radioisotope incorporation into bovine adipose tissue slices [6]. In that study glucose was found to be the primary precursor in IMF (51–76%), whereas acetate was dominant in SC (67–77%). In our present data we note that *ACSS2* encoding acetyl coenzyme A synthetase was expressed at ~ 2 fold higher levels in SC than IMF consistent with a relative preference for acetate in the SC depot.

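ACSS2 had a mean of 1.69 ± 1.02 (SD, n = 12) in IMF and 4.58 ± 0.38 in SC, a difference of -2.89 (SE 0.30, adjusted p = 1.11e-08, limma), and all 12 IMF arrays lay below all 12 SC arrays. In LD it was lower still, with IMF minus LD at 1.31.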

Furthermore, we wish to point out that *NR4A3* (alias *NOR1*) encoding a nuclear hormone receptor in the steroid-thyroid hormone retinoid superfamily was upregulated more than 2 fold in IMF compared to SC. This transcription factor has been found to augment insulin’s ability to stimulate glucose transport in rodent 3 T3-L1 adipocytes [21]. 

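NR4A3 had a mean of -2.16 ± 0.41 (SD, n = 12) in IMF and -5.72 ± 0.96 in SC, a difference of 3.56 (SE 0.29, adjusted p = 1.82e-10, limma), with all 12 IMF arrays above all 12 SC arrays. It was above background on 7 of 12 SC arrays, so the SC mean is near the limit of the arrays, and it was 2.01 higher in IMF than LD (adjusted p = 1.05e-06).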

In fact, *NR4A3* was one of several genes identified that indicate substantive differences in carbohydrate (*GRB14, NR4A3, MOXD1*), retinoic acid (*STRA6, MEST*) and cholesterol (*PMP2, CH25H, CYP4B1*) metabolism when comparing IMF to SC.

Malic enzyme (*ME1*) and ATP citrate lyase (*ACLY*), both presumed missing or unimportant in ruminant adipose tissue based on enzymatic analyses under standard metabolic conditions [22] are apparently reasonably highly expressed in these samples at the messenger RNA level. 

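The ME1 probe was well above background on all 24 IMF and SC arrays, with a mean of 2.61 ± 0.64 (SD, n = 12) in SC and 0.86 ± 0.64 in IMF, both above the 75th percentile of the arrays. The ACLY probe was above background on the same arrays, with 2.04 ± 0.35 in SC and 1.13 ± 0.40 in IMF, a difference of -0.90 (SE 0.15, adjusted p = 1.15e-05, limma) that was not past the threshold with scan day as a block on 24 arrays (-0.60) or on the authors' series matrix values (-0.24).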

Surprisingly, we did not detect cytoplasmic NADP-isocitrate dehydrogenase (IDH1) mRNA in our data, which has previously been shown to be important lipogenic player in both depots, and particularly in SC [6].

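One probe on the array carries the accession of IDH1, and the supplementary tables of the paper name the same probe FGGY. It was well above background on all 36 LD arrays and all 24 IMF and SC arrays, with a mean of 0.75 ± 0.86 (SD, n = 12) in IMF and 2.68 ± 0.42 in SC, a difference of -1.93 (SE 0.26, adjusted p = 8.42e-07, limma) that was not past the threshold with scan day as a block on the 24 arrays (-1.81). Which name is right was not settled here.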

#### IMF versus SC PART III CH25H and the 25 hydroxylation of cholesterol

A qRT-PCR assay for *CH25H* yielded a ~ 34-fold higher expression in IMF than SC. *CH25H* encodes the enzyme cholesterol 25 hydroxylase which converts cholesterol into the metabolite 25 hydroxycholesterol (25-HC). This metabolite has never previously been linked to marbling fat specifically but is certainly known as a potent regulator of cholesterol metabolism [23, 24], fibroblast-mediated tissue remodelling [25] and inflammation [26] all of which have been considered relevant to adiposity in various biological circumstances [27–29].

The tissue specific gene expression profile of *CH25H* in humans favours soft tissue (which includes adipose tissue) according to the TiGER gene expression database [30] supporting the possibility that adipose tissue may have a disproportionate influence over the systemic expression of this enzyme and its products. The identification of *CH25H* as an enzyme of interest prompted us to re-examine a published time course experiment where intact bovine LD muscle had been sampled in low marbling Piedmontese x Hereford breed crosses versus high marbling Wagyu x Hereford breed crosses over development [20].

Interestingly, between 20 and 30 months when IMF is accumulating most rapidly the *CH25H* expression profile in the Wagyu sired cattle increases at a faster rate than the Piedmontese sired cattle, and ends up ~ 2 fold higher. This final expression difference almost exactly mirrors the close to 2 fold difference in actual IMF content observed between the breed crosses, 8.8% in Wagyu sired animals versus 5.1% in Piedmontese sired animals [31]. In other mammalian species, oxysterols have been shown to be present at detectable levels in the circulation using mass spectrometry approaches. Consequently we became interested in the possibility that circulating oxysterols such as 25-HC might be a) detectable in cattle plasma and b) reflect carcass-wide marbling.

### LC-MS estimation of oxysterol metabolites

To test our hypothesis regarding a potential link between circulating oxysterols and carcass-wide marbling we identified 8 animals displaying variation in IMF for whom we had fresh frozen plasma samples. LC-MS estimation of the 10 oxysterols using the methods of [32] was correlated to 15 carcass phenotypes (of which 7 were IMF related). Intriguingly, we found significant associations at the *P* < 0.05 significance threshold for 5 oxysterols to 8 carcass phenotypes, and 7 of those 8 phenotypes were IMF related. This implies that, despite the relatively small sample size, the IMF correlations we have detected are unlikely to be false positives. It appears that circulating oxysterols could form the basis of a diagnostic blood test for IMF content. Such a test could in principle help enable a decision on whether or not to invest in expensive feedlotting.

## Conclusions

We have characterised gene expression patterns discriminating *bovine* fat depots with a particular focus on IMF versus SC. We found the expression patterns were suggestive of a number of observations previously made using traditional biochemical techniques, notably a generalised reduction in lipogenic activity and an apparent preference for glucose carbon in the IMF depot. A number of new discoveries were made, including expression changes consistent with coordinate modifications in the manner IMF handles cholesterol, retinoic acid and carbohydrate metabolism compared to the other depots. These gene expression signals would have remained hidden from view if we had not corrected for the presence of a small amount of muscle in the dissected IMF, and this correction was in turn made possible only by collective normalisation of the fat depot data with the LD muscle data. Of particular interest was an indication of very elevated activity of the cholesterol 25 hydroxylase enzyme in the IMF depot. A suite of oxysterol metabolites were quantitated in plasma using mass spectrometry and appear to be promising circulating biomarkers for whole carcass IMF content.

## Methods

### Beef cooperative research Centre III marbling and fat distribution experiment

The basic experimental details relating to this animal trial have been previously reported [12]. In brief we studied 15 individual 259 day grain fed Angus, Hereford and Wagyu x Angus steers (*n* = 5 per breed) slaughtered at ~ 26 months of age as part of the larger experiment detailed by [12]. Management was standardised for all individuals during growth on pasture from weaning through long-feedlotting. For the transcriptome analysis of the fat depots we focussed on animals’ pasture-fed only during the immediate post-weaning period, rather than animals that received supplement during the immediate post-weaning period [12].

A total of 10 sires were represented across the 15 individuals, with 3 sires per genotype and only 1 or 2 individuals per sire. Fat depot samples were dissected from each carcass as soon as possible after slaughter. Dissected IMF was derived from the *M. longissimus dorsi* (IMF), with other fat samples derived from inter-muscular fat (Inter), omental fat (Omen), kidney fat (Kid) and SC (over the rump) depots. The longissimus dorsi muscle with IMF in situ (LD) was also sampled. Further LD samples were also included in our analysis from animals slaughtered at an earlier time point (kill 2) representing both supplement fed and pasture fed animals. For this transcriptome analysis of the fat depots per se we focussed on animals pasture-fed only during the immediate post-weaning period.

### RNA extraction, microarray hybridisation and normalisation

Total RNA was phenol chloroform extracted using Trizol (Invitrogen) following the manufacturer’s instructions. RNA yield and purity were determined using spectrophotometry and RNA integrity was determined by agarose gel electrophoresis. For each breed by depot comparison 4 of the potential 5 RNA samples were prioritised for microarray hybridisation on the basis of RNA integrity and purity. The RNA was submitted to the Ramaciotti Institute (Randwick, NSW, Australia) for hybridisation to the 4x44K one colour Agilent bovine array. Data was normalised using a previously described mixed model approach [33] and all data in all samples expressed as log2 values (Additional file 2). Given the hybridisation to the microarray is performed based on a given total amount of input RNA, the expression measurements reported effectively represent mRNA abundance on a per unit total RNA basis. All the normalised gene expression data is publicly available via accession GSE136981 and allows for the recreation of our chosen plots and analyses.

#### Hypothesis-free screen

##### Data driven hierarchical clustering

As part of a quality checking procedure and to gain a high level view of the across tissue relationships, the expression profiles of 10,000 genes chosen at random were imported into PermutMatrix [34] for across-depot cluster analysis, with each breed by depot group being represented (with 4 individual animals used to produce the mean breed by depot values) (Fig. 1). With a large number of rows performance is very slow. This random 10,000 can be considered representative of the full genome-wide data. Figure labels are built from concatenating breed and tissue. Although we only used pasture fed animals from kill 5 for the fat depots gene expression, the LD muscle samples we included here are derived from a combination of pasture and supplement fed animals and 2 different kills. Given this, we included the diet and kill information in the figure labels for completeness. Global relationships between depots based on the molecular data were then determined using unsupervised hierarchical clustering performed on columns for all tissues. LD muscle was included in this analysis as an outgroup.

##### Differential expression (DE) analysis

**SC versus the other fat depots**

For the next set of analyses to contrast the depots we first combined the (breed) data within each depot. This meant each depot value is the mean average of 12 individual samples (*n* = 4 for each of the 3 breeds). Two statistical strategies were used to identify differential expression between IMF and SC. First, we used a standard t test for the differences in means assuming equal variances **(**Additional file 5**)**. Secondly, we used z scores from a modified DE (PIF) that we processed through an inverse normal distribution to obtain 1 tailed *P* values (Additional file 6). In terms of visualisation of the data, all fat depots were contrasted for differential expression (DE) against SC, expressed in the form of Minus Average (MA) rocket plots (Fig. 2). For the remainder of the analyses we mainly focussed on the specific comparison between SC and IMF.

**IMF versus SC**

We quantitated the cellular basis of an anomaly (the atypical triangular shaped protuberance) in the structure of the IMF versus SC MA plot. This was achieved by querying the data using the “=AND” function in Microsoft Excel. We asked for all genes that satisfy the following criteria to be returned: expression > 4 fold higher in LD muscle than in SC. We then visually highlighted those genes (i.e highly expressed in LD versus SC) on the IMF versus SC plot (Fig. 3a). The SC fat depot can be considered representative of a clean (i.e. muscle free) sample.

In order to perform function enrichment analysis we computed a modified DE (called Phenotypic Impact Factor or PIF) which we have previously found to account for the distribution of DE with different abundances. This approach is analogous to binning the data by abundance and prioritising the extreme DE within each bin. We view this as attractive because ranking on simple DE runs the risk of prioritising those mRNA that are lowly abundant and near the detection limit of the microarray platform, which is likely the noisy part of the data distribution. PIF is calculated by multiplying the DE by the average abundance across the treatment of interest [35]. After ranking on PIF one can identify the extreme 1% (145 / 14,476) or 5% (724 / 14,476) which can then be submitted for hypergeometric functional enrichment.

**Mitoproteome**

Next, we aimed to establish whether there was a major intracellular composition change in terms of adipocyte mitochondrial content. To achieve this we downloaded the human mitochondrial proteome (http://mitominer.mrc-mbu.cam.ac.uk/release-3.1/begin.do) and after filtering for duplicates generated a unique list of 1045 nuclear and mitochondrially-encoded genes which encode all known mitochondrial proteins. The derivation of this list of mRNA encoding mitochondrial proteins and its use in a similar biological context has been previously described [36]. We overlaid these mitoproteome genes onto the IMF versus SC MA plot and also estimated the deviation from null equilibrium (i.e. to what extent is the mass of the mRNA expression data skewed upwards or downwards with respect to 0) as a proxy for overall mitochondrial content / activity using the method of binomial distance.

**Structural differences between marbling adipocytes and the other fat depot adipocytes**

In a further attempt to analyse (and also better visualise) the effect of contaminating LD on the dissected IMF gene expression we overlaid the IMF versus SC MA plot with a continuous colour spectrum reflecting genes that are most likely arising from the IMF adipocytes per se and not the contaminating LD muscle. This colour coding was achieved in an objective numerical manner by mapping a continuous colour spectrum to the DE calculated between the intact LD muscle (representing expression from mainly muscle cells) and the dissected IMF samples (reflecting expression from mainly marbling fat cells). This means that on the Y axis (DE) of the MA plot those values above 0 that are coloured yellow / red (higher expression in IMF than LD, as well as higher expression in IMF than SC) and those values below 0 that are coloured purple can be confidently ascribed to gene expression arising from the IMF adipocytes themselves.

In a related set of quantitative criteria based analyses aimed at highlighting IMF expression derived from marbling adipocytes and not contaminating muscle cells, we queried the full data set for those genes whose expression satisfied at least one of two criteria: higher expression in IMF than LD muscle and higher expression in IMF than the other depots. There is no standardised approach in the literature for handling the contamination problem identified here. The exact thresholds used in our case were developed empirically through an exploratory, iterative process.

We systematically explored a number of thresholds and observed which ones produced short, manageable gene lists functionally in line with existing biological knowledge. This particular process yields thresholds that are not formal but we wish to emphasise that the numerical decisions we settled on are a) made across the board and are thus transparent and fair b) reproducible from the original data c) are entirely pragmatic – they serve our stated purpose of eradicating those genes whose expression in IMF is likely derived from the contaminating muscle signal and d) hypergeometric analysis of the target list can then be calculated with respect to the background (whole genome) gene list using the GOrilla webtool.

The multiple criteria queries were performed in Microsoft Excel using the “=AND” function. The 4 queries we have reported were generated as follows: 1) *identify genes likely expressed from myocytes not adipocytes* (expression in LD muscle > 4 fold higher than SC); 2) *identify genes diagnostic of IMF adipocytes compared to all the other fat depots 1* (expression in IMF > 2 fold higher than LD and expression in IMF > 1.32 fold higher than the average expression in the other 4 fat depots); 3) *identify genes diagnostic of IMF adipocytes compared to all the other fat depots 2* (expression in IMF > LD by any amount and expression in IMF > 1.68 fold higher than the average expression in the other 4 fat depots); 4) *identify genes diagnostic of IMF adipocytes compared to SC specifically* (expression in IMF > LD by any amount and expression in IMF is > 2 fold higher than in SC).

The output from the last of these queries (higher expression in IMF than LD, at least 2 fold higher expression in IMF than SC) was used as input for hierarchical cluster analysis in Permut matrix following production of a tab delimited .txt file with as many rows as genes and as many columns as tissues.

Finally, we also identified those genes more lowly expressed in IMF than SC (and probably not derived from the LD contamination) as follows: expression in IMF < LD by any amount and < SC by at least 0.4 units).

#### Hypothesis-driven analysis

##### Lipogenesis in adipocytes

Canonical KEGG pathways (https://www.genome.jp/kegg/pathway.html) were used to define lipogenic genes of interest selecting the *Bos taurus* pathway in all cases. For the purposes of this analysis we developed criteria to retrieve one value per gene as most genes in the microarray platform are represented by more than 1 probe. In many cases the probes show a general agreement in direction and magnitude of change, but this is not always the case. In an attempt to generate a single value per gene we decided to prioritise using the Phenotypic Impact Factor (PIF) metric. PIF is computed by multiplying DE by abundance. It has a number of appealing characteristics, both numerical – such as tracking the distribution of the MA plots and de-emphasising noisy rarely expressed transcripts - and biological, such as clearly identifying gross myofibre composition changes when comparing skeletal muscle samples [35]. This prioritisation produces a file containing unique values for 14,476 genes (Additional file 7). The *Bos taurus* KGML files for “Fatty acid synthesis” (BTA00061), “Fatty acid degradation” (BTA00071), “Adipocyte lipolysis” (BTA04923) “Fatty acid elongation” (BTA00061), “Glycerolipid metabolism” (BTA00561), “Pyruvate metabolism” (BTA00620) and “Pentose phosphate metabolism” (BTA00030) were used as a resource to help us identify the mRNA encoding the relevant proteins in each biochemical pathway.

In an effort to further explore the mRNA associated with canonical pathways relevant to ruminant fat metabolism, a number of lipogenic and lipolytic pathways were identified through literature searches in NCBI Pubmed. The component enzymes and genes of the key pathways were then identified through the KEGG pathway database (http://www.genome.jp/kegg/pathway.html) using *Bos taurus* as the species. Further targeted literature searches were also used to determine which enzymes and other proteins could be considered influential in overall pathway flux, including the rate-limiting enzymes.

#### qRT-PCR

We designed 2 sets of primers for *CH25H* (target gene) and 1 set for *RPLP0* (housekeeper) using Primer 3 and accepting the default settings but forcing the amplicon to be 150–250 bp long. The first primer sequences for *CH25H* were forward ttcagtcgcccttctttcct and reverse gtcatggggaacacgaacac. The second primer sequences for *CH25H* were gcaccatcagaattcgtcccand agccagatgttgacaacgtg. For *RPLP0* the sequences were forward caaccctgaagtgcttgacat and reverse aggcagatggatcagcca. These primer pairs produce amplicons of 208 bp, 153 bp and 227 bp respectively. cDNA from IMF and SC was made from total RNA using Superscript III following the manufacturer’s instructions. Primers were first tested by conventional PCR then estimating product size on a 1.6% agarose gel. qRT-PCR was performed on an Applied Biosystems machine using Sybr Green fluorescence chemistry in 10 ul total reaction volumes. No template controls were included on the reaction plate. 12 individual cDNA samples were quantitated for each of the two tissues of interest i.e. IMF and for SC.

#### Analysis of LD muscle gene expression in Wagyu x Hereford versus Piedmontese x Hereford crosses

We made use of a previously published microarray experiment where LD muscle had been sampled across pre and postnatal development in two breed crosses, one with higher IMF and one with lower IMF and higher muscle mass [20, 35]. The normalised mean expression values for the last 3 postnatal time points (20 months, 25 months and 30 months) were retrieved from the data and the expression profiles for *CH25H* plotted for the breed crosses.

#### Oxysterol metabolite quantitation

Fresh frozen plasma samples from 8 cattle divergent in IMF **(**Additional file 8**)** were subject to LC-MS quantitation of a set of oxysterols as previously described [32]. The following oxysterols were detected and quantitated, 24S-hydroxycholesterol (24S-HC), 25-hydroxycholesterol (25-HC), (25R)26-hydroxycholesterol (26-HC), 7-oxocholesterol (7-OC), 7α-hydroxycholest-4-en-3-one (7α-HCO), 7α-hydroxycholesterol (7α-HC), 7α,25-dihydroxycholest-4-en-3-one (7α,25-diHCO), 7α,25-dihydroxycholesterol (7α,25-diHC), 7α,26-dihydroxycholest-4-en-3-one (7α,26-diHCO), 7α,26-dihydroxycholesterol (7α,26-diHC) (Additional file 9). 25-Hydroxycholesterol is the predicted product of the 25 hydroxylase enzyme encoded by *CH25H*. The oxysterol values were then related to 15 cattle phenotypes for each animal using a correlation analysis performed in SAS.

The 15 phenotypes we assessed can be categorised as follows: 7 are marbling related (Meat Standards Australia Marbling Score = MSA, AUSMARBLE Score = AUS MB, Biceps femoris IMF%, Loin IMF%, Chuck tender IMF%, Eye round IMF%, Oyster blade IMF%) and 8 are non-marbling related. The 8 non marbling related phenotypes can be further broken down as follows: 3 are muscle mass related (LD eye muscle area = EMA, Carcass weight derived from hot sides = W1 and cold sides = CW2), 2 are non-IMF Fat related (Rump SC fat depth = P8, rib fat depth = RFT), 2 are meat quality related (temperature at pH 6 = TEMP, ultimate pH = pH) and 1 reflects physiological maturity through assessment of bone development (ossification score = OSS).

##### Statistical analyses

The microarray data were normalised using a mixed model approach as previously described [33]. We used a number of complementary methods to assess significance of differential expression. Genome-wide patterns of DE between IMF and SC were assigned significance based on two approaches: firstly, DE was assessed using a standard t test assuming equal variances; secondly, a modified DE called PIF (Phenotypic Impact Factor) was z score transformed then those z scores were processed through an inverse normal distribution to obtain 1 tailed *P* values. For the hypothesis-free genome-wide screens we ranked the entire gene lists using criteria of a modified DE (Phenotypic Impact Factor or PIF) which after ranking can then be assessed for functional gene set enrichment using hyper-geometric statistics reported as FDR corrected q values.

We used GOrilla software to perform all the functional enrichments [37, 38]. When using the two list approach in GOrilla, we established a target list using a nominal threshold (extreme 1% or 5%) and used a background list taken from the entire genome-wide data. We also used multiple criteria thresholding to generate target gene lists that satisfied strict requirements such they were unlikely to be derived from muscle contaminating the IMF samples and then independently assessed functional enrichment using GOrilla. The estimate of deviation from equilibrium of the cohort of mRNA encoding the mitoproteome was performed in Excel using the BINOM.DIST function. The oxysterol metabolite quantities were related to 15 cattle phenotypes for each animal using a correlation analysis performed in SAS with a *P* < 0.05 considered statistically significant. The qRT-PCR data was analysed using a 2-tailed Mann Whitney U test.

## Supplementary information

**Additional file 1.** A multitab Excel spreadsheet containing the lists of genes satisfying sets of criteria indicative of their likely cell type (e.g. IMF adipocyte) of origin.

**Additional file 2.** A CSV file containing the log 2 normalised mean expression for all 96 individual tissue samples (3 genotypes, 2 diets for intact LD muscle only, 6 tissues and 4 individual replicates per treatment cell) used in this analysis. (CSV 25668 kb)

**Additional file 3.** A word document containing two supplemental tables of gene expression patterns in two pathways (Fatty acid biosynthesis and Fatty acid elongation) relevant to lipogenesis.

**Additional file 4.** An HTM file containing the SAS correlation output for the metabolites and carcass phenotypes. (HTM 232 kb)

**Additional file 5. **The genome-wide *P* values associated with differential expression between the IMF versus SC depots. Significance was established using t tests assuming equal variance.

**Additional file 6. **The genome-wide *P* values associated with the Phenotypic Impact Factor (PIF) values computed for the IMF versus SC depots. Significance was established from z scores processed through an inverse normal distribution to produce 1 tailed *P* values.

**Additional file 7.** An excel spreadsheet containing the Minus and Average (MA) data to recreate the IMF versus SC MA plot, with values for 14,476 probes (one probe per gene). The extreme 1 and 5% by PIF are also listed here.

**Additional file 8.** The carcass phenotypes for those animals whose plasma was quantitated for oxysterols.

**Additional file 9.** The oxysterol quantitation data for the 8 selected animals.

## Data Availability

The datasets generated and / or analysed during the current study are publicly available in the Gene Expression Omnibus (GEO) (accession number GSE136981). The normalised mean expression data for all samples can be found in Additional file 2 and allow for the recreation of all plots and analyses.

## Abbreviations

AUS MB: AUSMARBLE Score
DE: Differential expression
ECM: Extracellular matrix
IMF: Intramuscular fat
Inter: Intermuscular fat
Kid: Kidney fat
LC-MS: Liquid chromatography-mass spectrometry
LD: Longissimus dorsi
MA: Minus average
MSA MB: Meat Standards Australia marbling score
Omen: Omental fat
PIF: Phenotypic Impact Factor
SC: Subcutaneous fat

# Supplementary material for: Gene expression identifies metabolic and functional differences between intramuscular and subcutaneous adipocytes in cattle
**Source:** BMC Genomics. 2020 Jan 28;21:77. doi: 10.1186/s12864-020-6505-4
**Supplement:** Supplementary file 3 — Additional file 3. A word document containing two supplemental tables of gene expression patterns in two pathways (Fatty acid biosynthesis and Fatty acid elongation) relevant to lipogenesis.

**Table S1 Fatty Acid Biosynthesis. Normalised mean expression values (log2) for LD muscle, dissected IMF and SC rump.**

| **Probe** | **Gene** | **Enzyme** | **Cellular localisation** | **LD** | **IMF** | **SC** | **IMF vs SC FC** | **IMF minus SC (log2)** | **Pathway flux control** |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| A_73_P038926 | *ACACA* | Acetyl CoA carboxylase; EC 6.4.1.2 | Cytoplasm, mitochondrion | 6.13 | 6.90 | 7.74 | -1.79 | -0.84 | Shared |
| A_73_P454566 | *MCAT* | Malonyl CoA:ACP acyltransferase; EC 2.3.1.39 | Mitochondrion | 6.04 | 5.80 | 5.30 | 1.42 | 0.51 | No |
| A_73_P174332 | *FASN* | Fatty acid synthase; EC 2.3.1.85 | Golgi, cytoplasm, mitochondrion | 16.08 | 17.23 | 17.94 | -1.63 | -0.71 | Shared* |
| A_73_117900 | *ACSL3* | Acyl CoA synthetase long chain family member 3; EC 6.2.1.3 | Golgi, endoplasmic reticuluum, mitochondrion, peroxisome | 6.66 | 6.82 | 6.52 | 1.24 | 0.31 | No |

*In bovine mammary tissue *ACACA* was found not to be rate-limiting because the flux control coefficient was less than unity. 63% of flux control was attributed to *ACACA* and the remaining 37% to *FASN* [46]. The gene expression values for *MCAT* and *ACSL3* are not congruent with the reduced expression observed for *ACACA* and *FASN*.

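MCAT was 1.31 higher in IMF than SC (SE 0.17, adjusted p = 3.03e-07, limma), with all 12 IMF arrays above all 12 SC arrays, and was higher again in LD (IMF minus LD -1.09). It was at 0.80 with scan day as a block on the 24 arrays, and not past the threshold. ACSL3 was 0.62 higher (SE 0.23, adjusted p = 0.0228). It was not past the threshold with quantile normalisation (0.53) or normexp background correction (0.28), and was at -0.40 with scan day as a block on the 24 arrays.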

**Table S2 Fatty acid elongation. Normalised mean expression values (log2) for LD muscle, dissected IMF and SC rump.**

| **Probe** | **Gene** | **Enzyme** | **Cellular localisation** | **LD** | **IMF** | **SC** | **IMF vs SC FC** | **IMF minus SC (log2)** | **Pathway flux control** |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| A_73_P458692 | *ACAA2* | Acetyl CoA acyltransferase 2; EC 2.3.1.16 | Mitochondrion | 15.12 | 15.28 | 15.70 | -1.34 | -0.43 | No |
| A_73_P049166 | *HADH* | Hydroxyacyl-CoA dehydrogenase; EC 1.1.1.35 | Cytoplasm, mitochondrion | 14.26 | 14.35 | 14.50 | -1.11 | -0.15 | No |
| A_73_111792 | *HADHA* | Hydroxyacyl-CoA dehydrogenase; EC 1.1.1.211 | Mitochondrion | 14.51 | 14.42 | 14.47 | -1.03 | -0.05 | No |
| A_73_P297046 | *ECHS1* | Enoyl CoA hydratase, short chain, 1; EC 4.2.1.17 | Mitochondrion | 17.13 | 17.19 | 17.60 | -1.34 | -0.42 | No |
| A_73_P040356 | *MECR* | Mitochondrial trans-2-enoyl-CoA reductase; EC 1.3.1.38 | Mitochondrion | 7.91 | 7.79 | 8.08 | -1.22 | -0.29 | No |
| A_73_P118552 | *PPT1* | Palmitoyl-protein thioesterase 1; EC 3.1.2.22 | Golgi, cytoplasm, lysosome | 11.47 | 11.95 | 12.35 | -1.32 | -0.40 | No |
| A_73_P404726 | *ELOVL6* | Fatty acid elongase 6; EC 2.3.1.199 | Endoplasmic reticulum | 9.33 | 10.83 | 11.51 | -1.61 | -0.69 | Rate-limiting* |
| A_73_114330 | *HSD17B12* | Hydroxysteroid (17-beta) dehydrogenase 12; EC 1.1.1.330 | Endoplasmic reticuluum | 10.30 | 10.88 | 11.51 | -1.54 | -0.63 | No |
| A_73_P049066 | *PTPLB* | Protein tyrosine phosphatase-like; EC 4.2.1.134 | Endoplasmic reticuluum | 12.46 | 13.58 | 13.95 | -1.29 | -0.37 | No |
| A_73_P472808 | *TECR* | Trans-2,3-enoyl-CoA reductase; EC 1.3.1.93 | Endoplasmic reticuluum | 11.36 | 11.07 | 10.92 | 1.11 | 0.15 | No |
| A_73_P399211 | *ACOT7* | Acyl-CoA thioesterase 7; EC 3.1.2.2 | Cytoplasm, mitochondrion | 9.56 | 9.47 | 9.22 | 1.19 | 0.25 | No |

**ELOVL6* is considered a rate-limiting enzyme catalysing the elongation of saturated and monounsaturated fatty acids [47].

Here, there is strong congruence in expression profiles, with many of the component enzymes being reduced in IMF in line with the rate limiter *ELOVL6*. 

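HSD17B12 was at -2.08 in IMF relative to SC (SE 0.22, adjusted p = 1.33e-08, limma), ACAA2 at -1.37 (SE 0.13), PPT1 at -1.36 (SE 0.15), ECHS1 at -1.29 (SE 0.13), PTPLB at -1.21 (SE 0.21), MECR at -1.16 (SE 0.10) and HADH at -0.60 (SE 0.10). Of these, PTPLB was not past the threshold with scan day as a block on the 24 arrays. HADHA, at -0.23, was not past the threshold (adjusted p = 0.0663). On the authors' series matrix values, whose median over all probes is shifted upwards, HADH and HADHA were at 0.07 and 0.39.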

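TECR was 0.21 higher in IMF than SC and not past the threshold (SE 0.14, adjusted p = 0.185, limma), and ACOT7 was 0.53 higher and past it (SE 0.16, adjusted p = 0.0056). Both were higher in LD than in IMF, with IMF minus LD at -1.45 and -0.64. ACOT7 was at 0.18 and not past the threshold with scan day as a block on the 24 arrays.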

Exceptions to this pattern are *TECR* and *ACOT7*.

# Supplementary material for: Gene expression identifies metabolic and functional differences between intramuscular and subcutaneous adipocytes in cattle
**Source:** BMC Genomics. 2020 Jan 28;21:77. doi: 10.1186/s12864-020-6505-4
**Supplement:** Supplementary file 4 — Additional file 4. An HTM file containing the SAS correlation output for the metabolites and carcass phenotypes. (HTM 232 kb)

SAS Output

|  |
| --- |
| The SAS System |

  

The CORR Procedure

|  |  |
| --- | --- |
| 25 Variables: | CW1 CW2 P8\_FAT MSA\_RFT AUSMB MSAMB EMA OSS Temp pH Biceps Chuck Eye Loin Oyster Met1 Met2 Met3 Met4 Met5 Met6 Met7 Met8 Met9 Met10 |

  

| Simple Statistics | | | | | | |
| --- | --- | --- | --- | --- | --- | --- |
| Variable | N | Mean | Std Dev | Sum | Minimum | Maximum |
| CW1 | 8 | 226.87500 | 18.26345 | 1815 | 206.00000 | 251.00000 |
| CW2 | 8 | 465.87500 | 17.56976 | 3727 | 437.00000 | 487.00000 |
| P8\_FAT | 8 | 462.87500 | 17.82805 | 3703 | 434.00000 | 487.00000 |
| MSA\_RFT | 8 | 26.12500 | 6.59951 | 209.00000 | 16.00000 | 34.00000 |
| AUSMB | 8 | 15.25000 | 2.65922 | 122.00000 | 12.00000 | 21.00000 |
| MSAMB | 8 | 2.37500 | 0.91613 | 19.00000 | 1.00000 | 4.00000 |
| EMA | 8 | 496.25000 | 107.42938 | 3970 | 360.00000 | 680.00000 |
| OSS | 8 | 87.12500 | 6.24357 | 697.00000 | 79.00000 | 95.00000 |
| Temp | 8 | 2.25000 | 0.46291 | 18.00000 | 2.00000 | 3.00000 |
| pH | 8 | 9.61250 | 1.25861 | 76.90000 | 7.90000 | 11.50000 |
| Biceps | 8 | 5.57375 | 0.04138 | 44.59000 | 5.53000 | 5.64000 |
| Chuck | 8 | 10.98875 | 2.46911 | 87.91000 | 8.11000 | 15.07000 |
| Eye | 8 | 7.44500 | 2.61632 | 59.56000 | 4.31000 | 11.43000 |
| Loin | 8 | 7.71250 | 4.85575 | 61.70000 | 4.80000 | 19.51000 |
| Oyster | 8 | 11.69125 | 4.27507 | 93.53000 | 7.09000 | 19.78000 |
| Met1 | 8 | 16.97000 | 9.17452 | 135.76000 | 8.04000 | 31.69000 |
| Met2 | 8 | 0.80619 | 0.24764 | 6.44951 | 0.41695 | 1.12857 |
| Met3 | 8 | 6.12625 | 1.16516 | 49.01001 | 4.72559 | 8.35597 |
| Met4 | 8 | 10.51853 | 2.82507 | 84.14825 | 6.95203 | 14.33702 |
| Met5 | 8 | 5.22857 | 1.51118 | 41.82855 | 2.69607 | 7.13197 |
| Met6 | 8 | 3.52750 | 1.20762 | 28.21998 | 2.55932 | 5.74528 |
| Met7 | 8 | 1.52966 | 0.58531 | 12.23725 | 0.68239 | 2.47462 |
| Met8 | 8 | 5.60470 | 1.04186 | 44.83757 | 3.90416 | 7.10184 |
| Met9 | 8 | 0.35848 | 0.66678 | 2.86786 | -0.93942 | 1.31341 |
| Met10 | 8 | 6.43366 | 1.50164 | 51.46930 | 3.92424 | 8.04768 |

  

| Pearson Correlation Coefficients, N = 8  Prob > |r| under H0: Rho=0 | | | | | | | | | | | | | | | | | | | | | | | | | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
|  | CW1 | CW2 | P8\_FAT | MSA\_RFT | AUSMB | MSAMB | EMA | OSS | Temp | pH | Biceps | Chuck | Eye | Loin | Oyster | Met1 | Met2 | Met3 | Met4 | Met5 | Met6 | Met7 | Met8 | Met9 | Met10 |
| CW1 | |  | | --- | | 1.00000 | |  | | |  | | --- | | 0.21275 | | 0.6130 | | |  | | --- | | 0.11797 | | 0.7809 | | |  | | --- | | 0.71129 | | 0.0479 | | |  | | --- | | 0.25370 | | 0.5443 | | |  | | --- | | 0.27642 | | 0.5075 | | |  | | --- | | 0.24728 | | 0.5549 | | |  | | --- | | 0.37099 | | 0.3656 | | |  | | --- | | 0.44356 | | 0.2710 | | |  | | --- | | 0.26545 | | 0.5252 | | |  | | --- | | 0.00071 | | 0.9987 | | |  | | --- | | 0.24098 | | 0.5653 | | |  | | --- | | -0.11978 | | 0.7775 | | |  | | --- | | -0.05683 | | 0.8937 | | |  | | --- | | -0.06775 | | 0.8734 | | |  | | --- | | -0.09175 | | 0.8289 | | |  | | --- | | -0.14103 | | 0.7390 | | |  | | --- | | -0.39820 | | 0.3285 | | |  | | --- | | -0.33726 | | 0.4140 | | |  | | --- | | -0.16875 | | 0.6896 | | |  | | --- | | 0.33458 | | 0.4179 | | |  | | --- | | -0.03539 | | 0.9337 | | |  | | --- | | 0.04666 | | 0.9126 | | |  | | --- | | -0.10868 | | 0.7978 | | |  | | --- | | 0.19077 | | 0.6509 | |
| CW2 | |  | | --- | | 0.21275 | | 0.6130 | | |  | | --- | | 1.00000 | |  | | |  | | --- | | 0.98551 | | <.0001 | | |  | | --- | | 0.35128 | | 0.3935 | | |  | | --- | | -0.33557 | | 0.4164 | | |  | | --- | | 0.28734 | | 0.4902 | | |  | | --- | | 0.39858 | | 0.3280 | | |  | | --- | | 0.91306 | | 0.0015 | | |  | | --- | | 0.61915 | | 0.1017 | | |  | | --- | | -0.14075 | | 0.7396 | | |  | | --- | | 0.18936 | | 0.6533 | | |  | | --- | | -0.49778 | | 0.2094 | | |  | | --- | | -0.07239 | | 0.8647 | | |  | | --- | | 0.41273 | | 0.3095 | | |  | | --- | | 0.19339 | | 0.6463 | | |  | | --- | | -0.03042 | | 0.9430 | | |  | | --- | | 0.10642 | | 0.8020 | | |  | | --- | | 0.46621 | | 0.2443 | | |  | | --- | | 0.36826 | | 0.3694 | | |  | | --- | | -0.21209 | | 0.6141 | | |  | | --- | | -0.33890 | | 0.4115 | | |  | | --- | | 0.54809 | | 0.1596 | | |  | | --- | | 0.06808 | | 0.8727 | | |  | | --- | | 0.30893 | | 0.4566 | | |  | | --- | | 0.23246 | | 0.5796 | |
| P8\_FAT | |  | | --- | | 0.11797 | | 0.7809 | | |  | | --- | | 0.98551 | | <.0001 | | |  | | --- | | 1.00000 | |  | | |  | | --- | | 0.26606 | | 0.5242 | | |  | | --- | | -0.27949 | | 0.5026 | | |  | | --- | | 0.17821 | | 0.6729 | | |  | | --- | | 0.29882 | | 0.4722 | | |  | | --- | | 0.86646 | | 0.0054 | | |  | | --- | | 0.54094 | | 0.1662 | | |  | | --- | | -0.25458 | | 0.5429 | | |  | | --- | | 0.20017 | | 0.6346 | | |  | | --- | | -0.56657 | | 0.1431 | | |  | | --- | | -0.18004 | | 0.6696 | | |  | | --- | | 0.48454 | | 0.2237 | | |  | | --- | | 0.06832 | | 0.8723 | | |  | | --- | | -0.13435 | | 0.7511 | | |  | | --- | | 0.21606 | | 0.6073 | | |  | | --- | | 0.55124 | | 0.1567 | | |  | | --- | | 0.47925 | | 0.2295 | | |  | | --- | | -0.30040 | | 0.4697 | | |  | | --- | | -0.32429 | | 0.4332 | | |  | | --- | | 0.45914 | | 0.2525 | | |  | | --- | | 0.09462 | | 0.8236 | | |  | | --- | | 0.32890 | | 0.4263 | | |  | | --- | | 0.31427 | | 0.4484 | |
| MSA\_RFT | |  | | --- | | 0.71129 | | 0.0479 | | |  | | --- | | 0.35128 | | 0.3935 | | |  | | --- | | 0.26606 | | 0.5242 | | |  | | --- | | 1.00000 | |  | | |  | | --- | | 0.05495 | | 0.8972 | | |  | | --- | | 0.22742 | | 0.5881 | | |  | | --- | | 0.23651 | | 0.5728 | | |  | | --- | | 0.29426 | | 0.4793 | | |  | | --- | | 0.17536 | | 0.6779 | | |  | | --- | | -0.11545 | | 0.7855 | | |  | | --- | | 0.34328 | | 0.4051 | | |  | | --- | | -0.32104 | | 0.4381 | | |  | | --- | | -0.27713 | | 0.5064 | | |  | | --- | | -0.41036 | | 0.3126 | | |  | | --- | | 0.02759 | | 0.9483 | | |  | | --- | | -0.30177 | | 0.4676 | | |  | | --- | | -0.09632 | | 0.8205 | | |  | | --- | | 0.12105 | | 0.7752 | | |  | | --- | | -0.20630 | | 0.6240 | | |  | | --- | | 0.05935 | | 0.8890 | | |  | | --- | | 0.59295 | | 0.1213 | | |  | | --- | | 0.39486 | | 0.3330 | | |  | | --- | | 0.36236 | | 0.3777 | | |  | | --- | | -0.61806 | | 0.1024 | | |  | | --- | | 0.12248 | | 0.7726 | |
| AUSMB | |  | | --- | | 0.25370 | | 0.5443 | | |  | | --- | | -0.33557 | | 0.4164 | | |  | | --- | | -0.27949 | | 0.5026 | | |  | | --- | | 0.05495 | | 0.8972 | | |  | | --- | | 1.00000 | |  | | |  | | --- | | -0.45446 | | 0.2579 | | |  | | --- | | -0.47631 | | 0.2328 | | |  | | --- | | -0.43237 | | 0.2847 | | |  | | --- | | -0.52223 | | 0.1843 | | |  | | --- | | -0.08643 | | 0.8387 | | |  | | --- | | 0.50953 | | 0.1971 | | |  | | --- | | 0.11733 | | 0.7820 | | |  | | --- | | -0.39711 | | 0.3300 | | |  | | --- | | -0.16147 | | 0.7025 | | |  | | --- | | -0.57016 | | 0.1400 | | |  | | --- | | -0.61899 | | 0.1018 | | |  | | --- | | 0.52595 | | 0.1806 | | |  | | --- | | 0.05649 | | 0.8943 | | |  | | --- | | -0.02157 | | 0.9596 | | |  | | --- | | -0.39662 | | 0.3307 | | |  | | --- | | 0.49908 | | 0.2080 | | |  | | --- | | -0.74863 | | 0.0326 | | |  | | --- | | 0.56854 | | 0.1414 | | |  | | --- | | -0.20411 | | 0.6278 | | |  | | --- | | 0.61081 | | 0.1077 | |
| MSAMB | |  | | --- | | 0.27642 | | 0.5075 | | |  | | --- | | 0.28734 | | 0.4902 | | |  | | --- | | 0.17821 | | 0.6729 | | |  | | --- | | 0.22742 | | 0.5881 | | |  | | --- | | -0.45446 | | 0.2579 | | |  | | --- | | 1.00000 | |  | | |  | | --- | | 0.94530 | | 0.0004 | | |  | | --- | | 0.34029 | | 0.4095 | | |  | | --- | | 0.75794 | | 0.0293 | | |  | | --- | | 0.23075 | | 0.5824 | | |  | | --- | | -0.19312 | | 0.6468 | | |  | | --- | | 0.22065 | | 0.5995 | | |  | | --- | | 0.39069 | | 0.3386 | | |  | | --- | | 0.19758 | | 0.6391 | | |  | | --- | | 0.54408 | | 0.1633 | | |  | | --- | | 0.50378 | | 0.2031 | | |  | | --- | | -0.65957 | | 0.0752 | | |  | | --- | | -0.49013 | | 0.2176 | | |  | | --- | | -0.43629 | | 0.2798 | | |  | | --- | | 0.70877 | | 0.0490 | | |  | | --- | | -0.19411 | | 0.6451 | | |  | | --- | | 0.68580 | | 0.0604 | | |  | | --- | | 0.07080 | | 0.8677 | | |  | | --- | | 0.03889 | | 0.9272 | | |  | | --- | | -0.09292 | | 0.8268 | |
| EMA | |  | | --- | | 0.24728 | | 0.5549 | | |  | | --- | | 0.39858 | | 0.3280 | | |  | | --- | | 0.29882 | | 0.4722 | | |  | | --- | | 0.23651 | | 0.5728 | | |  | | --- | | -0.47631 | | 0.2328 | | |  | | --- | | 0.94530 | | 0.0004 | | |  | | --- | | 1.00000 | |  | | |  | | --- | | 0.47149 | | 0.2382 | | |  | | --- | | 0.76843 | | 0.0259 | | |  | | --- | | 0.10605 | | 0.8026 | | |  | | --- | | -0.24060 | | 0.5660 | | |  | | --- | | 0.01641 | | 0.9692 | | |  | | --- | | 0.39301 | | 0.3355 | | |  | | --- | | 0.21667 | | 0.6063 | | |  | | --- | | 0.58215 | | 0.1300 | | |  | | --- | | 0.53635 | | 0.1706 | | |  | | --- | | -0.42285 | | 0.2966 | | |  | | --- | | -0.35287 | | 0.3912 | | |  | | --- | | -0.16531 | | 0.6956 | | |  | | --- | | 0.55458 | | 0.1537 | | |  | | --- | | -0.20802 | | 0.6211 | | |  | | --- | | 0.72215 | | 0.0431 | | |  | | --- | | 0.12296 | | 0.7718 | | |  | | --- | | 0.09376 | | 0.8252 | | |  | | --- | | 0.04920 | | 0.9079 | |
| OSS | |  | | --- | | 0.37099 | | 0.3656 | | |  | | --- | | 0.91306 | | 0.0015 | | |  | | --- | | 0.86646 | | 0.0054 | | |  | | --- | | 0.29426 | | 0.4793 | | |  | | --- | | -0.43237 | | 0.2847 | | |  | | --- | | 0.34029 | | 0.4095 | | |  | | --- | | 0.47149 | | 0.2382 | | |  | | --- | | 1.00000 | |  | | |  | | --- | | 0.77849 | | 0.0229 | | |  | | --- | | 0.08703 | | 0.8376 | | |  | | --- | | -0.12371 | | 0.7704 | | |  | | --- | | -0.26548 | | 0.5251 | | |  | | --- | | 0.12563 | | 0.7669 | | |  | | --- | | 0.44137 | | 0.2736 | | |  | | --- | | 0.31004 | | 0.4549 | | |  | | --- | | 0.24221 | | 0.5633 | | |  | | --- | | 0.02440 | | 0.9543 | | |  | | --- | | 0.17847 | | 0.6724 | | |  | | --- | | 0.31621 | | 0.4454 | | |  | | --- | | -0.27699 | | 0.5066 | | |  | | --- | | -0.46286 | | 0.2481 | | |  | | --- | | 0.47756 | | 0.2314 | | |  | | --- | | -0.22170 | | 0.5977 | | |  | | --- | | 0.49880 | | 0.2083 | | |  | | --- | | 0.09301 | | 0.8266 | |
| Temp | |  | | --- | | 0.44356 | | 0.2710 | | |  | | --- | | 0.61915 | | 0.1017 | | |  | | --- | | 0.54094 | | 0.1662 | | |  | | --- | | 0.17536 | | 0.6779 | | |  | | --- | | -0.52223 | | 0.1843 | | |  | | --- | | 0.75794 | | 0.0293 | | |  | | --- | | 0.76843 | | 0.0259 | | |  | | --- | | 0.77849 | | 0.0229 | | |  | | --- | | 1.00000 | |  | | |  | | --- | | 0.21455 | | 0.6099 | | |  | | --- | | -0.42880 | | 0.2891 | | |  | | --- | | 0.14655 | | 0.7291 | | |  | | --- | | 0.22765 | | 0.5877 | | |  | | --- | | 0.58502 | | 0.1277 | | |  | | --- | | 0.33621 | | 0.4155 | | |  | | --- | | 0.44435 | | 0.2700 | | |  | | --- | | -0.42675 | | 0.2917 | | |  | | --- | | -0.38395 | | 0.3477 | | |  | | --- | | -0.08528 | | 0.8409 | | |  | | --- | | 0.14665 | | 0.7289 | | |  | | --- | | -0.43369 | | 0.2830 | | |  | | --- | | 0.50226 | | 0.2047 | | |  | | --- | | -0.30341 | | 0.4651 | | |  | | --- | | 0.47409 | | 0.2353 | | |  | | --- | | -0.01235 | | 0.9768 | |
| pH | |  | | --- | | 0.26545 | | 0.5252 | | |  | | --- | | -0.14075 | | 0.7396 | | |  | | --- | | -0.25458 | | 0.5429 | | |  | | --- | | -0.11545 | | 0.7855 | | |  | | --- | | -0.08643 | | 0.8387 | | |  | | --- | | 0.23075 | | 0.5824 | | |  | | --- | | 0.10605 | | 0.8026 | | |  | | --- | | 0.08703 | | 0.8376 | | |  | | --- | | 0.21455 | | 0.6099 | | |  | | --- | | 1.00000 | |  | | |  | | --- | | -0.03943 | | 0.9261 | | |  | | --- | | 0.80323 | | 0.0163 | | |  | | --- | | 0.79731 | | 0.0178 | | |  | | --- | | -0.24040 | | 0.5663 | | |  | | --- | | 0.60887 | | 0.1091 | | |  | | --- | | 0.65582 | | 0.0774 | | |  | | --- | | -0.52249 | | 0.1840 | | |  | | --- | | -0.52536 | | 0.1812 | | |  | | --- | | -0.65308 | | 0.0791 | | |  | | --- | | 0.24058 | | 0.5660 | | |  | | --- | | -0.51392 | | 0.1926 | | |  | | --- | | -0.01483 | | 0.9722 | | |  | | --- | | -0.45267 | | 0.2601 | | |  | | --- | | 0.38190 | | 0.3505 | | |  | | --- | | -0.60448 | | 0.1124 | |
| Biceps | |  | | --- | | 0.00071 | | 0.9987 | | |  | | --- | | 0.18936 | | 0.6533 | | |  | | --- | | 0.20017 | | 0.6346 | | |  | | --- | | 0.34328 | | 0.4051 | | |  | | --- | | 0.50953 | | 0.1971 | | |  | | --- | | -0.19312 | | 0.6468 | | |  | | --- | | -0.24060 | | 0.5660 | | |  | | --- | | -0.12371 | | 0.7704 | | |  | | --- | | -0.42880 | | 0.2891 | | |  | | --- | | -0.03943 | | 0.9261 | | |  | | --- | | 1.00000 | |  | | |  | | --- | | -0.26713 | | 0.5224 | | |  | | --- | | -0.15418 | | 0.7155 | | |  | | --- | | -0.42214 | | 0.2975 | | |  | | --- | | -0.03112 | | 0.9417 | | |  | | --- | | -0.50722 | | 0.1995 | | |  | | --- | | 0.22202 | | 0.5972 | | |  | | --- | | 0.58203 | | 0.1301 | | |  | | --- | | -0.13009 | | 0.7588 | | |  | | --- | | 0.03807 | | 0.9287 | | |  | | --- | | 0.25720 | | 0.5386 | | |  | | --- | | 0.02909 | | 0.9455 | | |  | | --- | | 0.70761 | | 0.0496 | | |  | | --- | | -0.39925 | | 0.3271 | | |  | | --- | | 0.24518 | | 0.5584 | |
| Chuck | |  | | --- | | 0.24098 | | 0.5653 | | |  | | --- | | -0.49778 | | 0.2094 | | |  | | --- | | -0.56657 | | 0.1431 | | |  | | --- | | -0.32104 | | 0.4381 | | |  | | --- | | 0.11733 | | 0.7820 | | |  | | --- | | 0.22065 | | 0.5995 | | |  | | --- | | 0.01641 | | 0.9692 | | |  | | --- | | -0.26548 | | 0.5251 | | |  | | --- | | 0.14655 | | 0.7291 | | |  | | --- | | 0.80323 | | 0.0163 | | |  | | --- | | -0.26713 | | 0.5224 | | |  | | --- | | 1.00000 | |  | | |  | | --- | | 0.50316 | | 0.2037 | | |  | | --- | | -0.00266 | | 0.9950 | | |  | | --- | | 0.19025 | | 0.6518 | | |  | | --- | | 0.45560 | | 0.2566 | | |  | | --- | | -0.56371 | | 0.1456 | | |  | | --- | | -0.83190 | | 0.0104 | | |  | | --- | | -0.73186 | | 0.0390 | | |  | | --- | | 0.26970 | | 0.5183 | | |  | | --- | | -0.28990 | | 0.4861 | | |  | | --- | | -0.34641 | | 0.4006 | | |  | | --- | | -0.42972 | | 0.2880 | | |  | | --- | | 0.32467 | | 0.4327 | | |  | | --- | | -0.42162 | | 0.2981 | |
| Eye | |  | | --- | | -0.11978 | | 0.7775 | | |  | | --- | | -0.07239 | | 0.8647 | | |  | | --- | | -0.18004 | | 0.6696 | | |  | | --- | | -0.27713 | | 0.5064 | | |  | | --- | | -0.39711 | | 0.3300 | | |  | | --- | | 0.39069 | | 0.3386 | | |  | | --- | | 0.39301 | | 0.3355 | | |  | | --- | | 0.12563 | | 0.7669 | | |  | | --- | | 0.22765 | | 0.5877 | | |  | | --- | | 0.79731 | | 0.0178 | | |  | | --- | | -0.15418 | | 0.7155 | | |  | | --- | | 0.50316 | | 0.2037 | | |  | | --- | | 1.00000 | |  | | |  | | --- | | -0.24945 | | 0.5513 | | |  | | --- | | 0.90720 | | 0.0019 | | |  | | --- | | 0.91794 | | 0.0013 | | |  | | --- | | -0.42943 | | 0.2883 | | |  | | --- | | -0.35879 | | 0.3828 | | |  | | --- | | -0.36861 | | 0.3689 | | |  | | --- | | 0.44297 | | 0.2717 | | |  | | --- | | -0.65628 | | 0.0772 | | |  | | --- | | 0.32295 | | 0.4352 | | |  | | --- | | -0.35454 | | 0.3888 | | |  | | --- | | 0.38556 | | 0.3455 | | |  | | --- | | -0.59757 | | 0.1177 | |
| Loin | |  | | --- | | -0.05683 | | 0.8937 | | |  | | --- | | 0.41273 | | 0.3095 | | |  | | --- | | 0.48454 | | 0.2237 | | |  | | --- | | -0.41036 | | 0.3126 | | |  | | --- | | -0.16147 | | 0.7025 | | |  | | --- | | 0.19758 | | 0.6391 | | |  | | --- | | 0.21667 | | 0.6063 | | |  | | --- | | 0.44137 | | 0.2736 | | |  | | --- | | 0.58502 | | 0.1277 | | |  | | --- | | -0.24040 | | 0.5663 | | |  | | --- | | -0.42214 | | 0.2975 | | |  | | --- | | -0.00266 | | 0.9950 | | |  | | --- | | -0.24945 | | 0.5513 | | |  | | --- | | 1.00000 | |  | | |  | | --- | | -0.32046 | | 0.4390 | | |  | | --- | | -0.02888 | | 0.9459 | | |  | | --- | | 0.07580 | | 0.8584 | | |  | | --- | | -0.09845 | | 0.8166 | | |  | | --- | | 0.37877 | | 0.3548 | | |  | | --- | | -0.28358 | | 0.4961 | | |  | | --- | | -0.43241 | | 0.2846 | | |  | | --- | | -0.09134 | | 0.8297 | | |  | | --- | | -0.23361 | | 0.5776 | | |  | | --- | | 0.67809 | | 0.0646 | | |  | | --- | | 0.37137 | | 0.3651 | |
| Oyster | |  | | --- | | -0.06775 | | 0.8734 | | |  | | --- | | 0.19339 | | 0.6463 | | |  | | --- | | 0.06832 | | 0.8723 | | |  | | --- | | 0.02759 | | 0.9483 | | |  | | --- | | -0.57016 | | 0.1400 | | |  | | --- | | 0.54408 | | 0.1633 | | |  | | --- | | 0.58215 | | 0.1300 | | |  | | --- | | 0.31004 | | 0.4549 | | |  | | --- | | 0.33621 | | 0.4155 | | |  | | --- | | 0.60887 | | 0.1091 | | |  | | --- | | -0.03112 | | 0.9417 | | |  | | --- | | 0.19025 | | 0.6518 | | |  | | --- | | 0.90720 | | 0.0019 | | |  | | --- | | -0.32046 | | 0.4390 | | |  | | --- | | 1.00000 | |  | | |  | | --- | | 0.84581 | | 0.0081 | | |  | | --- | | -0.45948 | | 0.2520 | | |  | | --- | | -0.15133 | | 0.7206 | | |  | | --- | | -0.30284 | | 0.4659 | | |  | | --- | | 0.55173 | | 0.1563 | | |  | | --- | | -0.53812 | | 0.1689 | | |  | | --- | | 0.67060 | | 0.0687 | | |  | | --- | | -0.19222 | | 0.6484 | | |  | | --- | | 0.17384 | | 0.6806 | | |  | | --- | | -0.56075 | | 0.1482 | |
| Met1 | |  | | --- | | -0.09175 | | 0.8289 | | |  | | --- | | -0.03042 | | 0.9430 | | |  | | --- | | -0.13435 | | 0.7511 | | |  | | --- | | -0.30177 | | 0.4676 | | |  | | --- | | -0.61899 | | 0.1018 | | |  | | --- | | 0.50378 | | 0.2031 | | |  | | --- | | 0.53635 | | 0.1706 | | |  | | --- | | 0.24221 | | 0.5633 | | |  | | --- | | 0.44435 | | 0.2700 | | |  | | --- | | 0.65582 | | 0.0774 | | |  | | --- | | -0.50722 | | 0.1995 | | |  | | --- | | 0.45560 | | 0.2566 | | |  | | --- | | 0.91794 | | 0.0013 | | |  | | --- | | -0.02888 | | 0.9459 | | |  | | --- | | 0.84581 | | 0.0081 | | |  | | --- | | 1.00000 | |  | | |  | | --- | | -0.48453 | | 0.2237 | | |  | | --- | | -0.49366 | | 0.2138 | | |  | | --- | | -0.24620 | | 0.5567 | | |  | | --- | | 0.41855 | | 0.3021 | | |  | | --- | | -0.67021 | | 0.0690 | | |  | | --- | | 0.39584 | | 0.3317 | | |  | | --- | | -0.54020 | | 0.1669 | | |  | | --- | | 0.46312 | | 0.2478 | | |  | | --- | | -0.59353 | | 0.1209 | |
| Met2 | |  | | --- | | -0.14103 | | 0.7390 | | |  | | --- | | 0.10642 | | 0.8020 | | |  | | --- | | 0.21606 | | 0.6073 | | |  | | --- | | -0.09632 | | 0.8205 | | |  | | --- | | 0.52595 | | 0.1806 | | |  | | --- | | -0.65957 | | 0.0752 | | |  | | --- | | -0.42285 | | 0.2966 | | |  | | --- | | 0.02440 | | 0.9543 | | |  | | --- | | -0.42675 | | 0.2917 | | |  | | --- | | -0.52249 | | 0.1840 | | |  | | --- | | 0.22202 | | 0.5972 | | |  | | --- | | -0.56371 | | 0.1456 | | |  | | --- | | -0.42943 | | 0.2883 | | |  | | --- | | 0.07580 | | 0.8584 | | |  | | --- | | -0.45948 | | 0.2520 | | |  | | --- | | -0.48453 | | 0.2237 | | |  | | --- | | 1.00000 | |  | | |  | | --- | | 0.59727 | | 0.1180 | | |  | | --- | | 0.81799 | | 0.0131 | | |  | | --- | | -0.77600 | | 0.0236 | | |  | | --- | | 0.21169 | | 0.6148 | | |  | | --- | | -0.46497 | | 0.2457 | | |  | | --- | | 0.37757 | | 0.3565 | | |  | | --- | | 0.06735 | | 0.8741 | | |  | | --- | | 0.69670 | | 0.0548 | |
| Met3 | |  | | --- | | -0.39820 | | 0.3285 | | |  | | --- | | 0.46621 | | 0.2443 | | |  | | --- | | 0.55124 | | 0.1567 | | |  | | --- | | 0.12105 | | 0.7752 | | |  | | --- | | 0.05649 | | 0.8943 | | |  | | --- | | -0.49013 | | 0.2176 | | |  | | --- | | -0.35287 | | 0.3912 | | |  | | --- | | 0.17847 | | 0.6724 | | |  | | --- | | -0.38395 | | 0.3477 | | |  | | --- | | -0.52536 | | 0.1812 | | |  | | --- | | 0.58203 | | 0.1301 | | |  | | --- | | -0.83190 | | 0.0104 | | |  | | --- | | -0.35879 | | 0.3828 | | |  | | --- | | -0.09845 | | 0.8166 | | |  | | --- | | -0.15133 | | 0.7206 | | |  | | --- | | -0.49366 | | 0.2138 | | |  | | --- | | 0.59727 | | 0.1180 | | |  | | --- | | 1.00000 | |  | | |  | | --- | | 0.62444 | | 0.0979 | | |  | | --- | | -0.36483 | | 0.3742 | | |  | | --- | | 0.05674 | | 0.8938 | | |  | | --- | | 0.14825 | | 0.7261 | | |  | | --- | | 0.37403 | | 0.3614 | | |  | | --- | | -0.16138 | | 0.7026 | | |  | | --- | | 0.26433 | | 0.5270 | |
| Met4 | |  | | --- | | -0.33726 | | 0.4140 | | |  | | --- | | 0.36826 | | 0.3694 | | |  | | --- | | 0.47925 | | 0.2295 | | |  | | --- | | -0.20630 | | 0.6240 | | |  | | --- | | -0.02157 | | 0.9596 | | |  | | --- | | -0.43629 | | 0.2798 | | |  | | --- | | -0.16531 | | 0.6956 | | |  | | --- | | 0.31621 | | 0.4454 | | |  | | --- | | -0.08528 | | 0.8409 | | |  | | --- | | -0.65308 | | 0.0791 | | |  | | --- | | -0.13009 | | 0.7588 | | |  | | --- | | -0.73186 | | 0.0390 | | |  | | --- | | -0.36861 | | 0.3689 | | |  | | --- | | 0.37877 | | 0.3548 | | |  | | --- | | -0.30284 | | 0.4659 | | |  | | --- | | -0.24620 | | 0.5567 | | |  | | --- | | 0.81799 | | 0.0131 | | |  | | --- | | 0.62444 | | 0.0979 | | |  | | --- | | 1.00000 | |  | | |  | | --- | | -0.66656 | | 0.0710 | | |  | | --- | | -0.07382 | | 0.8621 | | |  | | --- | | -0.10013 | | 0.8135 | | |  | | --- | | 0.07764 | | 0.8550 | | |  | | --- | | 0.26217 | | 0.5305 | | |  | | --- | | 0.51535 | | 0.1912 | |
| Met5 | |  | | --- | | -0.16875 | | 0.6896 | | |  | | --- | | -0.21209 | | 0.6141 | | |  | | --- | | -0.30040 | | 0.4697 | | |  | | --- | | 0.05935 | | 0.8890 | | |  | | --- | | -0.39662 | | 0.3307 | | |  | | --- | | 0.70877 | | 0.0490 | | |  | | --- | | 0.55458 | | 0.1537 | | |  | | --- | | -0.27699 | | 0.5066 | | |  | | --- | | 0.14665 | | 0.7289 | | |  | | --- | | 0.24058 | | 0.5660 | | |  | | --- | | 0.03807 | | 0.9287 | | |  | | --- | | 0.26970 | | 0.5183 | | |  | | --- | | 0.44297 | | 0.2717 | | |  | | --- | | -0.28358 | | 0.4961 | | |  | | --- | | 0.55173 | | 0.1563 | | |  | | --- | | 0.41855 | | 0.3021 | | |  | | --- | | -0.77600 | | 0.0236 | | |  | | --- | | -0.36483 | | 0.3742 | | |  | | --- | | -0.66656 | | 0.0710 | | |  | | --- | | 1.00000 | |  | | |  | | --- | | -0.02373 | | 0.9555 | | |  | | --- | | 0.59811 | | 0.1173 | | |  | | --- | | 0.12857 | | 0.7616 | | |  | | --- | | -0.35180 | | 0.3928 | | |  | | --- | | -0.44605 | | 0.2680 | |
| Met6 | |  | | --- | | 0.33458 | | 0.4179 | | |  | | --- | | -0.33890 | | 0.4115 | | |  | | --- | | -0.32429 | | 0.4332 | | |  | | --- | | 0.59295 | | 0.1213 | | |  | | --- | | 0.49908 | | 0.2080 | | |  | | --- | | -0.19411 | | 0.6451 | | |  | | --- | | -0.20802 | | 0.6211 | | |  | | --- | | -0.46286 | | 0.2481 | | |  | | --- | | -0.43369 | | 0.2830 | | |  | | --- | | -0.51392 | | 0.1926 | | |  | | --- | | 0.25720 | | 0.5386 | | |  | | --- | | -0.28990 | | 0.4861 | | |  | | --- | | -0.65628 | | 0.0772 | | |  | | --- | | -0.43241 | | 0.2846 | | |  | | --- | | -0.53812 | | 0.1689 | | |  | | --- | | -0.67021 | | 0.0690 | | |  | | --- | | 0.21169 | | 0.6148 | | |  | | --- | | 0.05674 | | 0.8938 | | |  | | --- | | -0.07382 | | 0.8621 | | |  | | --- | | -0.02373 | | 0.9555 | | |  | | --- | | 1.00000 | |  | | |  | | --- | | -0.19480 | | 0.6439 | | |  | | --- | | 0.56629 | | 0.1434 | | |  | | --- | | -0.86415 | | 0.0056 | | |  | | --- | | 0.38733 | | 0.3431 | |
| Met7 | |  | | --- | | -0.03539 | | 0.9337 | | |  | | --- | | 0.54809 | | 0.1596 | | |  | | --- | | 0.45914 | | 0.2525 | | |  | | --- | | 0.39486 | | 0.3330 | | |  | | --- | | -0.74863 | | 0.0326 | | |  | | --- | | 0.68580 | | 0.0604 | | |  | | --- | | 0.72215 | | 0.0431 | | |  | | --- | | 0.47756 | | 0.2314 | | |  | | --- | | 0.50226 | | 0.2047 | | |  | | --- | | -0.01483 | | 0.9722 | | |  | | --- | | 0.02909 | | 0.9455 | | |  | | --- | | -0.34641 | | 0.4006 | | |  | | --- | | 0.32295 | | 0.4352 | | |  | | --- | | -0.09134 | | 0.8297 | | |  | | --- | | 0.67060 | | 0.0687 | | |  | | --- | | 0.39584 | | 0.3317 | | |  | | --- | | -0.46497 | | 0.2457 | | |  | | --- | | 0.14825 | | 0.7261 | | |  | | --- | | -0.10013 | | 0.8135 | | |  | | --- | | 0.59811 | | 0.1173 | | |  | | --- | | -0.19480 | | 0.6439 | | |  | | --- | | 1.00000 | |  | | |  | | --- | | 0.05279 | | 0.9012 | | |  | | --- | | -0.17094 | | 0.6857 | | |  | | --- | | -0.30123 | | 0.4684 | |
| Met8 | |  | | --- | | 0.04666 | | 0.9126 | | |  | | --- | | 0.06808 | | 0.8727 | | |  | | --- | | 0.09462 | | 0.8236 | | |  | | --- | | 0.36236 | | 0.3777 | | |  | | --- | | 0.56854 | | 0.1414 | | |  | | --- | | 0.07080 | | 0.8677 | | |  | | --- | | 0.12296 | | 0.7718 | | |  | | --- | | -0.22170 | | 0.5977 | | |  | | --- | | -0.30341 | | 0.4651 | | |  | | --- | | -0.45267 | | 0.2601 | | |  | | --- | | 0.70761 | | 0.0496 | | |  | | --- | | -0.42972 | | 0.2880 | | |  | | --- | | -0.35454 | | 0.3888 | | |  | | --- | | -0.23361 | | 0.5776 | | |  | | --- | | -0.19222 | | 0.6484 | | |  | | --- | | -0.54020 | | 0.1669 | | |  | | --- | | 0.37757 | | 0.3565 | | |  | | --- | | 0.37403 | | 0.3614 | | |  | | --- | | 0.07764 | | 0.8550 | | |  | | --- | | 0.12857 | | 0.7616 | | |  | | --- | | 0.56629 | | 0.1434 | | |  | | --- | | 0.05279 | | 0.9012 | | |  | | --- | | 1.00000 | |  | | |  | | --- | | -0.55061 | | 0.1573 | | |  | | --- | | 0.68556 | | 0.0605 | |
| Met9 | |  | | --- | | -0.10868 | | 0.7978 | | |  | | --- | | 0.30893 | | 0.4566 | | |  | | --- | | 0.32890 | | 0.4263 | | |  | | --- | | -0.61806 | | 0.1024 | | |  | | --- | | -0.20411 | | 0.6278 | | |  | | --- | | 0.03889 | | 0.9272 | | |  | | --- | | 0.09376 | | 0.8252 | | |  | | --- | | 0.49880 | | 0.2083 | | |  | | --- | | 0.47409 | | 0.2353 | | |  | | --- | | 0.38190 | | 0.3505 | | |  | | --- | | -0.39925 | | 0.3271 | | |  | | --- | | 0.32467 | | 0.4327 | | |  | | --- | | 0.38556 | | 0.3455 | | |  | | --- | | 0.67809 | | 0.0646 | | |  | | --- | | 0.17384 | | 0.6806 | | |  | | --- | | 0.46312 | | 0.2478 | | |  | | --- | | 0.06735 | | 0.8741 | | |  | | --- | | -0.16138 | | 0.7026 | | |  | | --- | | 0.26217 | | 0.5305 | | |  | | --- | | -0.35180 | | 0.3928 | | |  | | --- | | -0.86415 | | 0.0056 | | |  | | --- | | -0.17094 | | 0.6857 | | |  | | --- | | -0.55061 | | 0.1573 | | |  | | --- | | 1.00000 | |  | | |  | | --- | | -0.03598 | | 0.9326 | |
| Met10 | |  | | --- | | 0.19077 | | 0.6509 | | |  | | --- | | 0.23246 | | 0.5796 | | |  | | --- | | 0.31427 | | 0.4484 | | |  | | --- | | 0.12248 | | 0.7726 | | |  | | --- | | 0.61081 | | 0.1077 | | |  | | --- | | -0.09292 | | 0.8268 | | |  | | --- | | 0.04920 | | 0.9079 | | |  | | --- | | 0.09301 | | 0.8266 | | |  | | --- | | -0.01235 | | 0.9768 | | |  | | --- | | -0.60448 | | 0.1124 | | |  | | --- | | 0.24518 | | 0.5584 | | |  | | --- | | -0.42162 | | 0.2981 | | |  | | --- | | -0.59757 | | 0.1177 | | |  | | --- | | 0.37137 | | 0.3651 | | |  | | --- | | -0.56075 | | 0.1482 | | |  | | --- | | -0.59353 | | 0.1209 | | |  | | --- | | 0.69670 | | 0.0548 | | |  | | --- | | 0.26433 | | 0.5270 | | |  | | --- | | 0.51535 | | 0.1912 | | |  | | --- | | -0.44605 | | 0.2680 | | |  | | --- | | 0.38733 | | 0.3431 | | |  | | --- | | -0.30123 | | 0.4684 | | |  | | --- | | 0.68556 | | 0.0605 | | |  | | --- | | -0.03598 | | 0.9326 | | |  | | --- | | 1.00000 | |  | |

How the deposited data were processed for this re-analysis (not part of the article)

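The re-analysis used all 96 arrays of the study. An array is named here by tissue, breed, slide and position on the slide. The sample labels do not say which kill an LD sample on pasture came from, so the 36 LD arrays were used as one group, with the pasture and the supplement arrays alone as alternatives.

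For each array the authors deposited intensity values read by the scanner software, among them a processed signal per spot, from which the software had subtracted the background, with no scaling between arrays. The authors also deposited a table of log2 values per probe, made from the median spot signal minus the median local background, with results under 1 set to 1 and spots of a probe averaged. The first was the starting point of all results, and the second was used as an alternative and to choose the probes tested. These are 34227 of the 43653 probes that are not controls. Spots that the scanner marked as outliers were left out, and no filter on dim probes was applied. Depth on an array is the signal over background, which is given per depot at the start of the results.

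Genes were named from the tables of the paper (4466 probes) and from RefSeq accessions (19903 probes). Together these name 21452 probes, or 62.7%, for 10788 genes, and 2765 of the 2917 probes named by both sources have one name. Where a gene was to be represented by 1 probe and the paper lists none, the probe with the largest absolute phenotypic impact factor was taken.

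Groups were compared with limma 3.58.1 (lmFit and eBayes) in R 4.3.3, with data.table 1.17.8 to read the files, on the arrays of the 2 groups alone. Depot and breed were fitted together over the 60 fat arrays, and the dependence on breed over the 24 IMF and SC arrays. P-values were adjusted by Benjamini-Hochberg over all probes tested, with a threshold of 0.05. Gene lists were tested with fry and camera of the same package, camera both with its preset correlation of 0.01 and with the correlation estimated. Scores of single arrays were compared by permutation with 100000 resamples and seed 1, or over all splits for 4 arrays against 4. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 served for scores, distances, clustering and figures. The value expected from mixing mixes the SC and LD means on the linear scale at the muscle share of each of the 12 IMF arrays and averages the results on the log2 scale. Clustering used average linkage on Euclidean distance. The methods were tested on simulated data. A change of 1 in log2 was recovered in 78.5% of changed probes with 12 arrays against 12 and in 18.0% with 4 against 4, with 5 false calls in each, and by the test over 5 depots in 77.5% with 7 false calls. Of 100 simulated lists of 12 genes without a change 5 had a fry p under 0.05, and of 100 lists with a change all 100 did.

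The single genes reported are those the paper names in its results or in Tables 1, 2, 3, 4, 5, 8 and 9, by the probe listed, and the 5 highest and 5 lowest IMF minus SC differences past the threshold without overlap between the 12 IMF and the 12 SC arrays, 1 probe per gene. Lists of marker genes were written for adipocytes, skeletal muscle, smooth muscle, Schwann cells, tendon, endothelium and macrophages, which serve as candidate sources of signal. Further lists were drawn from the paper, for lipogenesis, lipolysis and humoral immunity. Results of some single genes, and of lists that rest on them, were withheld and are left out.

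The tests, the rule for single genes, the marker lists and most alternatives were chosen before the data were examined, and the alternatives added later are named as such. The alternatives are quantile normalization, centring of each array on its mean, normexp background correction with an offset of 50, the authors' series matrix values, all non-control probes, only probes above background on at least 50% of the arrays of a group, an equal-variance t-test as in the methods, breed as a covariate, the spread estimated from all 60 fat arrays, and slide, scan day or replicate number as a block. Within breeds each array was left out in turn. Muscle share, lists and clustering had alternatives of their own, such as an 8-fold limit for the muscle probes, another choice of probe per gene, Ward linkage and 100 other draws of probes. The normexp alternative had been planned on the mean spot signal, which the scanner output does not hold, and was run on the median spot signal instead.

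The quantitative PCR, the sterol measurements and the muscle time course of other breeds are other data and were not analysed here. The enrichments by web tools were not repeated because they rest on annotation databases that were not used here, and the list of mitochondrial proteins was replaced by symbol families for the same reason. The mixed model normalisation of the methods was not repeated because the methods give it by citation alone.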

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

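The comparisons without single arrays in this part and the tests on markers the paper did not pick were chosen after the results had been seen, and its other tests were set before their results were seen.

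Within each of the 21 groups of 4 or 8 arrays of one breed, tissue and diet, arrays were compared on measures of quality and of expression, the muscle share in the fat groups alone, which makes 120 comparisons of a group on a measure. In 6 of these comparisons 1 array stood far from the other 3 of its group. Chance gives this in about 1 in 20 comparisons, or 6.0 here, so the number of such arrays is not beyond chance.

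On 3 arrays the scanner marked more spots as outliers than on the other arrays of the group. These were 5528 spots on the Angus Omen array of slide 10, position 4 (6 to 23 on the others), 2647 on the Wagyu x Angus IMF array of slide 8, position 3 (4 to 7), and 73 on the Angus SC array of slide 17, position 1 (6 to 13). A local defect, such as a scratch, would place these spots side by side. On the Omen array 65.4% of them had another among the 8 spots around, against a mean of 64.7% and a highest value of 66.4% in 100 random placements. On the IMF array it was 39.5% against a mean of 38.3% and a highest of 41.0%, and on the SC array 0.0% against 1.37%. These values argue against a local defect. The remaining spots of the IMF array correlated with the other 3 arrays at r from 0.956 to 0.977, below the 0.985 among those 3, and those of the Omen array at 0.965 to 0.971 against 0.974 to 0.980. The SC array lay within the range of its group (0.980 to 0.981 against 0.979 to 0.986). Without the IMF array 21825 probes were past the threshold in IMF against SC, of which 21275 are among the 21957 with it. Without the Omen array 15980 were past it in Omen against SC (14961 shared with the 15654), and without the SC array 21729 in IMF against SC (21428 shared). What marked so many spots over the whole of an array stays open, and no biological explanation was tested.

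The Hereford LD array of slide 12, position 4, from the supplement diet, was brighter than the other 3 of its group, with a 75th percentile of 8.76 against 8.52 to 8.53. After scaling it correlated with them at r from 0.976 to 0.986, against 0.982 to 0.987 among the others. Its lowest r of 0.976 is under their range, so a brightness difference that scaling removes and a remaining difference in expression cannot be told apart on 4 arrays. Without this array 28335 probes were past the threshold in LD against SC, of which 28258 are among the 28376 with it. No biological explanation was tested.

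The Angus Kid array of slide 19, position 2, had a muscle share of 0.617%, against -0.003 to 0.012% on the others of its group. If muscle RNA were the source, the skeletal muscle markers would be raised together. All 13 were higher than on each of the other 3 arrays, by a median of 4.34, so a trace of muscle RNA in that Kid sample is a candidate explanation. Without this array 13635 probes were past the threshold in Kid against SC, of which 13416 are among the 14263 with it. The Hereford Omen array of slide 7, position 4, had a share of 1.29% against -0.064 to 0.123%. There only 5 of the 13 markers were higher than on each of the other 3, with a median of 0.15 over the 13. On the Kid array, at a lower share, it was all 13 with a median of 4.34. For these 13 markers this argues against muscle RNA as the source of the Omen share, and noise in a share near 0 stays open. Without it 15369 probes were past the threshold in Omen against SC (14899 shared). Both arrays correlated with their groups at r of 0.975 or more. A biological difference between these animals stays open and was not tested.

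The paper does not discuss several genes of the Schwann cell and tendon marker lists, and signal of these lists appeared in IMF above both SC and LD. Of 10 Schwann cell markers with a probe 9 were higher in IMF than SC and 1 lower, and all 10 were higher than in LD. Of the 9 outside the paper's tables 8 were higher than in both. Some of these 8, among them MBP and GFAP, are named in the paper's text, and NCAM1 (2.93) is in its additional lists, so they were picked on these samples. Of the 4 markers the paper did not pick 3 were higher than in both SC and LD, namely PMP22 (0.82), SOX10 (2.75) and CDH19 (2.57), and S100B was lower than in SC (-2.04). Among the more abundant markers the mean levels in IMF were 3.62 for PMP22, 2.39 for S100B and 1.63 for MBP. For the 4 not picked, SC and LD mixed at the muscle share would give a median difference from SC of -0.13, and 1.70 was observed, with 3 above the value expected and 1 below. With the correlation between genes estimated, camera gave an unadjusted p of 0.223 for the list. Schwann cells in the IMF samples and higher expression in another cell type cannot be told apart, as 4 markers that go both ways (3 up, 1 down) are too few. The samples differ in depot, and a biological difference between depots in nerve supply was not tested apart from a difference in what was dissected.

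Of 8 tendon markers with a probe 7 were higher in IMF than SC and past the threshold, the exception being KERA (0.96, adjusted p = 0.0642, limma), which was past it when adjusted over the list alone. All 8 were higher than in LD. The paper's tables hold 3 of the 8 (TNMD, MKX and TNC), which were picked on these samples. Of the 5 others 4 were higher than in both SC and LD, namely THBS4 (4.15), which the additional lists of the paper hold, and COMP (2.29), FMOD (0.74) and COL11A1 (3.55), which it did not pick. COL11A1 was at -0.05 from LD with normexp background correction. The mean levels in IMF were 3.52 for THBS4, 3.26 for FMOD and 1.41 for TNC. For the 3 that it did not pick mixing would give a median of -0.01, against 2.29 observed, and camera with the estimated correlation gave an unadjusted p of 0.0178 for the list. Perimysial or tendon fibroblasts in the IMF samples, for which 3 markers the paper did not pick count, may be a source. Adipocytes of IMF that express these genes stay open, as the arrays measure the whole sample.

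At 2 probes the IMF minus SC difference depended on breed. For A_73_109021 it was -0.25 in Angus, 0.63 in Hereford and -1.29 in Wagyu x Angus, and for A_73_P075711 it was 0.83, -1.46 and 0.73 (adjusted p = 0.00476 for both, limma, n = 4 arrays per breed and depot). Neither probe has a gene name, and both were named after their values were seen. Of 100 splits of the breed labels 9 gave as many probes or more, with up to 275, so chance cannot be excluded. A biological difference between breeds stays open.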

How the results depend on the processing

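Chosen after the data were seen were scan day as a block over all 96 or the 60 fat arrays, division of differences by the slope on the paper's values, single arrays in the dendrogram, and the lipogenic list without the genes of Table 2, and the other settings were planned.

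Of the values of the leading results under other settings, 269 kept their direction and their side of the threshold or stayed within 1.5 times the value reported, 49 moved further and 1 was no longer past its threshold. Of those of single genes and lists, 1784 kept theirs, 72 were no longer past the threshold, 8 were newly past it, 2 moved and 13 reversed. Leaving those that moved aside, the count of probes past the threshold was 12956 to 23345 in Inter against SC (12 settings), 11257 to 17773 in Kid (11), 11024 to 22267 in Omen (11), 24377 to 32948 in LD against SC (11) and 22071 to 31664 in IMF against LD (11). The IMF count was 17556 to 26177 in 12 settings. Of the 12 lipogenic genes 11 or 12 were past the threshold in 13 settings, and their difference relative to adipocyte markers was -1.06 to -0.60 in 7 (highest p 0.0021, permutation test, without the genes of Table 2). The muscle probes had a median of 1.45 to 2.36 in 8 settings, and 70.6 to 75.8% of mitochondrial genes were above 0 in 5.

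With normexp background correction the median difference over all probes was -0.28 in Inter, -0.25 in Kid and -0.26 in Omen against SC, and -0.36 in IMF against LD. The Kid count went from 14263 to 21431 (12080 shared, 1083 of these in the opposite direction), the Wagyu x Angus count from 11385 to 17900, breed from 1094 to 689 (669 shared) and the dependence on breed from 2 to 1 probe (1995 at an unadjusted p under 0.05, limma). Of the probes past the threshold those higher in IMF went from 12352 of 25766 to 7408 of 27670 against LD, and against SC from 7021 of 14235 to 4220 of 11098 in Angus, from 6527 of 13329 to 3381 of 11469 in Hereford and from 5387 to 3283 in Wagyu x Angus. The queries changed from 2726 to 1569 (LD over 4-fold SC), 8634 to 5229 (IMF over 1.32-fold the other fat depots), 4541 to 2452 (over 1.68-fold), 3722 to 1543 (over 2-fold SC), 5725 to 2332 (over 2-fold LD) and 16562 to 10173 (above LD), and the combined ones to 336, 500, 303 and 6546, in the order of the claim. AGK reversed, to -0.088. The cause was not tested.

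The authors' series matrix values are not scaled between arrays, and the median difference over all probes was 0.98 in Inter, 0.83 in Kid and 0.82 in Omen against SC, and 0.73 in IMF against LD. Counts went from 16698 to 31054 in Inter (14022 shared, 6517 of these in the opposite direction), from 14263 to 26643 in Kid (10075, 3068), from 15654 to 29014 in Omen (11790, 4483), to 304 for breed (290 shared), to 6068 in Angus and to 19385 in Wagyu x Angus. The dependence on breed went to 0 probes (865 at an unadjusted p under 0.05, limma). Probes higher in IMF were 23269 of 26242 against LD, and 5082 of 6068 in Angus, 11712 of 12450 in Hereford and 19017 of 19385 in Wagyu x Angus against SC. The muscle share went to 52.3%, the mitochondrial genes to 95.4%, and the correlation of lipogenic and muscle scores to -0.55 (permutation p = 0.0664, and -0.66 to -0.59 in other settings). The queries gave 9492 (over 2-fold SC), 2212 (1.32-fold below SC), 12787 (over 2-fold LD), 28281 (above LD), 5946 (below LD), 1714 (over 1.32-fold and over 2-fold LD), 5880 (over 2-fold SC and above LD) and 53 (below SC and LD). HK1 (0.092), HK2 (0.065), HADH (0.067), HADHA (0.39) and the endothelial list (median 0.073) reversed, each by a change near the shift of the median in IMF against SC (0.63). For the other changes the cause was not tested.

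On the arrays of 2 depots, with scan day as a block, the IMF count went to 6847 (6595 shared with the 21957) and the Omen count to 1511 (1379 shared), and 6 of the 12 lipogenic genes were past the threshold. By construction the contrast then rests on the few arrays that share a day. There KLK9 (0.98), ZCCHC12 (0.0040), PKLR (-0.089), GK2 (-0.11), AGPAT4 (-0.33) and ACSL3 (-0.40) reversed, and over all 96 arrays GK2 did (-0.19). For these genes the cause was not tested.

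Mean centring took the breed count to 663 (651 shared). Quantile normalization took 2 combined queries to 866 (over 1.68-fold and above LD) and 3740 (below SC and LD), and all non-control probes took the last to 5280. The cause was not tested, apart from the larger number of probes in the last. Division by the slope lowers all differences by construction, and gave 322 probes for LD over 4-fold SC, then 2077, 833, 616, 1395 and 233 for the single queries and 47, 129, 102 and 194 for the combined ones. On single arrays 2 of 5 fat depots formed one cluster.

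Leaving out 1 array at a time gave 10285 to 17715 probes within Angus, 10477 to 12571 within Hereford and 7949 to 11618 within Wagyu x Angus. The Angus count was lowest without IMF replicate 4 of slide 9 and highest without IMF replicate 1 of slide 8. The cause was not tested.

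The labels number the arrays of a group by their position on the slide. With this number as a replicate block the IMF against SC count was 21575 (21403 shared with the 21957), and 134 of the 139 probes of single genes were past the threshold. Over 15 pairs of IMF and SC arrays with one number the mean correlation of what remains after the group means are removed was 0.004, and 1 pair was above 0.1, so the numbers do not pair the samples.

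Of the 134 probes of single genes past the threshold, 134 kept that with mean centring, the t-test, breed as a covariate, slide as a random block, without dim probes and with all non-control probes, 133 with the spread of all 60 fat arrays, 131 with quantile normalization, 129 with normexp and 125 with the series matrix values. Keeping saturated spots changes nothing, since none was saturated. Signal over background sets the limit for genes low in SC or LD, whose arrays had a median signal of 80.3 and 77.4 against 149 in IMF. The filter on dim probes left 33414 of 34227 probes in IMF against SC.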

Differences from the paper's values

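No test in this part was chosen after the result was seen apart from scan day as a block over 96 arrays and the division by 3.19, the slope of the IMF minus SC differences here on the paper's. Both were chosen after seeing the values, and the division brings differences to the size of the paper's without setting levels on one scale.

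Of 111 differences of single probes in the paper's tables all 111 have the same sign here, and 2 differ by more than the spread on the paper's scale. Of the alternatives set before the data were examined, 9 differ with quantile normalization and with mean centring, 15 with normexp, 31 with scan day as a block and 37 with the series matrix values, and the sign is the same for 110 with normexp, 105 with scan day and 107 with the series matrix values. With scan day as a block over 96 arrays, chosen after seeing the values, 34 differ and 110 have the same sign. For PDK1 the paper's value for SC minus IMF is 0.24, against 0.34 here on that scale (1.10 undivided). All alternatives set before the data were examined differ as well, among them quantile normalization (0.39), mean centring (0.37), normexp (0.35), the authors' series matrix values (0.13) and scan day as a block (0.42). For PDP1 the paper's value for IMF minus SC is 0.52, against 0.43 here (1.36 undivided). It was 0.47 with scan day as a block on 24 arrays, which is within the spread of the paper's value, and with the other alternatives set before the data were examined it was not (0.37 with quantile normalization, 0.40 with mean centring, 0.17 with normexp, 0.61 with the series matrix values).

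For the number of probes on the paper's scale over 1.32-fold lower in IMF than SC the paper's value is 890, against 1395 here (8872 undivided). All alternatives set before the data were examined differ as well (1740 with quantile normalization, 1663 with mean centring, 1627 with normexp, 356 with the series matrix values, 1380 without dim probes, 2069 with all non-control probes). For those that are also below LD the paper's value is 49, against 194 here (2348 undivided), and all alternatives set before the data were examined differ as well (341, 248, 348, 7, 179 and 500 in the same order, 184 with pasture LD alone and 232 with supplement LD alone).

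For the ratio of expected to observed probes on the paper's scale, the paper's value for probes over 2-fold higher than SC and above LD is 4.87, against 2.92 here. Of the alternatives set before the data were examined normexp (4.00) is within 1.5 times of it and the others are not. For probes 1.32-fold below SC and below LD the paper's value is 6.41, against 3.71 here, and of those alternatives the series matrix values (8.84) are within 1.5 times of it and the others are not.

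The paper places Inter and Omen nearest to each other, with Kid next and SC last. Here Kid and Omen were nearest, and Inter and Omen joined first with the series matrix values and without the muscle probes. The paper's first branch sets LD apart from the fat depots, and here IMF and LD parted from the other 4, whereas LD split off alone with the series matrix values, without the muscle probes and in 1 of 100 draws of probes. The paper describes the muscle material in IMF as minor. The 27.3% found here on average is a share of transcript relative to LD. It does not measure an amount of tissue, so the paper's statement and this share are unlike measures.

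The paper counts SLC6A6 among genes higher in IMF than LD, and here IMF minus LD was -0.11. It counts ACTG2 there too, and here the probe with the larger impact was at -1.81 from LD, while the other probe was at 1.78. It has AGPAT1 higher in IMF than SC, and both probes with an AGPAT1 accession were lower here (-0.41 and -0.34). It has ACTB higher, and of 4 probes with an ACTB accession 2 were lower (-0.74 and -0.70) and 2 higher (1.34 and 4.66). It has no signal for IDH1, and here the probe with that accession, which its tables name FGGY, was above background on all 24 IMF and SC arrays.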

Other observations

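Some tests were chosen only after the result was seen. These were scan day as the whole cause, dilution without the genes of Table 2, and a common factor and another log base behind the larger differences. Further ones were CH25H against other cell types, DLK1, macrophage genes, mixing for the mitochondrial genes and probes low in LD. The counts of markers that the paper did not pick were also chosen then. The other tests were set earlier.

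The number of probes past the threshold was set against 100 splits of the same arrays for each comparison of 2 tissues, for depot and for breed. In IMF, Inter, Kid, Omen and LD against SC, in IMF against LD and for depot, only the real split of the 100 (1 of 100) reached its count. This argues against chance, with 1 of 100 the lowest share that 100 splits can give. For breed the real split alone reached its count as well (1 of 100), but the splits do not keep the arrays of a steer together, since the labels do not identify steers, so chance cannot be excluded. Within Angus, Hereford and Wagyu x Angus the real split of IMF and SC alone reached it among all 35 (1 of 35 each), the lowest share that 35 splits can give. The highest count of another split was 7, 1 and 0, which argues against chance there too.

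The IMF arrays and all SC arrays but 1 were scanned on different days. If scan day were the whole cause of the IMF against SC result, a block for it over all 96 arrays would remove the result. The block left 15863 of the 21957 probes past the threshold, which argues against scan day as the whole cause. It rests on the assumption that a day shifts all tissues alike, and part of single differences could come from the day. A difference between the depots stays open.

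Differences here are over 3 times those in the paper's tables. If a common factor on differences between tissues were the reason, each contrast would have a similar slope. The slopes of the other 4 contrasts reached 3.34 at most, near the 3.19 of IMF minus SC, whereas with normexp background correction the slopes ran from 2.08 to 2.63. Another log base in the paper's values would change levels by the same factor as differences, but the levels of the 99 probes in the paper rise with those here at a slope of 1.26, which argues against it. The paper's Additional file 2 holds its normalised values for the 96 samples, and these were not compared with the values here. What else lowers the differences in the paper, such as its normalisation, therefore stays open, and no biological explanation was tested.

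The lipogenic genes fell in IMF. Dilution of adipocyte RNA by muscle RNA lowers all adipocyte transcripts alike, by -0.46 at the mean muscle share and by -0.91 at the highest. These values rest on the estimated share. Of 13 skeletal muscle markers 10 lay above the value of the mixture and 3 below (median of observed minus expected 0.71). Of 194 mitochondrial genes 27 lay above and 167 below, so whether the share is too low or too high stays open. The paper picked 5 of the 12 genes in Table 2 as most decreased on these samples, so these cannot count. The 7 others are from Table 8, which lists enzymes by pathway, and fell by -0.60 relative to the mean of the adipocyte markers (permutation p = 0.0021). This argues against dilution as the whole cause, with the limit that 2 of the 15 markers rose and pull their mean up. The median of the markers was -1.46 and the mean -1.19, and no setting left the 2 out. The muscle share still bears on these genes, as over the 12 IMF arrays the lipogenic and skeletal muscle scores had r = -0.587 (permutation p = 0.0479, rank correlation -0.552 with p = 0.0661, n = 12), -0.748 within breeds and -0.649 without the 2 farthest arrays. Of the 12 adipocyte markers that the paper did not pick 10 fell by more than dilution as well (median of the 12 -1.45, against -0.47 expected). A difference between the depots in lipogenesis stays open as a hypothesis, as do other cells in IMF that hold few lipogenic transcripts.

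Most mitochondrial genes were higher in IMF, and those that LD does not raise test whether muscle RNA in IMF is behind this. Of these 6.25% were higher in IMF (43.8% on the series matrix values, against 60.2% of other such genes), so they were not raised beyond other genes, as muscle RNA would give. Mixing of SC-type and muscle RNA at the estimated share gives a median of 0.53, against 0.39 observed, and 27 of the 194 genes lay above the value of the mixture and 167 below it. More mitochondria per adipocyte could be hidden beneath the muscle signal, and with 27 genes above the mixture the arrays cannot settle it, as both come in one sample and the probes low in LD fall below the mixture too.

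Probes lower in LD than SC fell in IMF by more than mixing at the share gives. Of 142 probes at least 32-fold lower in LD the median difference was -2.05, against -0.48 expected, and 140 (98.6%) were below expectation. The share below fell to 91.9% of 878 probes that were 8 to 32-fold lower, 82.8% of 2131 at 4 to 8-fold and 71.0% of 4786 at 2 to 4-fold. Further RNA of cells other than adipocytes and muscle fibres and lower expression in IMF adipocytes could each give -2.05. They cannot be told apart, because the whole tissue was measured and no profile of separate cells was used here.

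Macrophage markers were lower in IMF, all 7 of them, with a median of -2.13 (1 of the 7, CD163, is in the paper's tables). Dilution of SC-type RNA by muscle RNA at the estimated share would give -0.43, and the median of observed minus expected was -1.70. This argues against dilution at that share as the whole cause. The most abundant were C1QA, at 3.52 in IMF and 5.32 in SC, and CSF1R, at 1.37 and 3.10. Fewer macrophages in IMF, a biological difference between the depots, and the pattern of probes low in LD stay open, and camera with the estimated correlation gave an unadjusted p of 0.0878. Of 10 endothelial markers, none in the paper's tables, 5 were lower in IMF than SC, 1 was higher (VWF, 0.70), and the median was -0.57, which turned to 0.07 on the authors' series matrix values. The most abundant were CLDN5 (4.55 in IMF) and ROBO4 (3.00).

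Smooth muscle genes were higher in IMF than SC, 11 of the 12 of the list, of which 4 are in the paper's tables. Smooth muscle cells of vessels would raise them against LD too, and 8 were higher and 4 lower than in LD. Of the 8 outside the tables 3 were higher than in both (MYLK, SMTN and LMOD1). Of the 5 that the paper did not pick (MYLK, SMTN, SYNPO2, CALD1 and PLN) 2 were, without LMOD1. The most abundant in IMF were ACTA2 (6.92), TPM2 (6.58) and ACTG2 (5.90), and TPM2 and ACTG2 were lower than in LD, which expresses them in muscle fibres as well. With 3 of 8, and 2 of the 5 not picked, smooth muscle cells of vessels, other contractile cells and adipocytes that express these genes cannot be told apart. The endothelial markers, which cells of vessels would raise as well, were not higher as a list.

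CH25H was higher in IMF than in SC and LD. If another cell type in the IMF samples were the source, CH25H would follow its markers over the 12 IMF arrays. Of 7 lists the tendon markers came nearest (r = 0.602, permutation p = 0.0381), and after adjustment over the lists the lowest p was 0.252. Smooth muscle came next (r = 0.511, p = 0.0892), and the adipocyte markers were at r = -0.123 (p = 0.703), so CH25H did not follow them either. With 12 arrays a correlation of this size cannot be excluded, so adipocytes and another cell type cannot be told apart as the source.

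DLK1 was higher in IMF than SC. Muscle RNA in IMF would give 5.54 from the mixture, against 5.28 observed, so muscle RNA may account for the whole of the difference. The higher values in Inter, Kid and Omen, whose muscle share is near 0, are not covered by this, and a biological difference between depots stays open there.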
